# Compromised transcription-mRNA export factor THOC2 causes R-loop accumulation, DNA damage and adverse neurodevelopment

**DOI:** 10.1038/s41467-024-45121-5

**Published:** 2024-02-08

**Authors:** Rudrarup Bhattacharjee, Lachlan A. Jolly, Mark A. Corbett, Ing Chee Wee, Sushma R. Rao, Alison E. Gardner, Tarin Ritchie, Eline J. H. van Hugte, Ummi Ciptasari, Sandra Piltz, Jacqueline E. Noll, Nazzmer Nazri, Clare L. van Eyk, Melissa White, Dani Fornarino, Cathryn Poulton, Gareth Baynam, Lyndsey E. Collins-Praino, Marten F. Snel, Nael Nadif Kasri, Kim M. Hemsley, Paul Q. Thomas, Raman Kumar, Jozef Gecz

**Keywords:** Neurodevelopmental disorders, Neurological disorders

## Abstract

We implicated the X-chromosome *THOC2* gene, which encodes the largest subunit of the highly-conserved TREX (Transcription-Export) complex, in a clinically complex neurodevelopmental disorder with intellectual disability as the core phenotype. To study the molecular pathology of this essential eukaryotic gene, we generated a mouse model based on a hypomorphic *Thoc2* exon 37–38 deletion variant of a patient with ID, speech delay, hypotonia, and microcephaly. The *Thoc2* exon 37–38 deletion male (*Thoc2*^*Δ/Y*^) mice recapitulate the core phenotypes of *THOC2* syndrome including smaller size and weight, and significant deficits in spatial learning, working memory and sensorimotor functions. The *Thoc2*^*Δ/Y*^ mouse brain development is significantly impacted by compromised THOC2/TREX function resulting in R-loop accumulation, DNA damage and consequent cell death. Overall, we suggest that perturbed R-loop homeostasis, in stem cells and/or differentiated cells in mice and the patient, and DNA damage-associated functional alterations are at the root of *THOC2* syndrome.

## Abstract (web summary)

THOC2 is an essential subunit of Transcription mRNA Export complex of eukaryotic cells and its compromise causes adverse (neuro)development. Using mouse model and patient cells the authors unravel molecular pathology of the syndrome, from R-loops dysregulation, to altered transcriptome and DNA damage triggered cell death.

## Introduction

Human neurodevelopment is a highly orchestrated and complex process. The identification of naturally occurring gene variants leading to neurodevelopmental disorders (NDD) highlights the involvement of over 2300 different genes (https://www.omim.org)^1^ and a myriad of cellular, molecular, and developmental mechanisms, only a few of which are being successfully targeted with precision therapies^2^. Many essential biological processes are compromised by such NDD gene variants and often knockout of these genes cause embryonic lethality. One such example is variants in the X-chromosome gene *THOC2* that cause NDDs with clinically heterogeneous presentations, now we call *THOC2* syndrome^3–5^. *THOC2*, a highly constrained gene, encodes the largest subunit of the THO subcomplex in the highly-conserved Transcription-Export (TREX) complex. The TREX complex is essential for transcription, mRNA processing and export, preventing DNA damage, and maintaining ESC self-renewal, pluripotency and differentiation during embryogenesis^6,7^.

The TREX complex is composed of a THO sub-complex (THOC1-3, 5–7) and eight accessory proteins (UAP56/DDX39B, ALYREF/THOC4, UIF, CHTOP/SRAG, CIP29/SARNP, POLDIP3, ZC3H11A and LUZP4)^7–9^. THOC2 is a scaffold protein critical for TREX assembly and function^10,11^. The functional TREX is co-transcriptionally loaded onto the mRNAs and transfers the mature transcripts to the export adapters NXF1-NXT1 via ALYREF, eventually exporting the mRNAs to cytoplasm through the nuclear pores^7,12,13^. In addition to its mRNA export function, the TREX complex has emerged as a multifunctional molecular machine with critical roles in transcription, 3’ mRNA processing, stress responses, mitotic progression, and genome stability^7,14–20^.

Many studies in lower organisms have illuminated the essential roles of *THOC2* in cellular and developmental processes. For example, yeast lacking *Tho2* (mammalian *THOC2* homolog) were cell growth inhibited^10^. *C. elegans thoc2* knockouts were slow-growing, sterile, had defects in specific sensory neurons and died prematurely^18^. In *Drosophila*, *THO2* depletion in S2 cells inhibited export of mRNA encoding heat shock protein (Hsp) and cell proliferation^21^. Zebrafish *Thoc2* is essential for embryonic development^22^. In mice, studies in embryonic stem cells (mESC) show *Thoc2* and *Thoc5* regulate self-renewal by selectively binding and regulating the export of mRNAs encoding the Yamanaka factors (*Oct3/4*, *Sox2*, *Klf4 and c-Myc*)^6^. However, in vivo *Thoc2* studies in mammalian models have been non-existent likely because of apparent embryonic lethality of knockout lines (International Mouse Phenotyping Consortium (IMPC, http://www.mousephenotype.org)^23^. Indeed, complete *THOC2* depletion causes severe nuclear mRNA retention in mammalian cells^24^. Whilst these data highlight the essential role of *THOC2* in cell and organism function, its involvement in human development and disease has also expanded. For example, a de novo translocation resulting in a *PTK2-THOC2* gene fusion with *THOC2* expression knockdown was implicated in cognitive impairment and cerebellar hypoplasia^25^. Cytoplasmic aggregation of THOC2/THO proteins impairs nucleo-cytoplasmic transport and may be a common process explaining the pathology of neurodegenerative diseases, including Huntington’s, Alzheimer’s and amyotrophic lateral sclerosis^26^. These findings, along with published^3–5^ missense, microdeletion or splicing-defective *THOC2* NDD variants suggest that *THOC2* performs multiple critical roles with major impacts on neuronal function. We premised that the brain is sensitive to THOC2 function given its heightened requirements for and diversity of transcription and protein synthesis. However, the role of *THOC2* and TREX complex in normal brain development and, importantly, in causing NDDs remains elusive largely due to our inability to create relevant in vivo models of this essential gene. So, the broader functional understanding of *THOC2* in mammalian development remains unknown. Thus, we sought to generate a preclinical mouse model to delve deeper into the unresolved aspects of *THOC2* biology with a view to understand the molecular and cellular roles in brain development as well as mechanism of the disease pathology in individuals with *THOC2* pathogenic variants.

We reasoned that naturally occurring hypomorphic (i.e., partial loss of function) variants in *THOC2* patients with NDDs and thus compatible with life offer the opportunity for in vivo investigations by overcoming lethality. We utilized one such hypomorphic *THOC2* variant (NC_000023.11:g.123609724_123612089del, ClinVar: VCV000804360.1) we reported in a patient with intellectual disability (ID), speech problems, short stature, low body weight, sensorineural hearing loss and microcephaly^5^ to generate a mouse model with a microdeletion encompassing Exons 37 and 38. We show that *Thoc2* is critical during early post-fertilisation development, but mice can survive into adulthood. Neurobehavioral testing shows that the *Thoc2* exon 37–38 deletion male mice (called *Thoc2*^*Δ/Y*^) have learning, memory, and sensorimotor deficits, recapitulating phenotypes observed in most of the patients with *THOC2* syndrome. Our transcriptomic and proteomic data shows major dysregulation in pathways associated with transcription, splicing and higher order cognitive functions. We show *Thoc2*^*Δ/Y*^ mice have a reduced neural stem cell (NSC) pool, altered brain cytoarchitecture, and multiple impairments of neuron structure and function that lead to significantly compromised electrophysiological properties and synapse formation. However, to our surprise, we observe that mRNA export is not overtly affected in the *Thoc2*^*Δ/Y*^ mice, but instead results in accumulation of R-loops and concomitant DNA damage. This mechanism is also evident in *THOC2* exon 37–38 deletion patient-derived dermal fibroblasts. Together, our data reveal a mechanism of *THOC2* NDD originating early in development and affecting cell’s ability to resolve R-loops and consequently preventing DNA damage and causing cell death.

## Results

*THOC2* gene essentiality in eukaryotes^27^, and absence of a knockout mammalian model suggest that its complete loss is incompatible with life^23^. However, we have previously reported 22 *THOC2* (19 missense, two splicing defective and one microdeletion) variants, 12 of which are hypomorphic and functionally validated in individuals with intellectual disability (ID) and variable expressivity of other traits including hypotonia, growth restriction and microcephaly^3–5^. We postulated that these naturally hypomorphic *THOC2* alleles could be utilized for generating a viable mouse model to gain insights into the THOC2/TREX biology as well as understanding the pathology of *THOC2* syndrome.

### Generation of a viable mouse model using a hypomorphic *Thoc2* exon 37-38 deletion variant

Our initial attempts to generate knock-in mice carrying either the p.Leu438Pro or p.Ile800Thr *THOC2* variant, that reduce the stability of THOC2 protein (and other THO subunits) in patient-derived cell lines^3^, failed to produce any live offspring (see Supplementary Data 1). 

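The mouse *Thoc2* gene (ENSMUSG00000037475) lies on the minus strand of chromosome X of GRCm38 (mm10) from 41794991 to 41920674 and has 39 exons in the transcript that carries exons 37 and 38. Exon 37 spans 41803456 to 41803532 (77 bases) and exon 38 spans 41802947 to 41802992 (46 bases). Intron 37 between them has 463 bases, so the pair of exons adds 123 bases to the transcript. On the genome they are flanked by intron 36, from 41803533 to 41806401, and by intron 38, from 41797780 to 41802946. The last exon of the transcript, exon 39, spans 41794991 to 41797779.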

Subsequently, we generated a mouse model based on a pathogenic deletion that includes exons 37 and 38 that code for the extreme COOH-terminus of the THOC2 protein using CRISPR/Cas9 editing (Fig. 1a). Four founder heterozygous females (Δ/+) and two hemizygous males with exon 37-38 deletion (Δ/Y) were recovered (Supplementary Fig. 1a, b). We confirmed the deletion of genomic sequences coding for *Thoc2* exon 37-38 and absence of any off-target CRISPR events by whole genome sequencing. We further eliminated the off-target events by backcrossing the *Thoc2*^*Δ/+*^ with WT C57BL/6JArc male mice for three generations. We confirmed the deletion of exon 37-38 sequences from the *Thoc2* mRNA in 30 days old *Thoc2*^*Δ/Y*^ mice brain using RT-PCR and Sanger sequencing (Fig. 1b). Exon 37 and 38 deletion in the *Thoc2* mRNA is in-frame, not susceptible to non-sense mediated decay (NMD) and predicted to translate into a C-terminally truncated ~172 kDa compared to normal ~175 kDa THOC2 protein (Supplementary Fig. 1c). We analysed the adult *Thoc2*^*Δ/Y*^ mice brain lysates by western blotting (WB) with two antibodies capable of distinguishing the full length and the truncated THOC2 proteins (Fig. 1c). As expected, we observed a slightly smaller THOC2 protein in the *Thoc2*^*Δ/Y*^ compared to the full-length protein in the *Thoc2*^*+/Y*^ mouse brains. The levels of truncated THOC2 protein were increased in *Thoc2*^*Δ/Y*^ mice brains (Fig. 1c) as also observed in the *THOC2* exon 37-38 deletion patient fibroblasts and lymphoblastoid cell line (LCL)^5^. The *Thoc2*^*Δ/+*^ female mouse brains also showed increased level of THOC2 protein (Supplementary Fig. 1d, lane 2). As expected, only the truncated THOC2 protein was present in the *Thoc2*^*Δ/Δ*^ female mouse brains (Supplementary Fig. 1d, lane 3).

**Fig. 1:**
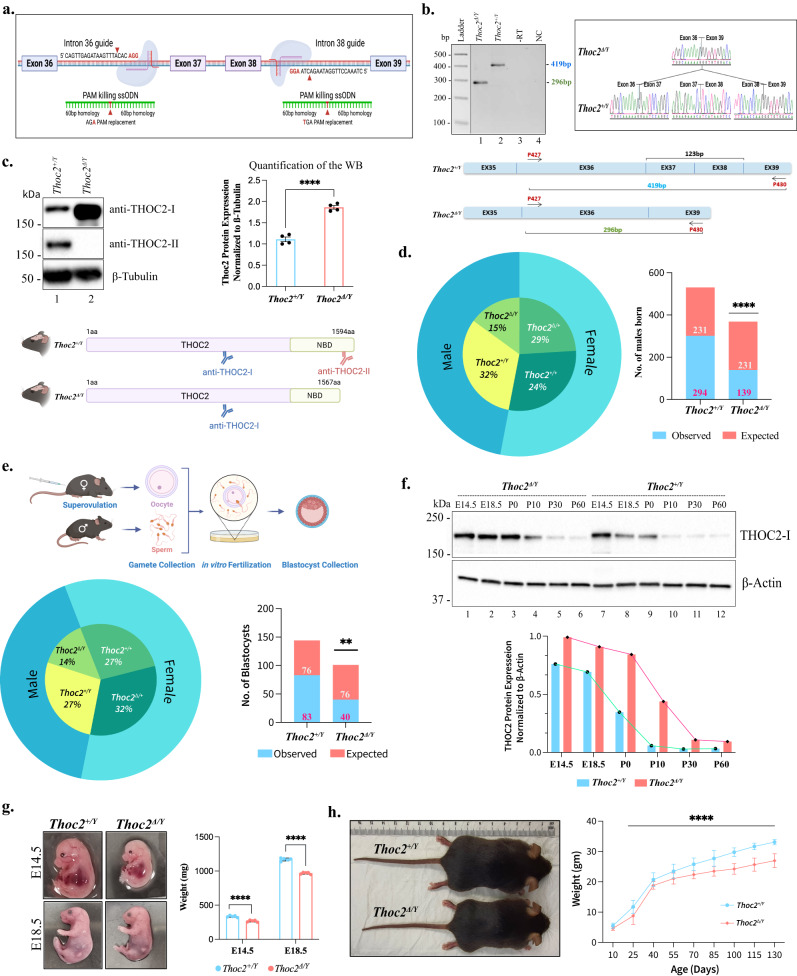
Generation of *Thoc2* exon 37-38 deletion mouse model. **a** Schematic diagram of CRISPR/Cas9 gene editing strategy for deleting exon 37 and 38 of the mouse *Thoc2* gene. **b** Reverse transcription-PCR DNA of *Thoc2*^*+/Y*^ (419 bp) and *Thoc2*^*Δ/Y*^ (296 bp) brain RNAs (left panel) with representative image of Sanger sequencing traces (right panel) showing deletion of exon 37-38 coding sequence in the *Thoc2*^*Δ/Y*^ mRNA. Black line indicates that the lanes between the marker and PCR samples were deleted to generate this figure (*n* = 4 independent experiments). **c** Western blot showing THOC2 protein in *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains. The schematic shows binding location of the two antibodies. β-Tubulin was used as loading control. Quantification of THOC2 protein levels in *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains are also shown (*n* = 4 experiments); ****p = 0.00004; two-tailed unpaired student’s *t* test. **d** Pie chart showing the percentage of different genotypes born in the *Thoc2* mouse colony. Observed and expected number of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mice born in the colony based on the monogenic pattern of Mendelian inheritance. ****p < 0.0001; *χ*^2^ test. **e** Pie chart showing the percentage of different genotypes among the blastocysts analysed. Observed and expected number of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ blastocysts are graphed. **p = 0.0081; *χ*^2^ test. A schematic presentation of the in vitro fertilization experimental approach is shown. **f** Western blot and a graph showing THOC2 protein in *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains at different embryonic (E14.5, E18.5) and post-natal (P0, P10, P30, P60) stages. β-Actin was used as loading control. THOC2 protein levels normalized to β-Actin were graphed (*n* = 3 independent experiments). **g** *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ E14.5 and E18.5 embryos (*n* = 5 embryos per genotype, per embryonic stage) and **h** *Thoc2*^*+****/****Y*^ and *Thoc2*^*Δ/Y*^ adult mice (*n* = 50 *Thoc2*^*+/Y*^ and *n* = 42 *Thoc2*^*Δ/Y*^ mice); ****p < 0.0001; two-way ANOVA, Bonferroni’s multiple comparison test. All the data (except for **d**, **e**) presented are mean values ± SEM. Source data are provided as a Source Data file. Schematics in figures **a**, **c**, **e** were created with BioRender.com.

While breeding animals for experimental work, we recovered ~15–16% *Thoc2*^*Δ/Y*^ animals (both embryos and postnatal) compared to the expected Mendelian genotypic ratio of 25% (Fig. 1d). We predicted reduced recovery of *Thoc2*^*Δ/Y*^ mice was likely due to early post fertilisation death. We investigated this by performing in vitro fertilization (IVF) with *Thoc2*^*Δ/+*^ mouse oocytes and *Thoc2*^*+/Y*^ sperms and scoring the blastocysts’ for *Thoc2*^*+*/*Y*^ and *Thoc2*^*Δ/Y*^ genotypes, using our rapid gDNA extraction-multiplex PCR method, 4 days after the IVF procedure (Fig. 1e). We found that only ~14% blastocysts were *Thoc2*^*Δ/Y*^ (Fig. 1e), indicating that reduced recovery of the *Thoc2*^*Δ/Y*^ mice was due to the death of zygotes that are much before the blastocyst stage. *THOC2* has higher expression at the blastocyst stage^6^. A recent report showed that THO subunits have higher expression during embryonic stages (E10.5 to E18.5) that declines sharply from postnatal day 3 (P3) onwards^28^. We asked if THOC2 and other TREX proteins also show a similar trend and analysed the levels of THOC2 protein in the brains of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mice at embryonic (E14.5 and E18.5) and postnatal (P0, P10, P30 and P60) stages. We found that the THOC2 protein levels are high at the embryonic stages and decline sharply from postnatal day 10 onwards (Fig. 1f). This developmental decline of THOC2 and other TREX subunit proteins in the brains of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mice (Supplementary Fig. 1e) agreed with the publicly available^28^ and our E14.5, E18.5 and P10 mouse brain RNA-seq data (Supplementary Fig. 1f). These results support a crucial role for *Thoc2* in early development, mostly post fertilisation and at a stage of pluripotent embryonic stem cells.

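The RNA of the 10 TREX genes of Supplementary Fig. 1f was compared between stages in 1 model of the 29 brain libraries, 4 to 5 mice for each genotype and stage, normalized for library size with edgeR's TMM method. All 10 genes were lower at P10 than at E14.5 in both genotypes, with adjusted p-values of at most 0.0021 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 17425 genes). The log2 fold change from E14.5 to P10 lay between -0.51 (*Thoc3*) and -1.67 (*Thoc6*) in *Thoc2* +/Y mice and between -0.30 (*Thoc1*) and -1.66 (*Alyref*) in *Thoc2* Δ/Y mice. For none of the 10 genes did the P10 and the E14.5 libraries of a genotype overlap. Of all tested genes, 39.6% in *Thoc2* +/Y and 39.1% in *Thoc2* Δ/Y mice were lower at P10 at an adjusted p-value below 0.05. The median log2 fold change of all genes was -0.01 and 0.02. By E18.5, 8 of the 10 genes in *Thoc2* +/Y and 7 in *Thoc2* Δ/Y mice had fallen below their E14.5 level by the same test. The genotypes are those of the sample labels, which at E14.5 differ from the genotypes of Supplementary Data 3 for 4 libraries. By the latter the 10 genes were lower in both genotypes as well. All 10 were also lower in both genotypes with the replicate number as a block, between -0.54 and -1.69 in *Thoc2* +/Y and between -0.30 and -1.66 in *Thoc2* Δ/Y mice.

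**Figure D1:**
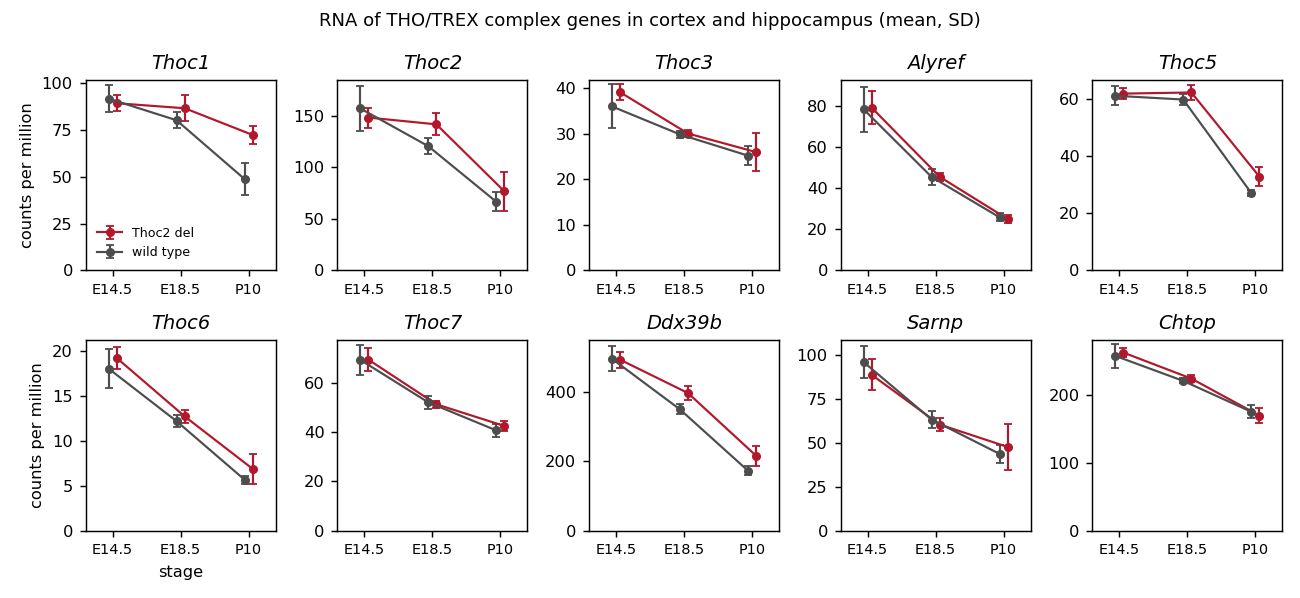
Normalized counts of the 10 TREX genes (CPM, linear axes from 0) in brain tissue at E14.5, E18.5 and P10, by the genotypes of the sample labels. Points are means over 4 to 5 mice and bars their SD, and in every gene the mean is lowest at P10 in both genotypes.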

We observed that the *Thoc2*^*Δ/Y*^ mice (embryo and adult) have significantly reduced weight (~15%) and smaller size compared to their *Thoc2*^*+/Y*^ littermates (Fig. 1g, h), a phenotype similar to the patient with the *THOC2* exon 37-38 deletion variant (see Supplementary Data 2). The vital organs (e.g., brain, heart, lung, kidney, and liver) of the *Thoc2*^*Δ/Y*^ mice were smaller and lighter as compared to the *Thoc2*^*+/Y*^ mice, suggesting a proportional global reduction in their body size and weight (Supplementary Fig. 1g). The P30 *Thoc2*^*Δ/Y*^ mice showed a distinct shorter and flatter snout compared to the *Thoc2*^+/*Y*^ mice (Supplementary Fig. 1h). Finally, we did not observe difference in the weight of 30–120 days old *Thoc2*^+/+^ and *Thoc2*^*Δ/+*^ female mice (Supplementary Fig. 1i).

Together, our data showed that we have generated a viable *Thoc2* exon 37-38 deletion mouse model that recapitulated smaller body size, presence of exon 37-38 deleted mRNA and C-terminally truncated protein as also observed in the *THOC2* exon 37-38 deletion patient^5^.

### *Thoc2*^*Δ/Y*^ mice have learning, memory and sensorimotor deficits

As the mouse model is based on a *THOC2* pathogenic NDD variant, we subjected eight-week-old *Thoc2*^*Δ/Y*^ mice and *Thoc2*^*+/Y*^ littermates to a battery of neurobehavioral tests to assess cognition, motor coordination, sensorimotor function, gross and fine motor skill, and anxiety-like behaviour (Fig. 2 and Supplementary Fig. 2).

**Fig. 2:**
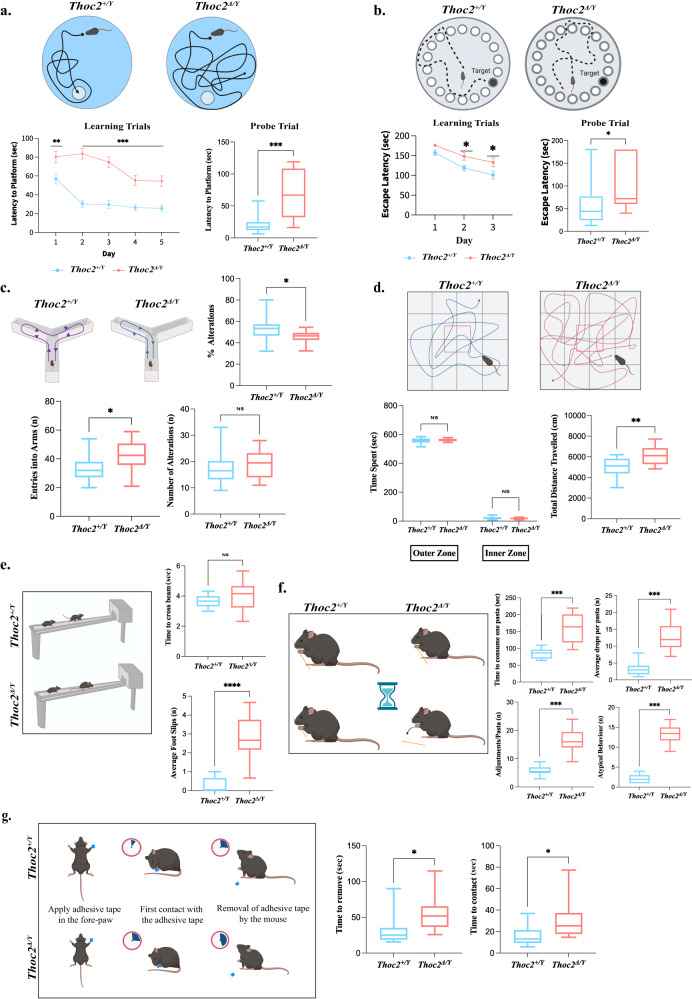
*Thoc2*^*Δ/Y*^ mice display multiple neurobehavioral deficits. **a** Morris Water Maze test for measuring spatial learning and reference memory. Graphs showing latency to find escape platform over 5 days of learning trial (left) and the time taken to find the escape platform on the probe day (right); **p = 0.0050; ***p = 0.0003. **b** Barnes Maze test for assessing learning and memory function. Graphs showing latency to escape into the box over three days of trial (left) and time taken to escape into the box on the probe day (right) (*n* = 13 mice per genotype); *p = 0.02. For **a**, **b** two-way ANOVA, Bonferroni’s multiple comparison test on the trial day graphs and two-tailed unpaired student’s *t* test on probe day graphs. **c** Y-Maze spontaneous alteration test for assessing working memory. Graphs showing percentage of alterations between novel arm and previously visited arm, total number of arm entries and total number of alterations; *p = 0.047; unpaired two-tailed student’s *t* test. **d** Open Field test assessing the general locomotor activity. Graphs showing time spent in different zones of the field (left) and total distance travelled in cm (right); two-way ANOVA, Bonferroni’s multiple comparison test and **p = 0.006; two-tailed unpaired student’s *t* test. **e** Beam walking test for assessing fine motor co-ordination. Graphs showing time taken by the mice to cross the beam (left) and number of foot slips (right); ****p < 0.0001. **f** Pasta handling task to assess fine motor-control. Graphs showing time taken to consume one pasta (upper left), number of times pasta has been dropped while eating (upper right), number of times mice adjusted their grip of the pasta (lower left) and number of atypical behaviours (lower right); ***p = 0.0004. **g** Adhesive removal test for assessing sensorimotor function. Graphs showing time taken by mice to contact the adhesive attached to its paw (upper) and to remove the adhesive from paw after contacting it (lower); *p = 0.012. For **e**–**g** unpaired two-tailed student’s *t* test. Except **b**, all experiments were performed with *n* = 14 mice per genotype and the data presented are mean values ± SEM. NS non-significant. Source data are provided as a Source Data file. Schematics in figures **a**–**g** were created with BioRender.com.

#### Cognitive function assessment

We utilized the Morris Water Maze^29^ and Barnes Maze^30^ to assess spatial learning and memory and the Y-maze test^31^ to assess spatial working and reference memory. The Morris Water Maze results indicated significant learning deficits in *Thoc2*^*Δ/Y*^ mice, as these mice took longer time to locate the escape platform compared to their *Thoc2*^*+/Y*^ littermates, even after 5 days of “learning trials” (Fig. 2a). The *Thoc2*^*Δ/Y*^ mice also showed significantly fewer visits to the target quadrant and escape platform and spent much less time in the target quadrant or on the escape platform compared to their *Thoc2*^*+/Y*^ littermates, suggesting that they had never fully learned the task (Supplementary Fig. 2a). Consistent with these results, *Thoc2*^*Δ/Y*^ mice also showed significantly higher escape latencies than the *Thoc2*^*+/Y*^ mice on both the second and third day of “learning trials” on the Barnes Maze, as well as on probe trials (Fig. 2b). On probe trials, *Thoc2*^*Δ/Y*^ mice also made fewer visits to the old escape box location and spent much less time in the quadrant of the old escape box, providing additional support for the presence of spatial learning deficits in *Thoc2*^*Δ/Y*^ mice (Supplementary Fig. 2b). Interestingly, however, both the *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mice showed comparable performance in finding the new escape box, indicating cognitive flexibility is intact in *Thoc2*^*Δ/Y*^ mice (Supplementary Fig. 2b). Given the significant learning deficits in *Thoc2*^*Δ/Y*^ mice, we chose to further probe spatial working and reference memory using the Y-maze task. *Thoc2*^*Δ/Y*^ mice showed a significantly reduced percentage of alternations between the maze arms compared to their *Thoc2*^*+/Y*^ littermates (Fig. 2c), indicating an impairment of working memory.

#### Motor function and sensorimotor control assessment

The motor coordination and gait analysis from Rotarod^32^ and Digigait^33^ tests, respectively, did not show any difference between the *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ mice, suggesting no impairment in either gross motor coordination or overall gait (i.e., swing time, brake time) (Supplementary Fig. 2c, d). It is important to note, however, that *Thoc2*^*Δ/Y*^ mice showed a significant decrease in stride length in the hind-paws, as well as a concomitant decrease in propel time of the forepaws (Supplementary Fig. 2d), which could indicate gait asymmetries. Interestingly, in the open field test^34^, *Thoc2*^*Δ/Y*^ mice travelled a significantly greater total distance as compared to their *Thoc2*^*+/Y*^ littermates, indicating a potentially hyperactive locomotor phenotype in the *Thoc2*^*Δ/Y*^ mice (Fig. 2d). Similarly, the *Thoc2*^*Δ/Y*^ mice showed an increased distance travelled compared to their *Thoc2*^*+/Y*^ littermates during both the elevated plus maze task^34^ (Supplementary Fig. 2e) and the light-dark test^35^ (Supplementary Fig. 2f). *Thoc2*^*Δ/Y*^ mice also had higher number of entries into all arms on the elevated plus maze task (Supplementary Fig. 2e) and made a greater number of transitions in the light-dark test (Supplementary Fig. 2f). However, there was no difference between the groups for the time spent in either the outer or inner zone of the open field during task performance (Fig. 2d).

Next, we tested fine motor coordination in *Thoc2*^*Δ/Y*^ mice using the beam walking test^36^. We found that the *Thoc2*^*Δ/Y*^ mice showed a significantly higher number of foot slips while crossing the beam, suggesting that these mice had more difficulty in maintaining their balance and fine motor control during task performance (Fig. 2e). We then probed fine motor control using the pasta handling task^37^. Interestingly, the *Thoc2*^*Δ/Y*^ mice took significantly longer time to consume one piece of pasta as compared to *Thoc2*^*+/Y*^ littermates (Fig. 2f). This was associated with more frequent drops of the pasta, as well as more frequent adjustments to grip when holding and eating the pasta, collectively considered as ‘atypical behaviours’ (Fig. 2f). Similarly, *Thoc2*^*Δ/Y*^ mice showed significantly increased time to contact and remove the tape when compared to their *Thoc2*^*+/Y*^ littermates in the adhesive removal test^38^ (Fig. 2g). Importantly, however, this was not associated with gross changes in grip strength (Supplementary Fig. 2g). Taken together, these results suggest that impairments observed are more indicative of deficits in fine motor control and sensorimotor function than skeletal muscle alterations.

#### Anxiety assessment

Surprisingly, on the elevated plus maze^34^, the *Thoc2*^*Δ/Y*^ mice showed a decrease in anxiety-like behaviour, as evidenced by increased time spent in open arm and centre of the maze and more frequent entries into the open arm, with a concomitant decrease in time spent in the closed arm (Supplementary Fig. 2e). Corroborating these observations, the *Thoc2*^*Δ/Y*^ mice also spent more time in the light compartment and less time in the dark compartment during the light-dark test and took less time to emerge from the dark chamber into the light chamber, as compared to their *Thoc2*^*+/Y*^ littermates (Supplementary Fig. 2f).

Taken together, the neurobehavioral studies indicate impairments in hippocampus-dependent spatial learning and memory, deficits in fine motor control and sensorimotor function, hyperactivity, and reduced anxiety in *Thoc2*^*Δ/Y*^ mice, phenotypes that are similar to the *THOC2* exon 37-38 deletion patient (Supplementary Fig. 2h).

### *Thoc2*^*Δ/Y*^ embryonic and adult mice brain show significant dysregulation in genes associated with transcription, cell cycle, cell death and cognitive function

As the TREX/THO plays a conserved and central role in the process of transcription and subsequent export of mRNAs^7,15,19^, we asked if the truncated THOC2 protein would cause specific transcriptional and/or mRNA export perturbations. Surprisingly, we did not observe any overt nuclear retention of mRNAs in *Thoc2*^*Δ/Y*^ cultured primary neurons as well as *THOC2* exon 37-38 deletion patient fibroblasts (Supplementary Fig. 3a). We investigated if there was any transcriptomic dysregulation by performing RNA-seq of embryonic (E14.5, E18.5) and post-natal day 10 (P10) *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ mouse brain total RNAs (specifically cortex and hippocampus; functionally compromised regions as indicated by the behavioural outcomes). 

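Brain RNA was sequenced from 5 *Thoc2* Δ/Y and 4 *Thoc2* +/Y mice at E14.5, as labelled, and from 5 mice of each genotype at E18.5 and at P10. The labels of the samples give the embryonic ages as day 14 and day 18, where the paper gives 14.5 and 18.5. A wild type E14.5 mouse of the labels, replicate 3, was not analysed here. *Thoc2* Δ/Y males carry on their only X chromosome a *Thoc2* gene without exons 37 and 38. The methods name the tissue as dorsal cortex, from which polyadenylated RNA was isolated. The authors estimated with Salmon how many read pairs came from each mouse transcript of mm10. They deposited these estimated counts, without normalization, for 35727 genes and 116546 transcripts. Of the gene values, 34.1% were not whole numbers, and they were rounded. The paper states 80 M reads per sample. The deposited counts, which all values here use, summed to 67.0 to 91.2 M (median 77.0) in the E14.5 libraries labelled *Thoc2* Δ/Y and to 63.8 to 82.6 M (median 76.2) in those labelled *Thoc2* +/Y. At E18.5 the totals were 60.8 to 87.4 M (median 73.5) in *Thoc2* Δ/Y and 66.6 to 84.1 M (median 79.9) in *Thoc2* +/Y mice. At P10 they were 67.4 to 84.4 M (median 73.6) and 61.2 to 88.4 M (median 79.4). A count of 3, taken as the least that can be detected, corresponded to between 0.0329 and 0.0494 CPM (counts scaled to a common library size) in these libraries. Genes with low counts were removed with edgeR's filterByExpr and the rest were normalized by TMM. Each stage was fitted alone with the genotype as the only factor, as in the paper's methods.
*Thoc2* (ENSMUSG00000037475) had 142 ± 10.6 CPM (SD, n = 5) in *Thoc2* Δ/Y and 121 ± 7.82 CPM (n = 5) in *Thoc2* +/Y mice at E18.5, a log2 fold change of 0.24 (standard error 0.056, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That adjusted p-value lay between 0.0056 and 0.098 with each replicate left out in turn. At P10 the gene had 72.5 ± 16.9 and 62.4 ± 8.83 CPM (log2 fold change 0.22, standard error 0.17, adjusted p = 0.66 by the same test, and 0.19 with the replicate number as a block). With each replicate left out there, the gene had log2 fold changes from 0.16 to 0.36 (without *Thoc2* Δ/Y replicate 3) and adjusted p-values from 0.068 to 0.82. In the E14.5 libraries labelled *Thoc2* Δ/Y it had 158 ± 9.90 CPM and in those labelled *Thoc2* +/Y 168 ± 22.4 CPM (log2 fold change -0.08, standard error 0.085, adjusted p = 0.96, and -0.11 with the block). The sign depends on the labels. By the genotypes of Supplementary Data 3 the gene's log2 fold change was positive, with overlapping levels of 150 to 201 CPM in *Thoc2* Δ/Y and 150 to 157 CPM in *Thoc2* +/Y mice. The labels were checked on the 3 of its 16 transcripts in the deposited table that have at least 20% of their length in exons 37 and 38. At E18.5 their summed count was 0 in all 5 *Thoc2* Δ/Y libraries and between 1.71 and 13.1 in the *Thoc2* +/Y libraries. At P10 it was between 0 and 2.13 in *Thoc2* Δ/Y and between 1.37 and 8.82 in *Thoc2* +/Y libraries, so that both ranges overlapped. At E14.5 the count was 0 in the libraries labelled *Thoc2* Δ/Y replicates 2, 3 and 4, but 21.2 and 27.5 in those labelled *Thoc2* Δ/Y replicates 1 and 5. It was 25.4 and 13.8 in the libraries labelled *Thoc2* +/Y replicates 4 and 5, but 1.22 and 0 in those labelled *Thoc2* +/Y replicates 1 and 2. Supplementary Data 3 gives the opposite genotype for exactly these 4 libraries. By its genotypes the count was at most 1.22 in *Thoc2* Δ/Y and at least 13.8 in *Thoc2* +/Y mice. The counts thus go against the labels of these 4 libraries, and E14.5 groups by the labels likely mix the genotypes. The E14.5 values are therefore given by the sample labels, over the 5 libraries on which labels and supplement give the same genotype, and by Supplementary Data 3. The last of these groupings was chosen after the values had been seen.

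**Figure D2:**
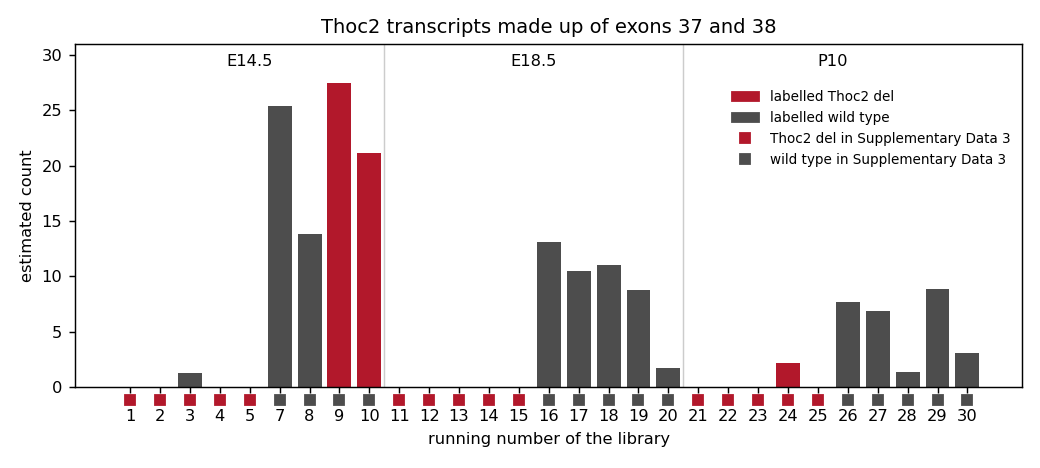
Summed count of the *Thoc2* transcripts made up to at least 20% of exons 37 and 38, for each of the 29 libraries, by stage. Bars are coloured by the labelled genotype and the squares under them by the genotype of Supplementary Data 3. At E14.5 the 4 libraries whose label and Supplementary Data 3 differ lie on the side opposite to their label, at 1.22, 0, 27.5 and 21.2 counts.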

We observed significant transcriptional dysregulation in *Thoc2*^*Δ/Y*^ brains at all three stages with the largest effect at E18.5 (658 dysregulated genes at FDR < 0.05 and 1299 genes at *p* < 0.01) (Fig. 3a–c and Supplementary Data 3). 

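At E18.5, 15963 genes passed the filter on low counts and 658 of them had an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 447 higher and 211 lower in *Thoc2* Δ/Y mice. An unadjusted p-value below 0.01 was reached by 1297 genes, 778 higher and 519 lower, where chance gives 159.6. The median absolute log2 fold change of the 658 genes was 0.27. In 535 of them every *Thoc2* Δ/Y mouse lay outside the range of the *Thoc2* +/Y mice. Over all tested genes this held for 938, or 5.88%, against 0.794% by chance. At P10, 79 of 16420 genes had an adjusted p-value below 0.05 by the same test, 58 higher and 21 lower, with a median absolute log2 fold change of 0.73. An unadjusted p-value below 0.01 was reached by 617 genes, 384 higher and 233 lower. The 5 *Thoc2* Δ/Y and the 5 *Thoc2* +/Y mice did not overlap in 78 of the 79 genes and in 814 genes (4.96%) in all.
The 3 genes higher in *Thoc2* Δ/Y mice with the lowest p-values at E18.5 encode collagen chains. *Col11a1* (ENSMUSG00000027966, chromosome 3 of GRCm38, 114030540 to 114220718) had 104 ± 4.85 CPM (SD, n = 5) in *Thoc2* Δ/Y and 33.3 ± 1.87 CPM (n = 5) in *Thoc2* +/Y mice, a log2 fold change of 1.64 (standard error 0.047, adjusted p = 8.8e-11 from edgeR). *Col15a1* (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167) rose by 1.46 on the log2 scale (standard error 0.051, adjusted p = 7.7e-10) and *Col4a2* (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287) by 0.87 (standard error 0.037, adjusted p = 8.1e-09). The 3 lower genes with the lowest p-values were *Zfp951* (ENSMUSG00000072774, chromosome 5, 104813169 to 104860070), with 1.27 ± 0.135 against 4.52 ± 0.753 CPM and a log2 fold change of -1.84 (standard error 0.13, adjusted p = 2.0e-06), *Igf2* (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816; -0.63, standard error 0.058, adjusted p = 2.4e-05) and *Pcdhgc5* (ENSMUSG00000102543, chromosome 18, 37819513 to 37841873; -0.53, standard error 0.061, adjusted p = 2.2e-04). *Zfp951* is a zinc finger gene and *Pcdhgc5* belongs to the protocadherin gamma cluster, whose members share exons. The counting could have split reads between them and related genes. The genotypes did not overlap in these 6 genes, which the rule that chose them required. Their adjusted p-values stayed below 0.05 with each replicate left out. The largest change among genes with p below 0.01 was that of *Gm49388* (ENSMUSG00000108815), at 1.37 ± 1.31 against 0.0617 ± 0.0908 CPM (log2 fold change 4.37, standard error 1.03, adjusted p = 0.030, and up to 0.089 with a replicate left out). It lies on chromosome 7 from 127785608 to 127803802 over *Setd1a* on the same strand, so that its counts are uncertain.
With each replicate left out in turn, between 334 and 785 genes at E18.5 and between 7 and 469 at P10 had an adjusted p-value below 0.05, the 469 without *Thoc2* Δ/Y replicate 3. The alternative that moved the counts most was 1 model of all stages with a shared estimate of the spread, in which 35 genes at E18.5 and 786 at P10 passed. With the numbers of dysregulated genes, the paper states that transcription was dysregulated at all 3 stages with the largest effect at E18.5.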

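At E14.5, 16204 genes were tested. Between the 5 libraries labelled *Thoc2* Δ/Y and the 4 labelled *Thoc2* +/Y, 0 genes had an adjusted p-value below 0.05, the lowest being 0.96 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 445 had an unadjusted p-value below 0.05. An unadjusted p-value below 0.01 was reached by 42 genes, 14 higher and 28 lower in the libraries labelled *Thoc2* Δ/Y, where chance gives 162. The 2 groups did not overlap in 169 genes (1.04%, against 1.59% by chance). As the deleted exons go against the labels of 4 libraries, these low numbers do not show that the genotype had no effect. The largest change among the 42 was that of *Foxa2* (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969), at 1.65 ± 1.99 CPM (SD, n = 5) in the libraries labelled *Thoc2* Δ/Y and 0.105 ± 0.0761 CPM (n = 4) in those labelled *Thoc2* +/Y (log2 fold change 3.99, standard error 1.18, adjusted p = 0.96 from edgeR). Libraries with the same replicate number deviated together from their group means with a mean correlation of 0.10, against -0.025 for the other pairs. With the replicate number as a block 34 genes had p below 0.01 and 0 an adjusted p-value below 0.05. Over the 3 and 2 libraries whose genotype is the same in the labels and in Supplementary Data 3, 106 genes had p below 0.01 (61 higher, 45 lower), 660 had p below 0.05 and 0 passed the adjustment. By the genotypes of Supplementary Data 3, 15 genes had an adjusted p-value below 0.05, 11 higher and 4 lower in *Thoc2* Δ/Y mice. Of all genes, 226 had p below 0.01, 131 higher and 95 lower. The groups then did not overlap in all 15 of those genes and in 424 of all genes (2.62%). *Zfp951*, chosen after its values were seen, had 1.36 ± 0.406 CPM in *Thoc2* Δ/Y and 5.03 ± 0.533 CPM in *Thoc2* +/Y mice by these genotypes (log2 fold change -1.89, standard error 0.21, adjusted p = 0.016 from edgeR), and by the labels 2.81 ± 2.10 and 3.22 ± 2.13 CPM. With each replicate left out, between 27 and 151 genes by the labels and between 141 and 295 by Supplementary Data 3 had p below 0.01.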

As there were only 15 significantly dysregulated genes at E14.5 (FDR < 0.05), we opted to use a cut off criteria of *p* < 0.01 at all-time points for rank-based gene ontology enrichment analysis using g:Profiler^39^. 

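Histone methylation was examined in 28 genes of histone lysine methyltransferases, a list written before the data were examined, all of which passed the filter. Between the E14.5 libraries labelled *Thoc2* Δ/Y and *Thoc2* +/Y their mean log2 fold change was -0.03, with 11 genes higher and 17 lower and 0 at an unadjusted p-value below 0.05 (limma's camera, adjusted p = 0.18 over 7 set tests). Of these, *Dot1l* (ENSMUSG00000061589, chromosome 10, 80755206 to 80795461) had the lowest p-value, at 172 ± 7.16 CPM (SD, n = 5) against 181 ± 1.20 CPM (n = 4) (log2 fold change -0.07, standard error 0.043, adjusted p = 0.96 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block the mean of the set was -0.04 with 26 genes lower (limma's camera, adjusted p = 0.030 over the 19 sets tested in that fit). By the genotypes of Supplementary Data 3 it was 0.06, with 16 genes higher and 12 lower (adjusted p = 0.0023 over 19 sets). Over the libraries with the same genotype in both sources it was 0.02 (adjusted p = 0.79). By Supplementary Data 3, 2 genes of the set had an adjusted p-value below 0.05. Both were chosen after their values were seen. *Kmt2d* (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204) had 357 ± 25.5 CPM in *Thoc2* Δ/Y and 186 ± 3.29 CPM in *Thoc2* +/Y mice by these genotypes (log2 fold change 0.94, standard error 0.057, adjusted p = 2.4e-04 from edgeR), and 287 ± 95.9 against 274 ± 101 CPM by the labels (0.07, standard error 0.29, adjusted p = 0.985). *Kmt2a* (ENSMUSG00000002028, chromosome 9, 44803355 to 44881296) had a log2 fold change of 0.49 (standard error 0.066, adjusted p = 0.036) by Supplementary Data 3 and of 0.01 (standard error 0.17, adjusted p = 0.996) by the labels. By Supplementary Data 3 with each library left out, the call of *Kmt2a* held in 2 of 9 fits (adjusted p up to 0.19 from edgeR). That of *Kmt2d* held in all 9 (up to 0.0038). The sign of the *Kmt2d* difference by the labels turned negative with the block, to -0.06.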

The differentially expressed genes (with *p* < 0.01 cut off) in *Thoc2*^*Δ/Y*^ E14.5 brains were enriched in processes like transcription, histone methylation and embryonic development among others (Fig. 3d and Supplementary Fig. 3b). However, GO analysis of E18.5 dysregulated transcriptome showed enrichment of genes in processes of apoptosis, cell cycle regulation, response to DNA damage, learning and memory as well as RNA Polymerase II associated transcription (Fig. 3e and Supplementary Fig. 3c). 

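The E18.5 changes were summarized over lists of genes written before the data were examined, each tested with limma's camera against all other tested genes and adjusted over 7 set tests. Of 20 targets of p53, which mediate the response to DNA damage and apoptosis, 15 were higher and 5 lower in *Thoc2* Δ/Y mice, with a mean log2 fold change of 0.05 (adjusted p = 0.22) and 0 genes at an adjusted p-value below 0.05. At an unadjusted p-value below 0.05 there were 3. *Eda2r* (ENSMUSG00000034457, chromosome X, 97333840 to 97377216) had the lowest p-value of them, at 2.60 ± 0.407 CPM (SD, n = 5) in *Thoc2* Δ/Y and 1.88 ± 0.352 CPM (n = 5) in *Thoc2* +/Y mice (log2 fold change 0.46, standard error 0.15, adjusted p = 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdkn1a* (ENSMUSG00000023067) was lower in *Thoc2* Δ/Y mice (log2 fold change -0.23, standard error 0.12, adjusted p = 0.36 from edgeR). Of 13 neural stem cell genes, which include the cell cycle genes *Mki67* and *Top2a*, 9 were higher and 4 lower (mean log2 fold change 0.05, adjusted p = 0.22), 0 with an adjusted and 3 with an unadjusted p-value below 0.05. *Pax6* (ENSMUSG00000027168, chromosome 2, 105668900 to 105697364) had 35.5 ± 3.73 CPM in *Thoc2* Δ/Y and 31.7 ± 1.27 CPM in *Thoc2* +/Y mice (log2 fold change 0.16, standard error 0.062, adjusted p = 0.18 from edgeR), where the *Thoc2* Δ/Y mean included 1 mouse at 42.0 CPM far from the others. Among 23 synaptic genes, taken for learning and memory, 12 were higher and 11 lower (mean 0.04, adjusted p = 0.90). Camera tests a shift in 1 direction, so it cannot detect a set that changes in both. By edgeR's test, 12 of the 23 had an unadjusted p-value below 0.05. One below 0.01 was reached by 8, 4 higher and 4 lower, against 1297 of all 15963 tested genes. In this set 4 genes had an adjusted p-value below 0.05 by edgeR's test. *Grin2a* (ENSMUSG00000059003, log2 fold change 0.59, standard error 0.094, adjusted p = 0.0026) and *Grin2b* (ENSMUSG00000030209, 0.38, standard error 0.093, adjusted p = 0.037) were higher, *Shank3* and *Syn1* (ENSMUSG00000037217, -0.19, standard error 0.049, adjusted p = 0.046) lower. The calls of *Grin2b* and *Syn1* did not hold in every fit with a replicate left out, where their adjusted p-values reached 0.11 and 0.12. Of the 28 histone lysine methyltransferase genes, 20 were higher and 8 lower (mean log2 fold change 0.14, between 0.11 and 0.16 with each replicate left out, adjusted p = 6.1e-10 from camera). All 7 of them with an adjusted p-value below 0.05 by edgeR were higher. *Kmt2d* rose from 152 ± 11.3 CPM in *Thoc2* +/Y to 333 ± 25.5 CPM in *Thoc2* Δ/Y mice (log2 fold change 1.13, standard error 0.060, adjusted p = 6.1e-08), and *Kmt2a* (0.60), *Kmt2c* (0.56), *Setd1b* (0.30) and *Ehmt2* (0.22) had adjusted p-values of at most 0.0081. The set's mean of log2 CPM per mouse was 6.66 ± 0.060 in *Thoc2* Δ/Y and 6.52 ± 0.052 in *Thoc2* +/Y mice (exact permutation test, two-sided, p = 0.0159). At E14.5 the mean of the neural stem cell genes was -0.12 and that of the synaptic genes 0.20 by Supplementary Data 3 (camera, adjusted p = 0.0024 and 4.8e-06 over 19 sets). Over the libraries with the same genotype in both sources they were -0.16 and 0.22 (adjusted p = 0.0037 and 2.0e-04). By the labels they were -0.05 and 0.04 (adjusted p = 0.34 and 0.41 over 20 sets).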

Finally, the dysregulated genes in *Thoc2*^*Δ/Y*^ P10 brains showed GO term enrichment for RNA Polymerase II associated transcription, mitosis, and cell death; the terms also shared with the E14.5 and E18.5 stages (Fig. 3f and Supplementary Fig. 3d). 

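The 3 genes higher in *Thoc2* Δ/Y mice at P10 with the lowest p-values encode collagen chains. *Col15a1* had 47.9 ± 4.10 CPM (SD, n = 5) in *Thoc2* Δ/Y and 16.0 ± 2.15 CPM (n = 5) in *Thoc2* +/Y mice, a log2 fold change of 1.59 (standard error 0.10, adjusted p = 8.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col4a2* rose by 1.16 on the log2 scale (standard error 0.084, adjusted p = 1.4e-04) and *Col4a1* (ENSMUSG00000031502, chromosome 8 of GRCm38, 11198423 to 11312826) by 1.10 (standard error 0.089, adjusted p = 3.3e-04). Among the lower genes the lowest p-values were those of *Gm14419* (ENSMUSG00000078875, chromosome 2, 177000956 to 177012787), at 0.497 ± 0.152 against 2.75 ± 0.416 CPM (log2 fold change -2.47, standard error 0.22, adjusted p = 6.6e-04), of *Zfp951* (-1.70, standard error 0.22, adjusted p = 0.013) and of the pseudogene *Gm45351* (ENSMUSG00000092178, chromosome 7, 9868880 to 9876966; -2.20, standard error 0.32, adjusted p = 0.025). *Gm14419* and *Gm45351* belong to gene families with near-identical members, so that their counts are uncertain. The genotypes did not overlap in any of the 6 genes, which the rule that chose them required. With each replicate left out, the adjusted p-values of the collagen genes and of *Gm14419* were at most 0.0041, while those of *Zfp951* and *Gm45351* reached 0.053 and 0.089. The largest change at an unadjusted p-value below 0.01 was that of *Gpnmb* (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), at 7.66 ± 8.93 against 1.07 ± 0.245 CPM (log2 fold change 2.84, standard error 0.89, adjusted p = 0.24 from edgeR), a difference smaller than the spread of the *Thoc2* Δ/Y mice.
Libraries of the same replicate number at P10 deviated together from their group means with a mean correlation of 0.22, against -0.049 for other pairs. With the replicate number as a block, 50 genes had an adjusted p-value below 0.05 by edgeR's test and 717 an unadjusted p-value below 0.01, 43 of the 50 being among the 79 without it. The log2 fold changes of the 6 genes then lay at 1.59 (*Col15a1*), 1.16 (*Col4a2*), 1.09 (*Col4a1*), -2.49 (*Gm14419*), -1.73 (*Zfp951*) and -2.21 (*Gm45351*), with adjusted p-values of at most 0.048, and *Gpnmb* fell to 1.61.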

Interestingly, however, the dysregulated genes from only E18.5 and P10 showed an enrichment for genes with higher GC content compared to all expressed genes in the mouse genome (Fig. 3g).

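The GC content of each gene's span on GRCm38 was compared between genes with an unadjusted p-value below 0.01 and all other tested genes, with 100000 two-sided permutations of the genes. Genes are not independent replicates. At E18.5 the median was 47.1% in the 1295 genes with a value and 46.0% in the others, a difference of 1.10 points (permutation p = 1e-05, the smallest that they can give). At P10 it was 48.7% in 617 genes against 46.0%, a difference of 2.76 points (permutation p = 1e-05), and 2.90 points with the replicate number as a block. With the block the E18.5 difference fell to 0.75 points (permutation p = 4.7e-04). With each replicate left out in turn, the difference lay between 0.53 and 1.55 points at E18.5 and between 1.26 and 3.44 at P10. At E14.5 the 42 genes by the sample labels had a median of 45.9% against 46.2% (permutation p = 0.86), the difference turning to 1.14 points with the block (permutation p = 0.42). The 225 genes by Supplementary Data 3 had a difference of -0.60 points (permutation p = 0.27). The genes higher and lower in *Thoc2* Δ/Y mice differed. At E18.5 the 776 genes that were higher and had a GC value had a difference of -0.29 points (permutation p = 0.32) and the 519 that were lower one of 2.95 points (permutation p = 1e-05). At P10 the 384 higher genes had a difference of 3.84 points (permutation p = 1e-05) and the 233 lower ones one of 1.02 points (permutation p = 0.052). There are 16 ways to part the 5 same-numbered pairs of mice between 2 groups, the real one included, and 11 of them at E18.5 and 4 at P10 gave genes with a GC difference as large. Those medians rest on fewer genes, since the 15 other ways gave between 25 and 554 genes with p below 0.01 at E18.5 and between 5 and 111 at P10.

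**Figure D3:**
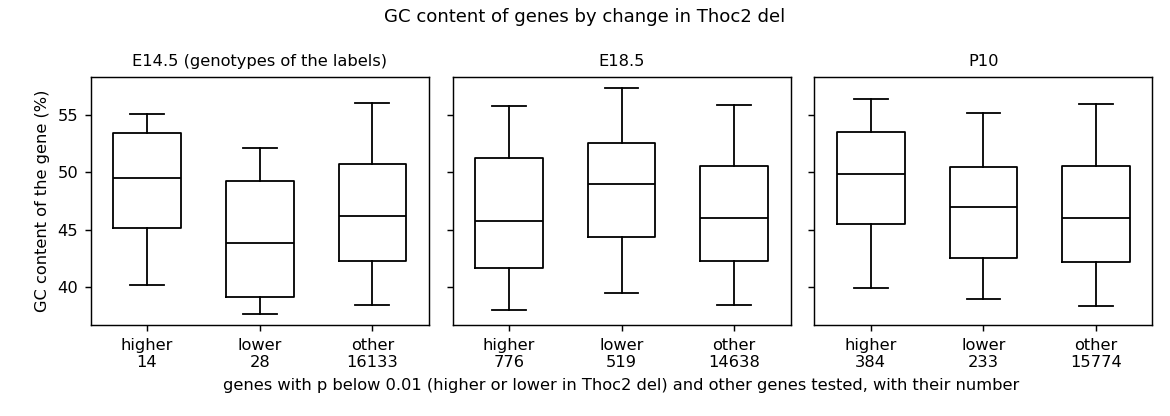
GC content of the gene span (percent) for genes with p below 0.01 that were higher or lower in *Thoc2* Δ/Y mice and for all other tested genes, at E14.5 (genotypes of the labels), E18.5 and P10. Boxes give the median and the quartiles, and whiskers the 5% and 95% points. At P10 the genes higher in *Thoc2* Δ/Y mice have the highest median, and at E18.5 the genes lower in *Thoc2* Δ/Y mice do.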

**Fig. 3:**
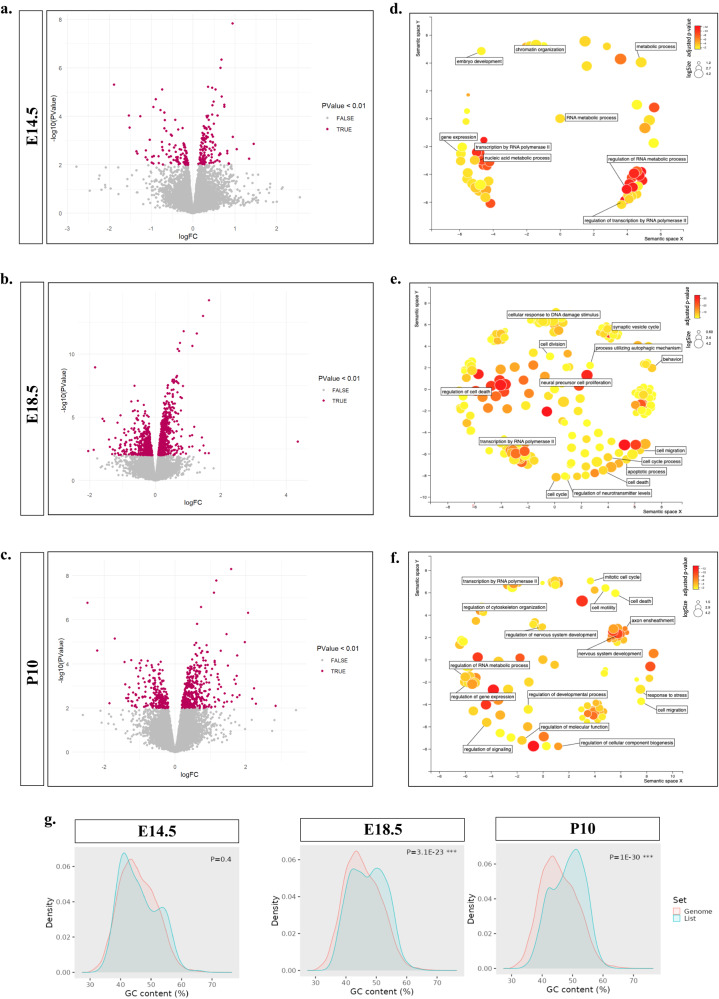
*Thoc2*^*Δ/Y*^ embryonic and adult mice brains show significantly dysregulated transcriptome. Volcano plots showing up and downregulated genes in embryonic (E14.5) (**a**), (E18.5) (**b**) and post-natal day 10 (P10) (**c**) *Thoc2*^*Δ/Y*^ brains with cut-off *p*-value < 0.01 (Quasi-likelihood F-test, two sided). GO BP enrichment analyses shown as ReviGO plots for significant DEGs in E14.5 (**d**), E18.5 (**e**), and P10 (**f**) *Thoc2*^*Δ/Y*^ mice brains (Fisher’s one-tailed hypergeometric tests with Bonferroni correction). **g**, ShinyGO graphs showing comparison of percentage GC content between mouse genome and DEGs from E14.5 (left), E18.5 (middle) and P10 (right) *Thoc2*^*Δ/Y*^ mice brains (one-sided hypergeometric test for false discovery rate). GO gene ontology, BP biological process, DEG differentially expressed genes. Source data are provided as a Source Data file.

We found that the dysregulated genes were significantly over represented in a list of 1571 known NDD genes (SysNDD)^40^ at all developmental stages; 29/225 in E14.5 (*p* < 0.001), 185/1299 in E18.5 (*p* < 1.9e–20) and 56/618 in P10 (*p* < 0.04) of *Thoc2*^*Δ/Y*^ brains (the *p* values represent hypergeometric test significance) (Supplementary Fig. 3e and Supplementary Data 3). 

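The lists of genes with an unadjusted p-value below 0.01 that were recomputed from the deposited counts held 1297 genes at E18.5 and 617 at P10, and at E14.5 226 genes by the genotypes of Supplementary Data 3. Of the 1299 genes that the paper lists at E18.5 in Supplementary Data 3, 1296 had p below 0.01 here, all 1299 changed in the same direction and the largest difference between the log2 fold changes was 0.04. Of the 658 that it lists with a false discovery rate below 0.05, 657 had an adjusted p-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 225 genes listed at E14.5 had p below 0.01 here by the supplement's genotypes, with a largest difference of 0.01 on the log2 scale. By the genotypes of the sample labels, 0 of the 225 did, and 158 of them changed in the listed direction. The overlap with the SysNDD list was not recomputed, since the list was not used here.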

We utilized mammalian phenotype ontology developed by Mouse Genome Informatics (MGI) and Knockout Mouse Phenotyping Program 2 (KOMP2) to further analyse the ontological enrichment of significantly dysregulated genes in E14.5, E18.5 and P10 *Thoc2*^*Δ/Y*^ mice brains. The dysregulated genes in E14.5 were enriched for genes associated with phenotypes such as completely penetrant pre-weaning lethality, abnormal lung and eye morphology, abnormal embryo size, decreased bone mass and body length and reduced fertility (Supplementary Fig. 3f). Similarly, E18.5 dysregulated genes showed enrichment for genes associated with phenotypes such as embryonic growth retardation and lethality during foetal growth, pre-weaning lethality, spermatogenesis defect, and decreased body weight among others (Supplementary Fig. 3g). 

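Myelination at P10 was examined in 21 genes of myelin and mature oligodendrocytes, the glia that wrap axons in myelin, a list written before the data were examined. All 21 were lower in *Thoc2* Δ/Y mice, with a mean log2 fold change of -0.91, between -1.07 and -0.75 with each replicate left out (limma's camera, adjusted p = 1.1e-29 over 7 set tests). With the replicate number as a block the mean was -0.94 (adjusted p = 2.6e-36 over the 19 sets tested in that fit). Averaged over the genes, log2(CPM + 1) was 3.90 ± 0.396 (SD, n = 5) in *Thoc2* Δ/Y and 4.73 ± 0.369 (n = 5) in *Thoc2* +/Y mice, and the mice overlapped. The highest *Thoc2* Δ/Y mouse lay at 4.30 and the lowest *Thoc2* +/Y mouse at 4.19 (exact permutation test, two-sided, p = 0.0159). An adjusted p-value below 0.05 was reached by 5 of the 21 genes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 12 had an unadjusted p-value below 0.01. *Ugt8a* (ENSMUSG00000032854, chromosome 3 of GRCm38, 125865271 to 125938619), which encodes an enzyme of myelin galactolipid synthesis, had 22.7 ± 6.03 CPM in *Thoc2* Δ/Y and 53.4 ± 12.9 CPM in *Thoc2* +/Y mice (log2 fold change -1.24, standard error 0.20, adjusted p = 0.039 from edgeR). *Myrf* (ENSMUSG00000036098, chromosome 19, 10208272 to 10240748), a transcription factor of myelin genes, had 15.8 ± 4.06 against 30.7 ± 3.02 CPM (-0.96, standard error 0.16, adjusted p = 0.039). The log2 fold changes of *Ermn* (ENSMUSG00000026830), *Fa2h* (ENSMUSG00000033579) and *Tmem88b* (ENSMUSG00000073680) were -1.42, -1.10 and -1.0 (adjusted p = 0.040, 0.043 and 0.042). In each of these 5 genes all *Thoc2* Δ/Y mice lay below all *Thoc2* +/Y mice, but the adjusted p-values rose to between 0.139 and 0.144 when the replicate that mattered most was left out. With the block they were 0.044 at most. Genes of the striatum, a region next to the cortex, were also lower, as were those of oligodendrocyte precursors. The mean of 9 striatal genes was -0.63 and that of 12 precursor genes -0.13 (limma's camera, adjusted p = 7.0e-07 and 0.027 over 20 sets). With the block they were -0.78 and -0.16 (adjusted p = 6.6e-11 and 0.019 over 19 sets). Ventral interneuron (-0.26), choroid plexus (-0.33), meningeal (-0.21), endothelial (-0.12) and pericyte genes (-0.22) were lower too, with adjusted p-values of at most 0.0145 from camera without the block. No difference was detected in thalamic genes (0.28, adjusted p = 0.71).

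**Figure D4:**
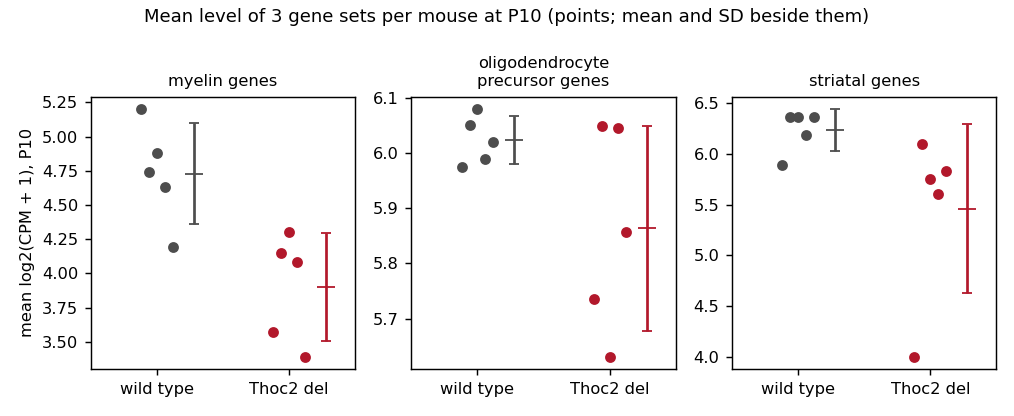
Mean log2(CPM + 1) of the 21 myelin genes, of the oligodendrocyte precursor genes and of the striatal genes in each P10 mouse, with the mean and SD of each genotype beside the points. For the myelin genes the *Thoc2* Δ/Y mice lie between 3.39 and 4.30 and the *Thoc2* +/Y mice between 4.19 and 5.20, and for the striatal genes 1 *Thoc2* Δ/Y mouse lies at 4.00, far below the other 4.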

Finally, the P10 dysregulated genes were enriched for processes like myelin sheath morphology, oligodendrocyte physiology, and abnormal Schwann cell morphology along with phenotypes such as decreased body weight, embryonic growth retardation and incompletely penetrant pre-weaning lethality (Supplementary Fig. 3h).

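The stages differed in the spread between mice as well as in the number of genes. The biological coefficient of variation common to all genes was 0.082 at E18.5, 0.18 at E14.5 by the sample labels, 0.19 by Supplementary Data 3 and 0.20 at P10. The median standard error of a log2 fold change was 0.061 at E18.5 and 0.13 at P10. Of the 658 genes with an adjusted p-value below 0.05 at E18.5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 654 were tested at P10, where 568 (86.9%) changed in the same direction, against 59.2% of all genes. Across these genes, which are not independent replicates, the P10 log2 fold change had a slope of 0.72 on that at E18.5 (Pearson's r = 0.70). Of them 177 had an unadjusted p-value below 0.01 at P10 and 49 passed the adjustment at both stages. Of the 79 genes at P10, 77 were tested at E18.5, where the slope on the P10 change was 0.54 (r = 0.83) and the median absolute change 0.31, against 0.72 at P10. At E14.5 the slope was 0.03 (r = 0.08, 57.0% in the same direction) by the labels and 0.43 (r = 0.66, 83.4%) by Supplementary Data 3. The difference of the genotype effect between stages was tested as an interaction in 1 model of all 29 libraries. An adjusted p-value below 0.05 was reached by 7 of 17425 genes between E18.5 and P10, all 7 with the larger absolute change at P10, and 1269 had an unadjusted p-value below 0.05. Between E18.5 and E14.5 there were 2 such genes by the labels (1003 at an unadjusted p-value below 0.05) and 0 by Supplementary Data 3 (483). Between P10 and E14.5 there were 118 and 22. *Ugt8a* had log2 fold changes of 0.13 at E18.5 and -1.26 at P10 in this model (difference 1.39, standard error 0.22, adjusted p = 0.0064 from edgeR), and *Ermn* 0.16 and -1.45 (1.6, standard error 0.27, adjusted p = 0.011).

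**Figure D5:**
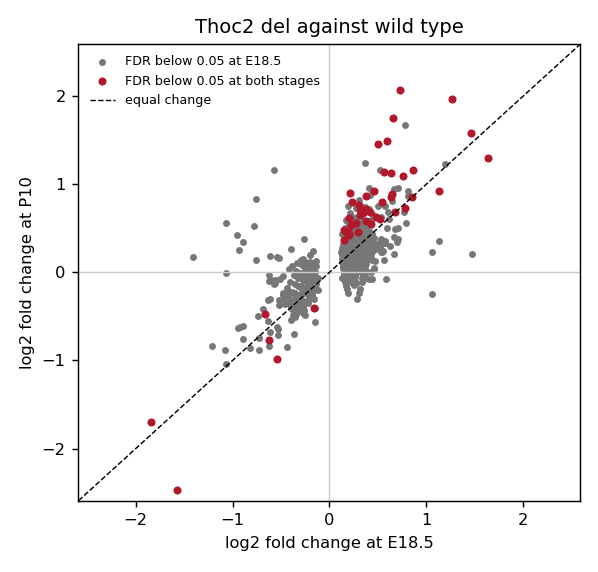
Log2 fold change between *Thoc2* Δ/Y and *Thoc2* +/Y mice at P10 (vertical axis) against that at E18.5 (horizontal axis) for the genes with an adjusted p-value below 0.05 at E18.5 and tested at both stages. Red points are the 49 genes that passed the adjustment at both, and the dashed line marks equal change. Of the 654 genes, 568 lie in the quadrants of equal sign.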

Together, our developmental transcriptome data highlighted that the THOC2 exon 37-38 truncated protein has a major impact on transcription, cell death, and cell cycle in *Thoc2*^*Δ/Y*^ mouse brains at all three developmental stages, with the E18.5 stage being the most affected. The phenotypic ontology terms, embryonic lethality, reduction in body weight along with learning and memory impairment are consistent with our IVF and neurobehavioral testing data.

### *Thoc2*^*Δ/Y*^ E18.5 and P10 mouse brains show significant dysregulation of proteins involved in mRNA processing, synapse organization and cognitive processes

With significant transcriptional dysregulation in the *Thoc2*^*Δ/Y*^ E14.5, E18.5 and P10 brains, we set out to explore the impact of truncated THOC2 protein on the *Thoc2*^*Δ/Y*^ brain proteome using quantitative liquid chromatography coupled to tandem mass spectrometry analysis (LC-MS/MS). We observed significant protein alterations in both E18.5 (644 proteins) and P10 (396 proteins) *Thoc2*^*Δ/Y*^ mice brains with larger proportion of proteins down- (E18.5: 75% and P10: 67%) than up-regulated (E18.5: 25% and P10: 33%) (Fig. 4a, b and Supplementary Data 4). Gene ontology analysis showed that significantly dysregulated proteins at E18.5 were enriched for processes such as gene expression regulation, splicing and synapse organization among others (Fig. 4c, d and Supplementary Fig. 4a, b). At P10 stage, the dysregulated proteins were enriched for cellular functions involving spliceosome, mRNA surveillance, pre- and post-synapse organization, and cell junction organization (Fig. 4e, f and Supplementary Fig. 4c, d). Further ontological analysis of proteins significantly dysregulated in both the E18.5 and P10 *Thoc2*^*Δ/Y*^ mouse brains (using MGI mammalian phenotype and KOMP2 mouse phenotype as the reference databases) revealed an enrichment for processes involved in pre-weaning and embryonic lethality and abnormal behaviours including hyperactivity and spatial learning and memory among others (Fig. 4g–j). Strikingly, 112 dysregulated proteins in E18.5 and 63 in P10 brains were coded by the known NDD genes (Supplementary Fig. 4e, f and Supplementary Data 4)^40^. Furthermore, genes encoding the dysregulated proteins in E18.5 and P10 *Thoc2*^*Δ/Y*^ mouse brain were enriched for higher GC content (Fig. 4k), a finding similar to that from our RNA-seq data (see Fig. 3g).

**Fig. 4:**
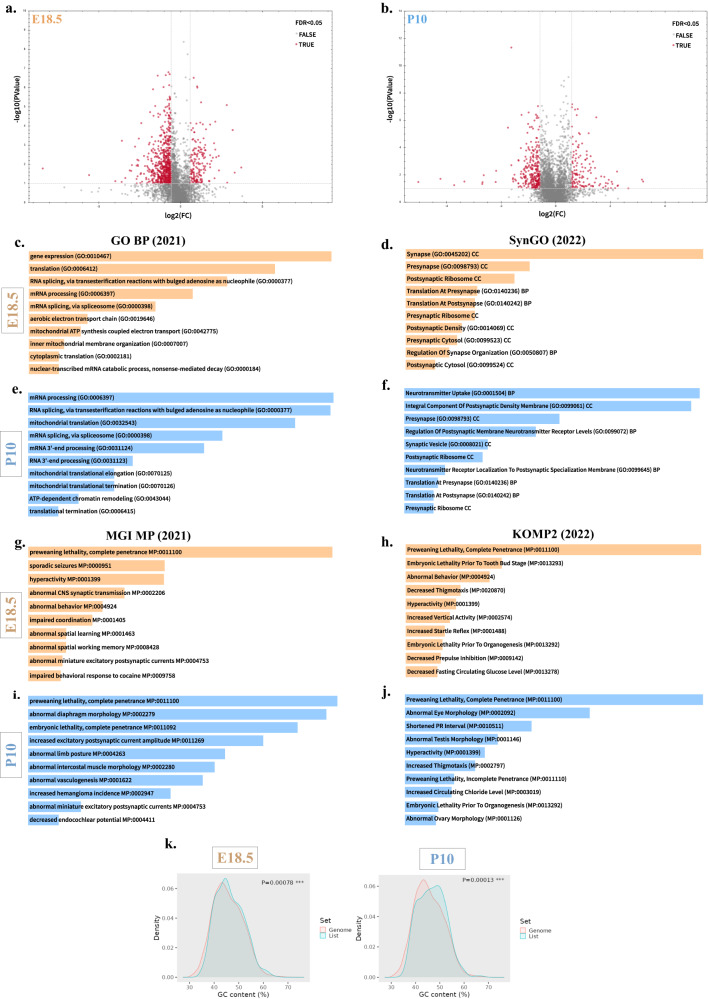
*Thoc2*^*Δ/Y*^ embryonic and adult mice brains show significantly dysregulated proteome. Volcano plots showing up- and downregulated proteins in **a**, embryonic (E18.5) and **b**, post-natal day 10 (P10) *Thoc2*^*Δ/Y*^ mice brains (Unpaired Student’s *t* test (two-tailed) for testing differential abundance). The up- and down-regulated proteins have FC > 1.5, and FDR of <0.05 cutoff. GO enrichment analyses of significantly dysregulated proteins in E18.5 (**c**, **d**) and P10 (**e**, **f**) *Thoc2*^*Δ/Y*^ mice brains performed using Enrichr web-tool. Ontological enrichment analysis using MGI and KOMP2 mouse phenotype databases for significantly dysregulated proteins in E18.5 (**g**, **h**) and P10 (**i**, **j**) *Thoc2*^*Δ/Y*^ mice brains using Enrichr web-tool. For **c**–**j** The top 10 enriched GO terms are shown. The length of the horizontal axis represents the enrichment *p* value for the functional clustering. **k** ShinyGO graphs showing comparison of percentage GC content between mouse genome and genes associated with the significantly dysregulated proteins in E18.5 and P10 *Thoc2*^*Δ/Y*^ mice brains (One-sided hypergeometric test for false discovery rate). FC Fold Change, FDR False Discovery Rate, GO Gene Ontology, BP Biological Process, SynGO Synaptic Gene Ontology, MGI Mouse Genome Informatics, MP Mammalian Phenotype, KOMP2 Knockout Mouse Phenotyping Program 2. Source data are provided as a Source Data file.

We also compared the changes in expression of proteins from E18.5 to P10 in the *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ mouse brains. Whereas the majority (1581, FDR < 0.05) of proteins showed similar trend of change at these two stages, 421 and 688 proteins behaved differently in *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ mouse brains, respectively (Supplementary Fig. 4g). Gene ontology analysis of the 688 unique *Thoc2*^*+/Y*^ proteins showed enrichment mainly for biological processes like protein dephosphorylation, inner mitochondrial membrane organization, cytokinesis, chemical synaptic transmission, and cytosolic transport (Supplementary Fig. 4h). However, 421 unique *Thoc2*^*Δ/Y*^ proteins showed enrichment for processes like translation, peptide biosynthesis and protein metabolism, gene expression and mRNA catabolic processes (Supplementary Fig. 4i), suggesting that proteins altered in the *Thoc2*^*Δ/Y*^ are associated with processes different to those in the *Thoc2*^*+/Y*^ mouse brain. Taken together, both embryonic and postnatal stages of *Thoc2*^*Δ/Y*^ mouse brains showed significant dysregulation of proteins enriched for pathways consistent with our neurobehavioral and transcriptome data.

### *Thoc2*^*Δ/Y*^ E18.5 mice embryonic cortex shows reduction in ventricular zone thickness

As the E18.5 stage showed a major transcriptomic dysregulation and is a critical developmental stage representing the completion of neurogenesis in cortical development^41^ we performed histological studies on the *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ E18.5 embryonic brains. While haematoxylin and eosin (H&E) staining did not reveal any gross histological alterations (Supplementary Fig. 5a, b), a closer inspection of the cortical layers showed a significant reduction in the thickness of the ventricular zone (VZ) of the E18.5 *Thoc2*^*Δ/Y*^ mouse brain (Fig. 5a). We validated these observations by VZ NSC marker PAX6 immunofluorescence staining of E14.5 and E18.5 *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains. We observed a significantly reduced PAX6 layer thickness in both the E14.5 and E18.5 *Thoc2*^*Δ/Y*^ mouse brain (Fig. 5b, c), confirming a reduction in the VZ size. We also performed H&E staining of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains at P30 and did not find any gross morphology alterations in the *Thoc2*^*Δ/Y*^ mouse brains compared to *Thoc2*^*+/Y*^. However, a closer look at the cytoarchitecture of the cortices showed a significantly reduced overall thickness of the cortical plate and corpus callosum (Fig. 5d, e). Finally, we observed no change in the hippocampus structure or volume (Supplementary Fig. 5c, d). Overall, we found minor, but significant anatomical differences in the VZ of the E18.5 *Thoc2*^*Δ/Y*^ mouse brains suggesting compromised function of the NSCs.

**Fig. 5:**
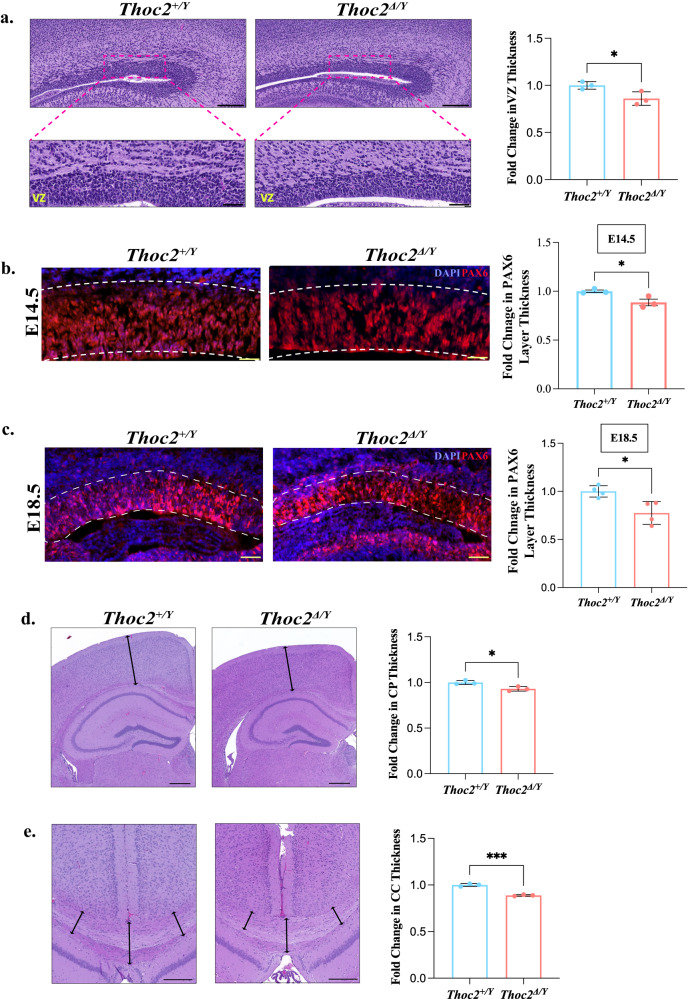
Altered cytoarchitecture in *Thoc2*^*Δ/Y*^ mouse brain. **a** H&E staining of E18.5 embryonic brain coronal sections. The boxed VZ area is shown in a magnified view in the lower panel. VZ: Ventricular Zone. Scale bar: upper panels, 200 µm; lower panels, 50 µm. Graph showing quantitative measurement of VZ thickness. *Thoc2*^*+/Y*^ to *Thoc2*^*Δ/Y*^ fold change is plotted from mean values ± SEM (*n* = 3 embryos per genotype); *p = 0.04. Immunofluorescent staining for PAX6 in E14.5 (*n* = 3) (**b**) and E18.5 (*n* = 4) (**c**) embryonic brain coronal sections. VZ is marked with white dotted lines. Scale Bar: **b** 50 µm; **c** 200 µm. Graph showing quantitative measurement of VZ region as PAX6^+^ layer thickness. *Thoc2*^*+/Y*^ to *Thoc2*^*Δ/Y*^ fold change plotted from mean values ± SEM; *p = 0.03 (**b**) and 0.02 (**c**). **d** Representative images of H&E staining of adult (30 days) mouse brain coronal sections used for cortical plate (CP) thickness measurement. Scale Bar: 250 µm. Graphs showing quantitative measurement of CP thickness. *Thoc2*^*+/Y*^ to *Thoc2*^*Δ/Y*^ fold change plotted using mean values ± SEM (*n* = 3 mice per genotype); *p = 0.022. **e** Representative images of H&E staining of adult (30 days) mouse brain coronal sections used for measurement of corpus callosum (CC) thickness at hippocampal level. Scale Bar: 100 µm. Graph showing quantitative measurement of CC thickness. *Thoc2*^*+/Y*^ to *Thoc2*^*Δ/Y*^ fold change plotted using mean values ± SEM (*n* = 3 mice per genotype); ***p = 0.0003. Two-tailed unpaired student’s *t* tests were used in all figures. Source data are provided as a Source Data file.

### *Thoc2*^*Δ/Y*^ primary NSCs have increased apoptosis, perturbed cell cycle properties and DNA damage

The VZ is the primary proliferative zone that harbors the NSCs^42^. NSC malfunction is frequently involved in NDDs such as primary microcephaly, autism spectrum disorders (ASD) or X-linked ID^43,44^. Reduced VZ thickness and RNA-seq data showing transcriptionally dysregulated genes enriching for cell cycle and apoptotic pathways in E18.5 *Thoc2*^*Δ/Y*^ brains prompted us to investigate if the NSCs in these mice have altered cell death and/or cell cycle properties. To this end, we analysed the cell cycle kinetics of the primary NSCs from E18.5 *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains using Hoechst staining. We observed a significant increase of *Thoc2*^*Δ/Y*^ NSCs in the G2/M phase with a concomitant reduction in the G1 phase (Fig. 6a), indicating a delay in the completion of cell cycle in the *Thoc2*^*Δ/Y*^ NSCs. TUNEL assay showed a significantly higher percentage of TUNEL positive cells indicating increased apoptosis of *Thoc2*^*Δ/Y*^ compared to *Thoc2*^*+/Y*^ NSCs (Fig. 6b). Consistent with the TUNEL results, our Annexin-V assay showed a significant increase in apoptotic cells in the *Thoc2*^*Δ/Y*^ compared to *Thoc2*^*+/Y*^ NSCs (Fig. 6c).

**Fig. 6:**
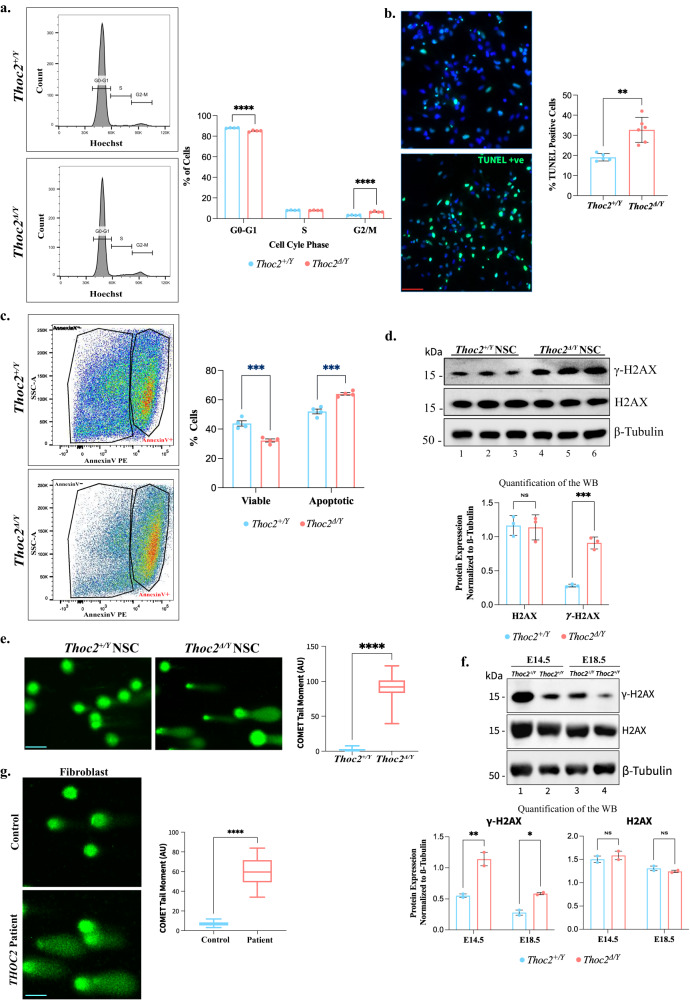
Perturbed cell cycle kinetics, increased cell death and elevated levels of DNA damage in *Thoc2*^*Δ/Y*^ mice. **a** Representative flow cytometry plots showing gating for Hoechst-stained NSCs at different stages of cell cycle. Graph showing percentage of cells at different stages of cell cycle; *n* = 5 embryos per genotype and 3 independent experiments; ****p < 0.0001; two-way ANOVA, Bonferroni’s multiple comparison test. **b** Representative images of TUNEL-stained nuclei (cells stained green). Scale Bar 100 µm. Quantification of TUNEL positive cells between *Thoc2*^*Δ/Y*^ (*n* = 6) and *Thoc2*^*+/Y*^ (*n* = 5) NSCs^;^ **p = 0.0011; two-tailed unpaired student’s *t* test. **c** Representative scatter plots showing gating for Annexin V positive and negative NSCs. Graph showing percentage of viable (Annexin V−) and apoptotic (Annexin V+) cells; *n* = 4 embryos per genotype and 3 independent experiments; ***p = 0.0001; two-way ANOVA, Bonferroni’s multiple comparison test. **d** Representative western blot showing γ-H2AX and H2AX proteins in *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ NSCs. β-Tubulin was used as loading control. Graph showing γ-H2AX and H2AX levels relative to housekeeping β-Tubulin protein quantified from the western blots; *n* = 3 embryos per genotype; NS non-significant; ***p = 0.0006; two-way ANOVA, Bonferroni’s multiple comparison test. **e**, Representative images of alkaline comet assay of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ NSCs. Box plot showing comet tail moment quantified from *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ NSCs (Scale Bar 50 µm); *n* = 4 embryos per genotype; ****p = 0.000003; two-tailed unpaired student’s *t* test. **f** Western blot showing γ-H2AX and H2AX proteins in *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ embryonic brain (E14.5 and E18.5). β-Tubulin was used as loading control. Graph showing γ-H2AX and H2AX levels relative to housekeeping β-Tubulin protein from western blots; *n* = 2 embryos and 3 independent experiments); **p = 0.004; *P = 0.046; two-way ANOVA, Bonferroni’s multiple comparison test. **g**, Representative images of alkaline comet assay on control fibroblast and *THOC2* exon 37-38 deletion patient fibroblasts (Scale Bar 50 µm). Box plot showing comet tail moment quantified from control and *THOC2* exon 37-38 deletion patient fibroblasts; *n* = 3 independent experiments; ****p < 0.0001; two-tailed unpaired student’s *t* test. All the data presented are mean values ± SEM. Source data are provided as a Source Data file.

The G2/M checkpoint control senses unrepaired DNA damage and allows cells to repair before entering mitosis^45^. We asked if the increase in *Thoc2*^*Δ/Y*^ NSCs in the G2/M phase could be a consequence of checkpoint invoked by accumulation of DNA damage in the preceding phase/s and could represent a pool of NSCs that, for unknown reasons, did not undergo apoptosis. We checked this possibility by determining the levels of classical DNA damage marker i.e., γ-H2AX protein (H2AX phosphorylated at Ser139)^46^ in *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ NSCs by western blotting. We found significantly higher γ-H2AX levels in *Thoc2*^*Δ/*^ than the *Thoc2*^*+/Y*^ NSCs although the total H2AX protein levels were unchanged (Fig. 6d). We validated this observation by analyzing the amount of DNA damage in NSCs using single cell gel electrophoresis comet assay^47^. Consistent with increased γ-H2AX levels, a significantly higher number of *Thoc2*^*Δ/Y*^ NSCs showed comet tail formation compared to the *Thoc2*^*+/Y*^ NSCs, indicating accumulation of fragmented DNA resulting from DNA damage (Fig. 6e and Supplementary Fig. 6a, b). We next asked if the DNA damage is also present in vivo. To address this, we determined γ-H2AX and H2AX protein levels in *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ E14.5 and E18.5 (the stages that contain high number of NSCs) embryonic brain lysates. Similar to the in vitro NSCs, E14.5 and E18.5 *Thoc2*^*Δ/Y*^ mouse brains showed significantly increased γ-H2AX but not the H2AX protein levels (Fig. 6f). Lastly, we performed comet assay on the *THOC2* exon 37-38 deletion patient fibroblasts to determine if these cells also have damaged DNA. Notably, compared to the unrelated human control fibroblasts, we observed comet tail formation in a significant number of patient fibroblasts, indicating an elevated DNA damage in patient cells (Fig. 6g and Supplementary Fig. 6c, d). Together, these data showed that *THOC2* exon 37-38 deletion causes DNA damage both in the patient fibroblasts and the *Thoc2*^*Δ/Y*^ mouse NSCs.

### *Thoc2*^*Δ/Y*^ NSCs and *THOC2* exon 37-38 deletion patient fibroblasts have increased R-loops and DNA Damage

R-loops are three-stranded nucleic acid structures, composed of DNA:RNA hybrids and the associated non-template single-stranded DNAs that are highly susceptible to DNA breaks^48,49^. To determine if the DNA damage in the *Thoc2*^*Δ/Y*^ NSCs was due to R-loop accumulation, we probed *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ NSCs with anti-RNA-DNA hybrid S9.6 monoclonal antibody to detect formation of R-loops by immunofluorescence. We observed a significantly increased accumulation of RNase H-sensitive R-loops with characteristic S9.6 fluorescent nuclear foci in *Thoc2*^*Δ/Y*^ compared to *Thoc2*^*+/Y*^ NSCs as well as patient compared to control fibroblasts (Fig. 7a, b). We observed similar results, albeit not as typical nuclear R-loop foci, using a different S9.6 antibody (Supplementary Fig. 7a, b). As RNase T1 treatment specifically degrades single-stranded RNAs, leaving RNA:DNA hybrids intact, we detected a clear increase in S9.6 nuclear signal in *Thoc2*^*Δ/Y*^ compared to *Thoc2*^*+/Y*^ RNase T1 treated NSCs as well as in patient compared to control fibroblasts, suggesting accumulation of RNA:DNA hybrids (Supplementary Fig. 7a, b)^50,51^. The RNase H treatment, that specifically digests RNA in RNA:DNA hybrids, abolished S9.6 signal both in *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ NSCs and in control and patient fibroblasts (Fig. 7a, b and Supplementary Fig. 7a, b). We further confirmed these data by S9.6 dot-blot assay on the genomic DNA extracted (in RNase-free conditions) from mouse NSCs and patient fibroblasts (see Supplementary Fig. 7c for loading). While we observed no difference in S9.6 signal between the untreated *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ NSCs (Fig. 7c, top panel), RNase T1 treatment resulted in overall reduced but higher S9.6 signal in the *Thoc2*^*Δ/Y*^ than *Thoc2*^*+/Y*^ NSCs implying an accumulation of the R-loops in the *Thoc2*^*Δ/Y*^ NSCs (Fig. 7c, middle panel). As expected, S9.6-specific signal was abolished in the RNase H treated *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ NSCs (Fig. 7c, bottom panel). The untreated, RNase T1 or RNase H treated *THOC2* exon 37-38 deletion patient and control fibroblasts showed S9.6 signals similar to those observed in the *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ NSCs, respectively, indicating R-loops also accumulate in the patient cells (Fig. 7d). We premised if reducing R-loop accumulation would be sufficient to rescue the DNA damage phenotype of *Thoc2*^*Δ/Y*^ NSCs. Indeed, RNase H1 overexpression resulted in significantly reduced R-loop accumulation (Fig. 7e) and comet tail formation (Fig. 7f) in *Thoc2*^*Δ/Y*^ NSCs, indicating that R-loop accumulation is likely responsible for DNA damage in these cells. Taken together, we suggest that *THOC2* exon 37-38 deletion interferes with R-loop homeostasis and contributes to the increased DNA damage in the *Thoc2*^*Δ/Y*^ NSCs and patient fibroblasts.

**Fig. 7:**
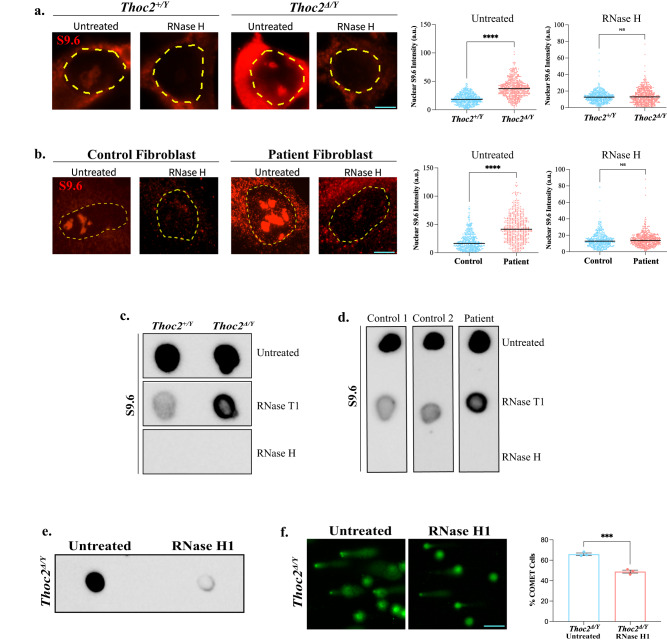
R-loop accumulation and DNA damage in *Thoc2*^*Δ/Y*^ NSCs and *THOC2* ex37- 38 deletion patient fibroblasts. Representative immunofluorescent images of untreated or RNase H treated *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ NSCs (**a**) and control and *THOC2* exon 37-38 deletion patient fibroblasts (**b**) stained with anti-RNA:DNA Hybrid S9.6 antibody (Sigma, MABE1095). Scatter plot showing quantitative measurement of mean nuclear S9.6 fluorescence intensity using Fiji software (at least 300 cells scored per condition over 4 independent experiments); NS non-significant; ****p < 0.0001; Mann*–*Whitney *U* test with the black line indicating median value. a.u, arbitrary units. Scale Bar 5 µm. **c** Representative images of dot blot assays performed on gDNA from untreated or RNase T1/H treated *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ NSCs using anti-RNA:DNA Hybrid S9.6 antibody; *n* = 4 donor embryos per genotype for NSCs. **d** Representative images of dot blot assays performed on gDNA of untreated or RNase T1/H treated control and *THOC2* ex37-38 deletion patient fibroblasts using anti-RNA:DNA Hybrid S9.6 antibody; *n* = 3 independent experiments for control and patient fibroblasts. Representative image of **e**, dot blot assay and **f**, alkaline comet assay, performed on untreated and RNase H1 lentivirus transduced *Thoc2*^*Δ/Y*^ NSCs (Scale Bar 100 µm). *n* = 2 embryos and 3 independent experiments. Percentage of cells showing comet tail were quantified for **f**; ***p = 0.0009; two-tailed unpaired student’s *t* test. Data presented are mean values ± SEM. Source data are provided as a Source Data file.

### *Thoc2*^*Δ/Y*^ neurons show perturbed in vitro neural migration, electrophysiological properties and synapse formation

The molecular and cellular alterations in *Thoc2*^*Δ/Y*^ NSCs, together with the transcriptomic and proteomic data indicating multiple perturbations in neuronal processes, prompted us to investigate the effect of *Thoc2* exon 37-38 deletion on neuron structure and function. We hypothesized that neurons, developing from the defective NSCs, might also show DNA damage. We addressed this by γ-H2AX immunofluorescence staining of the cortical/hippocampal *Thoc2*^*Δ/Y*^ E18.5 mouse primary neurons. We found that significant number of *Thoc2*^*Δ/Y*^ neurons show increased γ-H2AX foci, indicating increased DNA damage (Fig. 8a). As NSC perturbations can lead to altered neuronal migration^52,53^, we asked if *Thoc2*^*Δ/Y*^ also impacts neuronal migration. We tested this by an in vitro neuronal migration assay using *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ neurospheres^52,54^. We observed a significant reduction in distance the neurons migrated out of the seeded neurospheres from *Thoc2*^*Δ/Y*^ compared to those from *Thoc2*^*+/Y*^ mouse brain (Fig. 8b and Supplementary Fig. 8a). As the evidence suggests that different cell fates might be determined by the dynamics of the preceding rounds of NSC divisions^55^, we asked if the altered cell cycle properties in *Thoc2*^*Δ/Y*^ NSCs impacts neural differentiation. To address this, we performed in vitro neural differentiation assay on E18.5 *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ NSCs^56^. We then stained the cells in culture with cell specific markers (NSC: PAX6; Neurons: ß-III TUBULIN; Astrocytes: GFAP and Oligodendrocytes: CNPASE) (Fig. 8c) and scored the different cell types. We observed a significant increase in the differentiated cell population in the *Thoc2*^*Δ/Y*^ as compared to *Thoc2*^*+/Y*^ cultures, indicating a premature differentiation of the *Thoc2*^*Δ/Y*^ NSCs. Consistent with this observation, we observed a significant concomitant reduction in the number of progenitor cells in the *Thoc2*^*Δ/Y*^ as compared to *Thoc2*^*+/Y*^ cultures (Fig. 8c). We also analyzed the primary axon length, an indicator of the connectivity potential of neurons, of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ E18.5 mouse neurons. While the *Thoc2*^*Δ/Y*^ neurons had 32% shorter primary axons as compared to the *Thoc2*^*+/Y*^ neurons (Fig. 8d), no significant changes were observed in the number of neurite termini between the *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ neurons (Supplementary Fig. 8b).

**Fig. 8:**
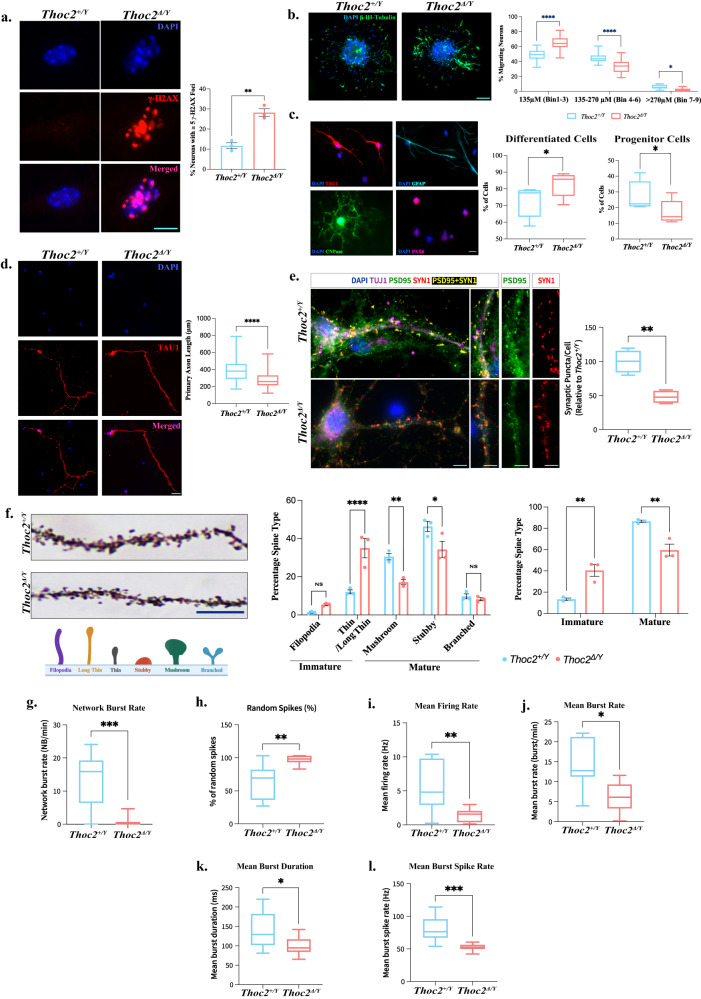
Structural and functional impairments in *Thoc2*^*Δ/Y*^ neurons. Representative immunofluorescent images of **a** nuclei of *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ primary neurons stained with DNA damage marker, γ-H2AX (red) at day in vitro 14 in cultures. Graph showing number of neurons with ≥5 *γ-*H2AX nuclear foci; *n* = 3 embryos per genotype; **p = 0.0023. **b** Neuronal migration from adhered neurospheres from *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ E18.5 embryonic brains. Neurons were stained using anti-βIII-tubulin antibody (green) and the nuclei with DAPI (blue). Scale Bar: 100 μm; *n* = 4 embryos per genotype; at-least 20 neurospheres scored per replicate; *p = 0.032; ****p < 0.0001. **c** Different cell types (stained with cell specific markers) after 72 h of differentiation in vitro from *Thoc2*^*+/Y*^ NSCs are shown. Scale Bar: 50 μm. Percentage of progenitor cells and additive differentiated cells were shown in box plots (*n* = 4 embryos per genotype; at-least 120 cells counted per replicate); *p = 0.04. **d** *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ primary neurons stained with an axonal marker TAU1 (red). Scale Bar: 20 μm. Box plots shows primary axon length; *n* = 4 embryos per genotype; ****p < 0.0001. **e** *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ primary neurons stained with neural βIII-tubulin (purple), postsynaptic PSD95 (green), and presynaptic SYN1(red) markers. PSD95_SYN1 colocalized synaptic puncta are in yellow. Scale Bar: 20 µm. Box plot showing number of excitatory synaptic puncta per neuron; *n* = 4 embryos per genotype; at-least 15 neurons scored per replicate; **p = 0.0033; **a**–**e** two-tailed unpaired student’s *t* test, data presented as mean values ± SEM. **f** Left panel: representative images of dendrites from Golgi-Cox stained *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mice brains (age 30 day) and a schematic diagram showing the different types of spines. Scale Bar: 5 µm. Right panel: graphs showing quantification of different spine types and overall mature and immature spines between *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mice; *n* = 3 mice per genotype; Total 1852 spines for *Thoc2*^*+/Y*^ and 2055 spines for *Thoc2*^*Δ/Y*^ mice were analysed^*;*^ *p = 0.011; **p = 0.0046; ****P = 0.000008; ns: not significant; two-way ANOVA, Bonferroni’s multiple comparison test. Quantitative measurement of **g**, network burst rate (***p = 0.0005) and **h**, percentage of random spikes (**p = 0.0023) and **i**–**l**, other neural network parameters; *p = 0.01; **p = 0.002; ***p = 0.0006. **g**–**l**, *n* = 4 embryos per genotype; Kolmogorov–Smirnov test. Source data are provided as a Source Data file. Schematic in **f** was created with BioRender.com.

As we observed significant learning, memory, and sensorimotor problems as well as perturbations in neural maturation in the *Thoc2*^*Δ/Y*^ mice, we asked if these outcomes could be due to changes in synapse formation and/or function. We determined this by immunofluorescent staining for the pre- and post-synaptic markers Synapsin-1 (SYN1) and postsynaptic density-95 (PSD95) proteins, respectively, followed by colocalization quantification of excitatory synaptic puncta^57^. We observed a significant reduction in SYN1-PSD-95 puncta in *Thoc2*^*Δ/Y*^ compared to the *Thoc2*^*+/Y*^ days in vitro 14 (DIV14) neurons, indicating an impairment in formation of functional synaptic connections among the *Thoc2*^*Δ/Y*^ DIV14 neurons (Fig. 8e). We also analysed in vivo synapse forming potential of *Thoc2*^*Δ/Y*^ mouse neurons using Golgi-Cox staining of the P30 *Thoc2*^*Δ/Y*^ mice brains and analysing the dendritic spines. While there was no obvious change in dendritic spine density between *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ neurons (Supplementary Fig. 8c), we observed a significant reduction in mature spines in the *Thoc2*^*Δ/Y*^ neurons (Fig. 8f) consistent with our in vitro synaptic puncta results Fig. 8e).

The morphological and synaptic impairments prompted us to investigate if there were any functional electrophysiological alterations in the *Thoc2*^*Δ/Y*^ mouse neurons. We tested this possibility using multi-electrode arrays (MEA) by determining the electrical activity of DIV7 and DIV14 primary cortical/hippocampal neuron cultures generated from E18.5 *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brains. DIV7 neurons, that are at the immature stage in culture, did not show any difference in electrophysiological parameters like mean firing rate, mean burst rate, mean burst spike rate and network burst rate between the *Thoc2*^*Δ/Y*^ and *Thoc2*^*+/Y*^ neuron cultures (Supplementary Fig. 8d). However, at DIV14, a more mature stage of neuronal development, we observed significant reduction in neural network activity as indicated by little to no network bursts in the *Thoc2*^*Δ/Y*^ neuronal networks (Fig. 8g and Supplementary Fig. 8e) in neurons plated at same density (Supplementary Fig. 8f). This observation was confirmed by an increase in random spike (isolated, a-synchronous spikes) frequency in *Thoc2*^*Δ/Y*^ cultures, indicative of failure to form mature neuronal network activity (Fig. 8h). Apart from the neural network activity, the overall electrical activity of the neurons cultured from *Thoc2*^*Δ/Y*^ mice brains was also significantly decreased, as indicated by the reduction in mean firing rate, mean burst rate and mean burst spike rate (Fig. 8i–l).

Overall, we conclude that *Thoc2* exon 37-38 deletion causes multiple downstream impairments of NSC-derived neurons like migration, maturation, synapse formation and electrophysiology. Our observation of significant reduction in excitatory synaptic puncta formation is consistent with the data showing failure of *Thoc2*^*Δ/Y*^ E18.5 mouse neurons in establishing synchronous functional neural networks. These results were supported by our transcriptome and proteome data showing enrichment of dysregulated gene/proteins in synapse formation and function.

## Discussion

Originally identified as mRNA export machinery, the TREX complex has emerged to have roles in multiple biological processes including transcription regulation, maintaining genomic stability, and regulating stem cell maintenance^6,7,16,58^. Accumulating evidence has linked perturbed TREX function to neurodevelopmental and neurodegenerative disorders as well as cancer^5,7,59–62^. As an essential TREX subunit, THOC2 has been the focus of many studies^11,59,60,63–67^. While these studies have provided insights into varied roles of THOC2 protein, the findings were obtained mainly from in vitro knockdown cell or knockout lower organism models^6,20–22,24,25,68^. The lack of a viable mammalian model has been a major barrier to investigating the biological significance of THOC2 (and more broadly the TREX complex) due to gene essentiality. Thus, to gain deeper insights into the biology of THOC2 and TREX in brain development, and more specifically, how compromised *THOC2* function leads to NDDs, we generated and studied the mouse model of *THOC2* syndrome based on a pathogenic exon 37-38 deletion patient variant^5^.

The yeast Tho2 C-terminal region has been shown to bind nucleic acids and facilitate recruitment of the THO to chromatin^10^. While Tho2 deleted for the C-terminal region did not affect TREX assembly, it did impact gene expression^10^. The *Thoc2* exon 37-38 deletion also did not have a significant effect on the levels of THO/TREX subunits (see Supplementary Fig. 1e), but did impact gene expression and genome stability, suggesting a partial loss of function mechanism of THOC2 exon 37-38 deleted protein in the mouse brain. Overall, the *Thoc2*^*Δ/Y*^ mice phenocopied the core features of the *THOC2* syndrome. Similar to the patient, the *Thoc2*^*Δ/Y*^ mice had reduced body weight and size. In addition, the birth rate of *Thoc2*^*Δ/Y*^ mice was reduced by about one third of the number expected. Therefore, we investigated if reduction in body size and weight across all organs as well as low birth rate was due to general and early developmental deficits in proliferation, differentiation, and likely cell death of stem cells.

IVF assays showed that the lower birth rate of *Thoc2*^*Δ/Y*^ mice is likely due to alterations before the blastocyst stage, when the majority of the cells in the embryo are multipotent stem cells. A previous report has also shown *Thoc2* to be important for blastocyst development and pluripotency maintenance^6^. Together, these findings confirmed the crucial role of *Thoc2* during early embryonic development, and likely in maintaining the stem cell niche. That THO subunit proteins are also essential for maintenance of haematopoiesis, intestinal stem cells and triple negative breast cancer stemness indicates broader developmental roles of the TREX complex^59,69,70^. The importance of the THO complex in brain development was supported by our observations that THOC2 and virtually all other TREX subunit protein levels are highly abundant in brains at embryonic stages (E14.5 and E18.5) but decline sharply from post-natal day 10 (P10) to P60. (see Fig. 1 and Supplementary Fig. 1). The precise molecular events that allow some *Thoc2*^*Δ/Y*^ mouse embryos to survive to birth and beyond are unknown and need further investigations.

The *Thoc2*^*Δ/Y*^ mice that survived, however, generally recapitulated the phenotype of *THOC2* syndrome^3–5^. Multiple mouse models of ID and ASDs for genes like *Syngap2*, *Fmr1*, *Mecp2* and *Shank2/3* with converging cognitive, social, and emotional deficits have proved to be excellent tools for understanding the neuropathology (reviewed in^71^). Likewise, the *Thoc2*^*Δ/Y*^ mice showed significant deficit in learning the task on both the Morris Water Maze and Barnes maze, as well as impaired spatial working and reference memory on the Y-maze. Such cognitive impairments are clinical hallmarks for NDD/ID disease models^71^, and suggest that the *Thoc2*^*Δ/Y*^ mouse model has translational relevance for *THOC2* syndrome, where patients have ID as the core clinical presentation^5^. Interestingly, the *Thoc2*^*Δ/Y*^ mice are also hyperactive and have decreased anxiety-associated behaviour, traits seen as comorbid features in a subset of *THOC2* patients^5^. These observations are consistent with our proteomics data, which showed dysregulation of proteins associated with these behavioural phenotypes (see Fig. 4 and Supplementary Data 4). Moreover, we observed significant deficits in sensorimotor control and fine motor coordination noted on multiple behavioural measures, including the pasta handling task, the adhesive removal test and beam walking in *Thoc2*^*Δ/Y*^ mice. While the neural basis of this has yet to be explored, it may be due to impaired myelination in these mice. In line with this, a significant generalised delay in myelination and reduction in white matter volume, particularly in the trigone region was observed from MRI imaging in the *THOC2* exon 37-38 deletion patient^5^. Importantly, however, overall gross motor functions in *Thoc2*^*Δ/Y*^ mice were not impaired, as indicated by performance comparable to wild-type mice on the rotarod, Digigait, and grip strength tests. This is similar to what is observed in *THOC2* patients^5^, and is in line with imaging findings in the *THOC2* exon 37-38 deletion patient, which indicated moderate plagiocephaly and brachycephaly, but no *ex-vacuo* dilation of the lateral ventricles, no heterotopic grey matter and normal-appearing subcortical and brainstem structures. Similarly, the E18.5 *Thoc2*^*Δ/Y*^ mouse brains had reduced VZ but no other gross morphological anomaly. However, our transcriptomic and proteomic data from the embryonic and adult *Thoc2*^*Δ/Y*^ mouse brains revealed significant dysregulation of genes and proteins that normally are major mediators of nervous system function and development. Enrichment of dysregulated genes/proteins in pathways like transcription, splicing, embryonic lethality, learning, memory, and synapse organization converge very well with our cellular and molecular findings, e.g., death of *Thoc2*^*Δ/Y*^ mice before blastocyst stage, the behavioural tests showing significant perturbation in learning and memory and cell cycle anomaly and cell death of the *Thoc2*^*Δ/Y*^ mouse NSCs. Interestingly, we observed significant transcriptional dysregulation of known NDD genes, like *Syngap1, Huwe1, Shank3, Dlg4, Kdm5c*, and *Ctnnd1* (among many others) (see Supplementary Fig. 3), which indicates that *Thoc2* acts as an important regulator of neurodevelopmental processes and its compromised function results in diverse neurological symptoms.

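Of 5 of these genes, all tested at each stage, *Shank3* and *Kdm5c* had an adjusted p-value below 0.05 at E18.5 over all 15963 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 did when the adjustment covered these 5 alone. An unadjusted p-value below 0.01, the cut-off of the paper's lists, was reached by 4 of the 5 at E18.5. *Shank3* (ENSMUSG00000022623, chromosome 15 of GRCm38, 89499623 to 89560261) had 81.9 ± 3.34 CPM (SD, n = 5) in *Thoc2* Δ/Y and 97.5 ± 2.32 CPM (n = 5) in *Thoc2* +/Y mice at E18.5, a log2 fold change of -0.25 (standard error 0.036, adjusted p = 0.0013 from edgeR). *Kdm5c* (ENSMUSG00000025332, chromosome X, 152233020 to 152274535) had 90.5 ± 5.94 and 77.4 ± 5.63 CPM (0.23, standard error 0.056, adjusted p = 0.038, and up to 0.11 with a replicate left out). *Dlg4* (ENSMUSG00000020886) at -0.11 and *Huwe1* (ENSMUSG00000025261) at 0.19 did not pass over all genes. Their adjusted p-values from edgeR were 0.11 and 0.093. *Ctnnd1* (ENSMUSG00000034101) differed by less than the spread between mice, at 164 ± 6.70 against 169 ± 5.33 CPM (-0.05, standard error 0.037, adjusted p = 0.54). At P10, 0 of the 5 passed over all genes, and 1 passed over the list and had an unadjusted p-value below 0.01. That gene was *Shank3*, at 229 ± 53.2 against 319 ± 14.4 CPM (log2 fold change -0.48, standard error 0.15, adjusted p = 0.26 from edgeR). Its log2 fold change was -0.52 with the replicate number as a block. At E14.5, 0 of the 5 passed by the sample labels, with or without the block, and 0 had an unadjusted p-value below 0.05. By the genotypes of Supplementary Data 3, 0 passed over all genes, and 1 passed over the list alone and had an unadjusted p-value below 0.01. This was *Ctnnd1* (-0.17, standard error 0.046, adjusted p = 0.55 over all genes from edgeR). By the labels its log2 fold change was -0.05.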

An increased THOC2 protein abundance during embryonic stages and significant death of *Thoc2*^*Δ/Y*^ embryos before blastocyst stage, together with the data showing that THOC2 and THOC5 are required for mESC maintenance^6^, strongly support a critical role of THOC2/TREX in early development. These findings, together with a reduced VZ thickness in the E14.5 and E18.5 *Thoc2*^*Δ/Y*^ mouse brains and neuropathological outcomes pointed towards likely aberrations in the neural progenitors. We noted deregulation of the cell cycle, particularly at the G2/M phase, in the *Thoc2*^*Δ/Y*^ NSCs. The G2/M checkpoint is activated upon DNA damage and prevents the cells from entering mitosis with damaged genomic DNA^45^. Indeed, *Thoc2*^*Δ/Y*^ mouse NSCs had higher amounts of damaged DNA. The elevated DNA damage was followed by increased apoptosis in the *Thoc2*^*Δ/Y*^ NSCs. Note that a recent study has also reported an increased G2/M cell count in *THOC2* and *THOC5* depleted radioresistant triple negative breast cancer (TNBC) cells^59^.

Impairment of NSCs has been linked to multiple NDD, neurodegenerative disorders, and to brain tumours [reviewed in ref. ^43^]. The multiple molecular and cellular impairments observed in *Thoc2*^*Δ/Y*^ NSCs were correlated with a plethora of neuron structure and function anomalies, for example, presence of significant in vitro neural migration defects with premature differentiation of NSCs and axon shortening in the cultured *Thoc2*^*Δ/Y*^ primary neurons. Notably, we found a significant reduction in mature dendritic spines in the *Thoc2*^*Δ/Y*^ mice brains and a reduction in formation of synaptic puncta in cultured *Thoc2*^*Δ/Y*^ mouse primary neurons, which agree with the results showing an impaired neural network activity in the *Thoc2*^*Δ/Y*^ mouse neurons in DIV14 culture. Our results corroborate with synaptic disorganizations observed in NDDs like ID, ASD, and epilepsy^72,73^ along with studies showing minimal alteration in proper synaptic activity causing significant disruption in the neuronal network formation^74,75^. Interestingly, our proteomics data also showed significant dysregulation of proteins associated with synapse formation and function. Taken together, our data showing multiple functional deficits in *Thoc2*^*Δ/Y*^ mouse neurons suggest that *THOC2* has critical roles in post-mitotic neurons. Literature also shows that TREX complex plays an essential role in cellular senescence^76^. Furthermore, THOC2 was shown to mis-localize in Huntington’s Disease and Amyotrophic lateral sclerosis, potentially contributing to these neurodegenerative pathologies^26^. Therefore, neuronal defects in our mouse model together with the other studies highlight a critical role for THOC2/TREX in neurons, stem cells and early stages of mouse development.

Studies have shown that increased DNA damage in THO subunit depleted cells was caused by unscheduled accumulation of triple-stranded R-loop structures^19,77^, and that other TREX components were also close interactors of R-loops^78^. In addition, with their co-transcriptional origin and increased susceptibility to DNA damage, accumulating recent evidence has recognized R-loops as potential regulators of gene expression^79,80^. More recently, R-loops and associated DNA damage have been implicated in the etiology of neurological disease like spinal muscular atrophy (SMA) and ALS^81^. Based on these results and the evidence that the yeast Tho2 (orthologue of mammalian *THOC2*) interacts with nucleic acids via it’s C-terminal disordered region^10^, we premised that increased DNA damage and transcriptional dysregulation could be due to inefficient resolution of the R-loops in *Thoc2*^*Δ/Y*^ mice and *THOC2* exon 37-38 deletion patient cells. Indeed, we observed increased accumulation of R-loops in the *Thoc2*^*Δ/Y*^ NSCs that was significantly reduced on RNase H1 overexpression and was accompanied by a concomitant decline in DNA damage, thus establishing R-loop accumulation as one of the major contributors to the DNA damage detected in *Thoc2*^*Δ/Y*^ NSCs. We observed similar R-loop accumulation and DNA damage in the *THOC2* exon 37-38 deletion patient-derived fibroblasts, reiterating a conserved mechanism of perturbed *THOC2* function related cellular anomalies.

Our data clearly showed C-terminally truncated THOC2 protein impacts R-loop homeostasis leading to increased DNA damage and transcriptional dysregulation in *Thoc2*^*Δ/Y*^ neurons/brain. However, THOC2 transient depletion results in bulk polyA+ mRNA nuclear retention^24^. Still others have shown THOC1, 2, 5 or 6 subunits mediate nuclear export of specific mRNAs, e.g., those involved in pluripotency or haematopoiesis^6,12,21,65,69^. Therefore, we cannot completely rule out an impact on the export of specific mRNAs in the *THOC2* exon 37-38 deleted cells even though an obvious nuclear mRNA retention in *Thoc2*^*Δ/Y*^ E18.5 neurons and patient fibroblasts was not observed (see Supplementary Fig. 3a). RNA-seq of neuronal cytoplasmic and nuclear RNA fractions may facilitate identification of a subset of mRNAs whose export from the nucleus may be impacted in *Thoc2*^*Δ/Y*^ neurons and perhaps also in other cell types and stem cell niches. Additionally, THOC2 has been shown as a critical factor for cancer cell survival^59,62,63^ and its mutations are positively correlated with increased survival of cancer patients^67^. Therefore, we believe our *Thoc2* mouse model can serve as a starting point towards exploration of unprecedented onco-therapeutic strategies.

In summary, our unsuccessful attempts to generate mouse model for p.Leu438Pro or p.Ile800Thr pathogenic patient variants suggested that reduced stability of THOC2 and other THO subunit proteins, possibly resulting in loss of functional TREX complex, is incompatible for survival in mice. However, the p.Leu438Pro or p.Ile800Thr reduced levels are compatible with life in humans but at the expense of causing NDDs due to altered neuronal development. These observations confirm the importance of *THOC2* in healthy development and differentiation. Following on from this, we successfully generated a viable *Thoc2* mouse model of a unique naturally occurring pathogenic *THOC2* exon 37-38 deletion patient variant. Although THOC2 exon 37-38 truncated protein accumulated and did not impact the levels of other TREX subunits in *Thoc2*^*Δ/Y*^ and patient cells, it led to a functionally compromised TREX complex that is sufficient for survival of *Thoc2*^*Δ/Y*^ mice. The *Thoc2*^*Δ/Y*^ mice allowed us to investigate biological functions of *THOC2* beyond its essential role in mRNA export. We also found that perturbed R-loop homeostasis and DNA damage contributes to many molecular, cellular, and organism-level anomalies in the *Thoc2*^*Δ/Y*^ mice and likely, also in the individuals living with *THOC2* syndrome. Overall, our results establish *Thoc2*^*Δ/Y*^ mouse as an invaluable model for deeper understanding of the THOC2/TREX biology in stemness, development and differentiation as well as the clinical neuropathology of *THOC2* syndrome in the future. A schematic diagram showing the molecular, cellular, and phenotypic impact of exon 37-38 deleted truncated *THOC2* protein on *Thoc2*^*Δ/Y*^ mice is illustrated in Fig. 9.

**Fig. 9:**
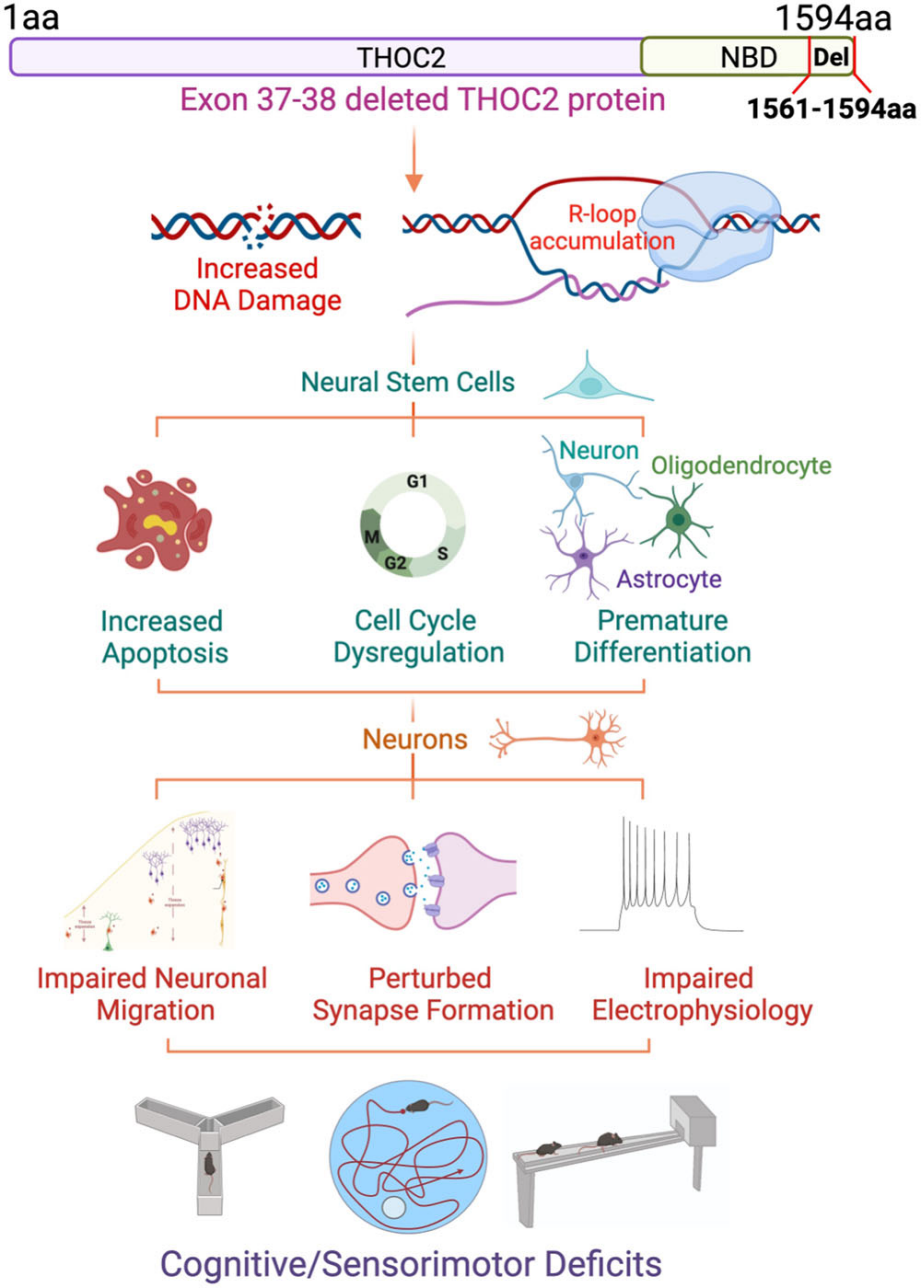
Summary of the key results of studies presented here. Schematic showing major molecular, cellular, and phenotypic consequences of *Thoc2* exon 37-38 deletion in the *Thoc2*^*Δ/Y*^ mice. The figure was created with BioRender.com.

## Methods

### Experimental animal model and ethics statement

C57BL/6JArc inbred genetic background mice (www.arc.wa.gov.au) were used for generating the *Thoc2* exon 37-38 deletion mouse model. The mouse colony maintenance and breeding were carried out in Bioresource Facility (BRF), Laboratory Animal Services (LAS), the University of Adelaide. All breeding and experimental procedures were approved by Animal Ethics Committee (AEC) of the University of Adelaide. We abbreviated the *Thoc2* exon 37-38 deletion male mice as *Thoc2*^*Δ/Y*^, wild type (WT) males as *Thoc2*^*+/Y*^, heterozygous females as *Thoc2*^*Δ/+*^, WT females as *Thoc2*^+/+^ and homozygous females as *Thoc2*^*Δ/Δ*^. The animals were housed in individually ventilated cages (IVCs) under a 22–24 °C temperature and 40–70% relative humidity environment. The mice were given access to food and water *ad libitum* with a 12 hr light/dark cycle. The *Thoc2*^*Δ/Y*^ *and Thoc2*^*+/Y*^ mice (at 2 weeks of age and embryonic stages) were genotyped by our optimised protocol that involved rapid genomic DNA extraction (from ear notches of 2-week-old mice or a small amount of embryonic tissue) and multiplex PCR (Supplementary Fig. 1h). We maintained the colony and generated experimental animals by mating *Thoc2*^*Δ/+*^ with *Thoc2*^+/*Y*^ mice (Supplementary Fig. 1b).

### CRISPR/Cas9 editing for generating *Thoc2* exon 37-38 deletion mice

Wild type (WT) SpCas9 was complexed with guide RNAs targeting introns 36 and 38 (see Supplementary Data 5) along with PAM killing ssDNA templates (Supplementary Data 5) and then microinjected into the cytoplasm of C57BL/6JArc zygotes. 

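Each guide RNA of Supplementary Data 5 was matched to chromosome X of GRCm38 and had 1 site there with an NGG motif. The guide RNA in intron 36, CAGTTGAGATAAGTTTACAC, matched the minus strand from 41805178 to 41805197, followed by the motif AGG. The guide RNA in intron 38, CTAAACCTTGGATAAGACTA, matched the plus strand from 41800220 to 41800239, also followed by AGG. Both sites are intronic. SpCas9 cuts upstream of this motif, next to bases 41805180 and 41800236, which are 4944 bases apart, and exons 37 and 38 lie between the cuts.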

Injected zygotes were then transferred to the oviduct of pseudo-pregnant females for *in-utero* development. The two single-stranded oligos were utilized to insert PAM killing mutations at the intronic cut sites to reduce the proportion of alleles that may be repaired by Non-Homologous End Joining (NHEJ) between the two cut sites which would delete exons 37 and 38 (see Fig. 1a). After successful pregnancy and birth, pups were genotyped using a rapid PCR strategy (Supplementary Fig. 1j) and deletion of Exon 37 and 38 was confirmed by Sanger sequencing. For genotyping the founder animals, genomic DNA (gDNA) was isolated from a small ear notch (also served as an animal identifier) using High Pure PCR Template Preparation Kit (Roche, 11796828001) as per manufacturer’s instructions. PCR was performed with KAPA HiFi HotStart PCR mix (Roche, KK2601) (details in Supplementary Data 5).

### Rapid gDNA extraction and multiplex genotyping PCR

For routine genotyping of the *Thoc2* mice and especially embryos, a rapid gDNA extraction and PCR method was developed. gDNA was isolated from a small ear notch of the *Thoc2* mice (also served as animal identifier) or embryo toe-tip using MyTaq Extract-PCR Kit (Meridian Bioscience, BIO-21127). PCR amplification was performed using MyTaq HS Red mix 2× supplied with the gDNA extraction kit (details in Supplementary Data 5).

### RNA extraction and RT-PCR

RNA was isolated from mouse brain using RNeasy Mini Kit and on-column RNase-free DNase-treatment (Qiagen, 74004). cDNAs were generated from the total RNA (1 µg each) using Superscript IV reverse transcriptase (Invitrogen, 18091050). PCR amplification was performed using Phusion High-Fidelity DNA Polymerase (NEB, M0530S). PCR products were gel purified and subjected to Sanger sequencing.

### In vitro fertilization and blastocyst genotyping

In vitro fertilization was performed to generate large batch of blastocysts using a published protocol^82^. Briefly, the donor females (8–12 weeks old) were first injected with 0.15 ml of pregnant mare’s serum gonadotropin (PMSG) (7.5 IU) and 48 h later with 0.15 ml of human chorionic gonadotropin (hCG) (7.5 IU) intraperitoneally. After 15–17 h, the superovulated females were sacrificed by cervical dislocation and oviducts were collected. Similarly, mature donor males (3-4 months old) were sacrificed and cauda epididymides harvested, cut and the clots of spermatozoa were collected in a drop of CARD FERTIUP-PM medium (Cosmo Bio, USA, KYD-002-05-EX) and allowed to capacitate for 60 min by placing the dish in an incubator (37 °C, 5% CO_2_). Next, each oviduct ampulla was dissected, and cumulus-oocyte-complexes (COCs) were allowed to release and transferred into drops of CARD Medium (Cosmo Bio, USA, KYD-003-EX). The COCs were then placed in an incubator (37 °C, 5% CO_2_) for 30–60 min before starting the in vitro fertilization process. After the incubation period, adequate amount of sperm suspension was added to the drops of COCs. After 3 h of incubation, the oocytes were washed three times using modified human tubal fluid (mHTF)^83^ and cultured for further 3 h. After a total of 6 h of incubation with sperm in vitro, presumptive zygotes were assessed for evidence of fertilization (2 pronuclei), divided into groups of 20–30 zygotes per drop of mHTF and cultured in mHTF overnight. Next day, 2-cell embryos were assessed and grouped for further 72-hour culture allowing them to develop to blastocyst stage. The blastocysts were removed from the culture media and transferred into micro-drops of M2 media (Merck, M7167) at room temperature. Individual blastocysts were frozen in PCR tubes in 1 µl of M2 medium plus 9 µl sterile water at -20 °C for subsequent DNA extraction. Blastocyst gDNA was extracted by adding 10 µl of extraction buffer (185.5 mM Tris-HCl pH 8.3, 185.5 mM KCl, 0.008 % gelatin, 0.8 % Tween 20, 1.2 mg/ml baker’s yeast tRNA (Sigma, R8759) and 8.5 mg/ml Proteinase K (Thermo Scientific, EO0491) into the individual blastocyst containing PCR tubes followed by incubation at 56 °C for 10 min and then at 95 °C for 10 min. The blastocysts were then genotyped by same the PCR strategy used for genotyping the *Thoc2* embryos and postnatal mice as described above.

### Cell culture

#### Fibroblasts

Dermal fibroblasts from the *THOC2* Ex37-38Del patient and unrelated male controls were maintained in DMEM (Gibco, 10566024) containing 2 mM L-glutamine, 1 mM sodium pyruvate, and 10% foetal bovine serum (FBS) at 37 °C with 5% CO_2_.

#### Primary Mouse Neurons

Primary neuronal (cortical and hippocampal) cultures were prepared from E18.5 (18.5 days post coitum) embryonic brains isolated from the time-mated *Thoc2*^*Δ/+*^ females as previously described with some modifications^84^. Briefly, the brains were micro-dissected to remove midbrain and the meninges, trypsinised (0.05% w/v) for 20 min at 37 °C with gentle shaking every 5 min. The tissues were then washed with neuron-plating medium (Neurobasal A medium supplemented with 10% FBS, 1 mM sodium pyruvate, 2 mM L-glutamine and 1% penicillin/streptomycin). The cells were triturated using fire-polished glass pipettes and plated in Poly-L-Lysine-coated coverslips (Menzel Gläser, MENZBB018018A2) at a density of 3 × 10^3^ cells per well of 12-well culture plates for immunofluorescence (IF) studies or 1 × 10^6^ cells per well of 24-well MEA plate (Multichannel Systems, Germany, 24W300/30G-288) for multielectrode array studies, and maintained in neuron maintenance medium (Neurobasal A supplemented with 2% B-27 supplement, 2 mM Glutamax and 1% penicillin/ streptomycin) and cultured for the required duration with half change of media every 3^rd^ day.

#### Primary mouse neural stem cells (NSC)

NSCs were isolated from the dorsal cortex of E18.5 embryonic mouse brains and cultured as non-adherent neurospheres as described^56^. Briefly, dorsal cortex was isolated by micro-dissecting midbrain and the meninges, and then trypsinised (0.05% w/v) for 20 min at 37 °C with gentle shaking every 5 min. The tissues were then washed with NSC medium (DMEM/F12 medium supplemented with 2% B27, 1% penicillin/streptomycin, 20 ng/ml EGF and 20 ng/ml bFGF). The cells were triturated using fire-polished glass pipettes and plated in T25 flasks with NSC medium at a density of 4 × 10^6^ cells/flask. The neurospheres were supplemented with fresh NSC medium every 3rd Day. For generating the adherent NSCs, passage 2 neurospheres were dissociated into single cell suspension using trypsin (0.05%) in Versene solution (Gibco, 15040066) and plated at a density of 1.8 × 10^6^ cells/9.5 cm^2^ culture area in NSC medium. The media was half changed every 2^nd^ Day.

### RNase H1 lentivirus generation

Mouse RNase H1 (NM_001286865.1) was PCR amplified from the mouse fibroblast cDNA using attB1-forward and attB2-Reverse primer (sequences in Supplementary Data 5) with Platinum SuperFi PCR Master Mix (Thermo Scientific, 12368010), gel purified and recombined into pDONR221 gateway plasmid. The resulting construct was recombined into pJS65 MND-DEST SV40-Tomato (kindly provided by Prof Richard Iggo, INSERM, Bordeaux, France). The RNase H1 expressing lentivirus was generated by co-transfecting pMD2.G, psPAX2 and pJS65 MND-DEST SV40-Tomato-Myc-mRNase H1 plasmids using published PEI protocol^85^. The lentivirus was tested for RNase H1 expression by transducing the HEK293T cells (ATCC, 293T-CRL-3216) at different MOIs and western blotted with the mouse anti-c-Myc (9E10)-HRP antibody (1:2000) (See Supplementary Data 6) (Supplementary Fig. 8b).

### Western blotting

Mouse tissue samples were lysed in 50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, 1× Protease inhibitor/No EDTA and cultured cells (NSCs and Fibroblasts) in 50 mM Tris–HCl pH 7.5, 250 mM NaCl, 0.1% Triton X-100, 1 mM EDTA, 50 mM NaF, 0.1 mM Na_3_VO_4_ and 1× Protease inhibitor/No EDTA (Roche). The lysates were sonicated using microtip, 15 sec at 30% amplitude (3× times) for tissues and once for 10 sec at 25% amplitude for cells (Sonics Vibra-Cell VCX 130). The tissue/cell debris were removed by centrifugation at 15,000× *g* for 20 min at 4 °C and proteins assayed using Pierce BCA assay kit (Thermo Scientific, 23227). 8 µg protein of each sample was resolved on 4-12% Bis-Tris (Bio-Rad, 3450123) or 3–8% Tris-acetate protein gels (Invitrogen, EA03785BOX), transferred to nitrocellulose membranes and western blotted with appropriate primary (1:1000) and HRP conjugated secondary antibodies (1:1000) (see Supplementary Data 6). Chemiluminescence signal was detected by Clarity Western ECL Substrate (Bio-Rad, 1705060) and captured using a Bio-Rad ChemiDoc MP Gel Documentation System. Note: The anti-THOC2-I antibody epitope is located between amino acids 1097-1200 and the anti-THOC2-II antibody between amino acids 1543–1593. The two antibodies were used to distinguish full length and truncated THOC2 proteins from the *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ mouse brain or patient cell lysates, respectively. The unprocessed western blots are provided in the Source data file.

### H&E staining

E18.5 and P30 mouse brains were fixed in 4% paraformaldehyde (PFA) and embedded in paraffin. 5 µm sections were cut and stained with Mayer’s Haematoxylin and Eosin in a Leica Autostainer XL/Leica CV5030 Coverslipper machine following standard protocols. Images were acquired using 3D Histech Pannoramic Scan II machine equipped with Carl Zeiss Plan-Apochromat ×20 objective with Point Grey Grasshopper 3 CCD monochrome camera and LED-based RGB illumination unit. The image measurements and annotations were performed in the 3D Histech SlideViewer (V2.6) software.

### Golgi-Cox staining

Golgi-cox staining on P30 mouse brain was performed using a previously reported protocol with slight modification^86^. Briefly, mouse brains were perfused using 4% PFA, removed from the skull and immersed in 4% PFA overnight at 4^o^C. The brains were then incubated for 72 h in Golgi-Cox stain (5% potassium dichromate solution, 5% mercuric chloride and 5% potassium chromate) at 37 °C. The tissue blocks were then removed and placed into 30% sucrose solution for 3 days at room temperature. Sections (200 μm thick) were cut on a vibratome, and images were taken using an Olympus IX83 microscope (Olympus, Japan). Subsequently, analysis of the dendritic spines was carried out using Fiji software (NIH). All sample analysis was carried out blind to mouse genotype.

### Immunofluorescence (IF)

#### Cultured cells

NSCs, primary mouse neurons and fibroblasts were cultured on Poly-L-Lysine (Sigma, P2636) coated glass coverslips and immunostained using a modified protocol reported earlier^3^. Briefly, cells were fixed with 4% PFA for 10 min, washed three times with 1 × PBS, permeabilized with 0.2% Triton X-100 in 1 × PBS for 10 min, washed three times with 1 × PBS, and blocked in 10% Horse Serum in 1 × PBS for 1 h at room temperature. Cells were then incubated with appropriate primary antibodies (1:1000) (see Supplementary Data 6) diluted in 10% Horse Serum in 1 × PBS overnight at 4 °C. The following day, cells were washed three times with 1 × PBS, incubated with appropriate Alexa Fluor secondary antibodies (1:1500) (see Supplementary Data 6) for 2 h at room temperature, washed three times with 1 × PBS and then mounted in ProLong Gold Antifade Mounting agent with DAPI (Invitrogen, P36935) with overnight curing.

#### Brain sections

The IF protocol for tissue sections was used as described earlier^57^ with some modifications. Briefly, E18.5 embryonic mouse brains were fixed by immersion in 4% PFA for 24 h, cryoprotected in 30% sucrose and embedded in Optimal cutting temperature compound (OCT, Tissue-Tek, IA018). A Leica CM1900 cryostat was used to prepare 16 μm sections that were permeabilized using 0.5% Triton X-100 in 1 × PBS for 5 min at room temperature. The sections were washed three times with 1 × PBS, blocked with 10% Horse Serum, 1% BSA and 0.1% Triton X-100 in 1 × PBS for 1 hr at room temperature and incubated with appropriate primary antibodies (1:500 dilution) (see Supplementary Data 6) diluted in 10% Horse Serum, 1% BSA and 0.1% Triton X-100 in 1 × PBS overnight at 4 °C. Following day, sections were washed three times with 0.05% Triton X-100 in 1 × PBS, incubated with appropriate Alexa Fluor secondary antibodies (1:1000 dilution) (see Supplementary Data 6) for 3-4hrs at room temperature, washed three times with 1 × PBS and mounted in ProLong Gold Antifade Mounting agent with DAPI with overnight curing.

#### RNA-DNA hybrid immunofluorescence using S9.6 antibody

S9.6 IF was performed as per published protocols^87,88^. Briefly, mouse NSCs and patient fibroblasts were fixed in ice-cold 100% methanol for 10 min at −20 °C and blocked using 1% BSA in 1× PBS for 1 h at room temperature. Cells were treated with RNase T1 (Thermo Scientific, EN0541) or RNase H (NEB, M0297S) in the presence of appropriate buffers supplied with the enzymes and then incubated with mouse anti-S9.6 antibody (Sigma, MABE1095 or Kerafast, AB01137-23.0) at 1:1000 in 1% BSA in 1× PBS overnight at 4 °C. Next day, cells were washed three times with 1× PBS, incubated with secondary anti-rabbit Alexa Fluor 555 conjugate (see Supplementary Data 6) diluted in 1× PBS with 1% BSA (1:2000) for 2 h at room temperature and finally, mounted in ProLong Gold Antifade Mounting agent with DAPI. Images were captured using a Zeiss Axioplan2 microscope (Carl Zeiss, Jena, Germany) equipped with an HBO 100 lamp (Carl Zeiss) using Axiocam Mrm camera and V.4.9.1.0 software (Axiovision, Carl Zeiss) at 63×63 magnification. For NSCs, image acquisition settings were calibrated using the *Thoc2*^*+/Y*^ NSCs, and for patient fibroblasts, image acquisition settings were calibrated using unrelated control fibroblasts. The same settings were then applied to assess the experimental samples i.e., *Thoc2*^*Δ/Y*^ NSCs and *THOC2* exon 37-38 deletion patient fibroblasts. Fiji (ImageJ) software was used for measuring mean nuclear grey value for S9.6 fluorescence^89^.

### Fluorescence in situ hybridization (FISH)

FISH was used to detect polyA+ RNA in human fibroblasts and mouse neurons as described previously^90^. Briefly, cells were washed once with 1× PBS, fixed with 4% PFA for 10 min, washed three times with 1 × PBS, and then permeabilized with 0.5% Triton X-100 in 1× PBS for 5 min, washed two times with 1× PBS and then once with 2× SSC for 10 mins at room temperature. An oligo dT (70) probe (HPLC purified) labelled with Alexa Fluor 546 at the 5’ end, was then added at a concentration of 1 ng/µl and incubation was performed overnight at 42 °C. The cells were washed two times with 2× SSC, for 15 min each, then once with 0.5× SSC for 5 min, and lastly, once with 1× PBS for 5 min at room temperature. Images were captured using a Zeiss Axioplan2 microscope (Carl Zeiss, Jena, Germany) equipped with an HBO 100 lamp (Carl Zeiss) using Axiocam Mrm camera and V.4.9.1.0 software (Axiovision, Carl Zeiss).

### Flow cytometry

#### Apoptosis assay

Apoptotic NSCs were detected by annexin V staining using a published protocol^91^ with some modifications. Briefly, NSCs were harvested, washed in 1× PBS, and resuspended in 20 μl annexin V binding buffer (Hank’s balanced salt solution with 1% HEPES and 5 mmol/L CaCl_2_) with 0.075 μg/ml annexin V-PE (Stem Cell Technologies, 100-0331) at 1 × 10^5^ cells/ml. The cells were stained for 20 min at 4 °C, diluted with 200 μl of ice-cold annexin V binding buffer, and analysed immediately on a LSRFortessa X20 Flow cytometer (BD Biosciences).

#### Cell cycle assay

For cell cycle assay, NSCs were resuspended in pre-warmed media at 1 × 10^6^ cells/ml. Hoechst 33342 (Sigma, B2261) added at a final concentration of 10 µg/ml, mixed thoroughly, and incubated at 37 °C for 45 min in dark. The cells were then pelleted and resuspended in 500 µL of cold PFE solution (1× PBS, 2% FBS, 2 mM EDTA) and analysed on a LSRFortessa X20 Flow cytometer (BD Biosciences). All Flow Cytometry data were analysed using FlowJo V. 10.0.8 software (FlowJo, LLC). The gating strategy has been exemplified in Supplementary Fig. 9 provided in the Supplementary information file.

### TUNEL assay

TUNEL assay was performed on NSCs cultured on Poly-L-Lysine treated coverslips using Click-iT Plus TUNEL Assay kit (Invitrogen, C10617). The coverslips were then mounted using ProLong Gold Antifade Mounting agent with DAPI and imaged on a Zeiss Axioplan2 microscope using Axiocam Mrm camera and V.4.9.1.0 software at ×20 magnification. Percentage of apoptotic NSCs was determined by quantifying TUNEL-positive cells in five random microscopic fields capturing ≥100 cells per technical replicate.

### Single cell electrophoresis assay

DNA damage in E18.5 mouse NSCs and patient fibroblasts was assessed using alkaline single cell electrophoresis or comet assay^47^ with minor modifications. Briefly, NSCs were harvested and resuspended in 1% low-melting point agarose prepared in distilled water. The cell suspension was dropped on glass slides precoated with a thin layer of 1% agarose in distilled water and spread with a coverslip (22 mm × 22 mm) to make the electrophoresis mini gel. The cells were lysed using comet lysis buffer (2.5 M NaCl, 100 mM disodium EDTA, 10 mM Tris-HCl pH 10, 200 mM NaOH, 1% Triton X-100 and 1% sodium lauryl sarcosinate) for 1 hr at 4 °C. Electrophoresis was performed using an alkaline electrophoresis solution (200 mM NaOH, 1 mM disodium EDTA, pH >13). The slides were stained with SYBRGold Nucleic Acid Gel Stain (Invitrogen, S11494) and imaged using a Zeiss Axioplan2 microscope. The tail moments were quantified using the CaspLab software^92^.

### Dot blot assay

Dot blot assay was performed using a published protocol^64^ with some modifications. Briefly, gDNA was isolated from mouse NSCs or patient fibroblasts using DNeasy Blood and Tissue Kit (Qiagen, 69504) without the RNase treatment. Equal amount of gDNA of each sample (2 µg) was treated with RNase T1 (Thermo Scientific, EN0541), RNase H (NEB, M0297S) or buffer at 37 °C for 1 hr. The samples were spotted on a nitrocellulose membrane, cross-linked using a UV cross linker (GS Gene Linker, Bio-Rad) (120 mJ) and blocked in 5% milk in PBST (1× PBS, 0.1% Tween 20) overnight. The membrane was incubated with rabbit S9.6 antibody (1:1000) diluted in 3% milk, 1% BSA in PBST overnight at 4 °C. Next day, the membrane was washed three times with PBST, incubated with goat anti-rabbit-HRP antibody (Agilent, P0448) diluted in 3% milk, 1% BSA in PBST (1:1000) for 2 h at room temperature, washed three times with PBST and visualized using Clarity Western ECL Substrate on a Bio-Rad ChemiDoc MP Gel Documentation System.

### Neural migration assay

In vitro neuronal migration assay was performed as reported^54^. Neurospheres at Passage 3 were cultured for 5 days and then seeded on Poly-L-Lysine coated coverslips at 100 neurospheres/9.5 cm^2^ in NSC medium without the growth factors. Neurons were allowed to migrate away from the seeded neurosphere for 48 h and then fixed with 4% PFA. Immunofluorescence was performed using anti-ß-Tubulin III (Tuj1) antibody (1:1000 dilution). A neuronal migration scoring system we published was used^52^. Neurospheres and the migrating neurons were imaged using a Zeiss Axioplan2 microscope (Carl Zeiss). The edge of contiguous nuclei was used as neurosphere periphery and its outline was used to generate concentric circles (bins) using Fiji software, outside of the neurosphere (which are the migration zones) with increasing size (each bin increases by 45 µm). Neural cell density was then calculated in each bin, which results in migration distance measurement independent of initial sphere size, and bin volumes.

### Neural differentiation assay

Passage 3 neurospheres were cultured for 5 days, dissociated into single cell suspension, and plated on Poly-L-Lysine coated coverslips at 2.1 × 10^4^ cells/9.5 cm^2^ culture area in NSC medium without the growth factors. The cells were allowed to differentiate for 72 h and then fixed with 4% PFA. Immunofluorescence was performed as above. Cell type specific primary antibodies used were: GFAP (for astrocytes), CNPASE (for oligodendrocytes), ß-III TUBULIN (for neurons), and PAX6 (for progenitors). The details of the primary (all diluted 1:1000) and secondary antibodies (all diluted 1:2000) are provided in the Supplementary Data 6.

### Multielectrode array analysis

Spontaneous neural network activity was recorded using 24-well multielectrode arrays (MEAs) (Multichannel systems, MCS GmbH, Reutlingen, Germany) embedded with 12 gold electrodes with a diameter of 30 μm, spaced 300 µm apart as described^57^ with some modifications. The wells were coated with Poly-L-Lysine and neurons were plated at 1 × 10^6^ cells/well. Before recording neuronal activity, the plates were equilibrated in the MEA recording chamber for 30 min at 37 °C with 5% CO_2_. Neuronal activity was then recorded for 15 min. Recordings were sampled at 20,000 Hz and filtered using a high-pass 2nd order Butterworth filter with a 100 Hz cut-off, and a low-pass 4th order Butterworth filter with a 3500 Hz cut-off. The individual spike detection threshold was set at ±6.0 standard deviations. MEA data was analyzed using Multiwell analyzer software (Multichannel systems) and a MATLAB (The Mathworks, Natick, MA, USA) code to extract parameters describing the spontaneous network activity^93^. The mean firing rate (MFR) (Hz) was calculated for each well individually by averaging the firing rate of each separate electrode by the total amount of active electrodes of the well. Bursts were detected by the Multiwell analyzer built-in burst detection algorithm. Bursts were defined with a maximum of 50 ms inter spike interval (ISI) to start a burst, a maximum of 50 ms ISI to end a burst, with a minimum of 4 spikes per bursts, and a minimum of 100 ms inter burst interval (IBI). Synchronous network bursts were detected when a burst was present in at least 50% of all electrodes. The percentage of random spikes (PRS) was calculated using the percentage of isolated spikes that did not belong to a burst. The IBI, and network burst IBI (NIBI) were calculated by subtraction of the time stamp of the beginning from the time stamp of the ending of each burst or network burst.

### Synaptic puncta analysis

Quantification of excitatory synapses was performed as reported^57^. Neurons were stained with dendritic MAP2 (purple) (1:1000), presynaptic SYN1 (red) (1:500) and postsynaptic PSD95 (green) (1:500) markers and imaged using Zeiss Axioplan2 microscope (Carl Zeiss) at ×63 magnification. Fiji software (NIH) was used for quantitative analysis of SYN1/PSD95 co-localisation puncta (yellow) by manual labelling using the multi-point tool. Antibody details are provided in the Supplementary Data 6.

### Whole genome sequencing and analysis

gDNA was isolated using High Pure PCR Template Preparation Kit (Roche, 11796828001) as per manufacturer’s instructions. gDNA of each sample was initially quantified by NanoDrop (Thermo Fisher Scientific Inc.) and quality checked for purity and integrity by agarose gel electrophoresis, followed by final quantification using Qubit 2.0 fluorometer. Next generation sequencing libraries were prepared using NEBNext Ultra II DNA Library Prep Kit for Illumina with NEBNext Multiplex Oligos for Illumina (NEB E7645). All library clean-up steps were performed using Agencourt AMPure XP (Beckman Coulter). Paired-End 150 bp sequencing was performed using an Illumina NovaSeq 6000 system according to manufacturer’s instructions. Sequence reads were mapped to GRCm38 with BWA-MEM (0.7.15) and variants were called using GATKv4.1.6. All variants were annotated for allele frequency, locus identity and likely pathogenicity using SnpEff^94^ and filtered for significance using SnpSift^95^. The copy number variations were detected and characterized using CNVnator^96^. The alignments for the sequence reads were viewed with the Integrative Genomics Viewer (IGV) v.2.14.0.

### RNA sequencing and analysis

Total RNAs were extracted from the E14.5, E18.5 and P10 mouse brain dorsal cortex (we refer to it as ‘brain’ in the text for simplicity) by in-house protocol that uses combination of TRIzol Reagent (Invitrogen) and RNeasy Mini Kit (Qiagen) and quantified and qualified by NanoDrop (Thermo Fisher Scientific Inc.), Agilent 2100 Bioanalyzer (Agilent Technologies, USA), and 1% agarose gel. 1 μg total RNA from each sample with RNA integrity number (RIN) value ≥ 7 was used for library preparation. Next generation sequencing libraries were prepared using VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina as per manufacturer’s protocol (Vazyme Biotech). Briefly, the poly(A) mRNAs were isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). The mRNA fragmentation and priming were performed using NEBNext First Strand Synthesis Reaction Buffer and Random Primer mix. The first strand cDNA was synthesized using NEB ProtoScript II Reverse Transcriptase and the second-strand cDNA using Second Strand Synthesis Enzyme Mix. The double-stranded cDNAs were purified using AxyPrep Mag PCR Clean-up (Axygen) and treated with NEBNext Ultra End Repair/dA-Tailing mix to convert fragmented DNA to repaired DNA and add dA-tails to both ends, followed by T-A ligation using NEBNxt Ultra II Ligation Module to add adaptors to both the ends. The adaptor-ligated DNAs were size selected for fragments of ~360 bp (with ~300 bp inserts) using AxyPrep Mag PCR Clean-Up kit (Axygen). Each sample was amplified by PCR for 11 cycles using P5 and P7 primers; both primers carried sequences that can anneal with flow cell to perform bridge PCR and P7 primer with a six-base index allowing for multiplexing. The PCR products were cleaned up using AxyPrep Mag PCR Clean-Up Kit (Axygen), validated using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA), and quantified by Qubit 2.0 Fluorometer (Invitrogen, USA). The libraries with different indices were multiplexed and loaded on an Illumina NovaSeq 6000 (Illumina, USA). Strand-specific sequencing at 80 million 2 × 150 bp paired-end reads per sample was carried out. Sequence read pairs from each sample were quantified against the mouse transcripts using Salmon v1.6.0^97^ with prebuilt indexes for the mouse mm10 genome build available from RefGenie (http://refgenomes.databio.org/v3/assets/splash/0f10d83b1050c08dd53189986f60970b92a315aa7a16a6f1/salmon_sa_index?tag=default)^98^. 

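The deposited tables list 35727 genes and 116546 transcripts with Ensembl identifiers, and 35422 of the genes were matched to a symbol and a position in the GENCODE M21 annotation of GRCm38. Applied to the gene counts at each stage alone, edgeR's filterByExpr kept 16204 genes at E14.5, 15963 at E18.5 and 16420 at P10. At E18.5, 707 genes had an adjusted p-value below 0.05 if at least 10 counts were required in every library and 566 if no filter was used (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 566, 555 were among the 658. In simulated counts with the means and library sizes of these libraries and the true fold changes of 200 genes known, the same test recovered 152 of the 197 changed genes that passed the filter at E14.5, 179 of 196 at E18.5 and 160 of 197 at P10, with 5, 5 and 17 false calls. All simulated changes were larger than the median absolute log2 fold change of the genes called at E18.5, 0.27. Recovery of changes of that size was therefore not measured, and the simulated genes varied independently.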

Differential gene and transcript expression between *Thoc2*^*+/Y*^ and *Thoc2*^*Δ/Y*^ genotypes were assessed at each developmental time point separately (E14.5, E18.5 and P10) using the default options for the *glmQLFit* function on transcripts that were included after using the *filterByExpr* function from the *edgeR* v 3.40.2 package in the R v 4.2.2 environment^99^. Lists of expressed genes or transcripts not excluded by the *filterByExpr* function at each time point were used as the background in subsequent gene-ontology analyses. Gene ontology term enrichments were analysed using the g:GOSt functional profiling tool available from the g:Profiler web service (https://biit.cs.ut.ee/gprofiler/gost)^39^. ENSEMBL mouse gene ID were submitted as an ordered query ranked by ascending p-values to a cut off value < 0.01 for each time point. Significantly enriched terms (FDR < 0.05) identified from g:GOSt analysis were then clustered using the REVIGO web service (http://revigo.irb.hr/)^100^. The percent GC content of the differentially expressed genes were compared to the mouse genome using ShinyGO v0.76^101^.

### Total brain proteome analysis using LC-MS

Embryonic day 18.5 and adult Day 10 mouse brains were lysed in 500 µl 0.1 M triethylammonium bicarbonate (TEAB) using the Precellys tube homogeniser. The cell lysates were heat-treated for 5 min at 95 °C and further homogenized using a sonicator probe at 4 °C (80% output). Samples were centrifuged at 13,000 × *g* for 10 min at 4 °C to remove cell debris. Protein concentration in the supernatants was estimated using the Nanodrop (Thermo Fisher Scientific). A total of 100 µg protein from each sample was reduced using 10 mM tris(2-carboxyethyl)phosphine (TCEP) with 0.05% SDS, alkylated with 200 mM methyl methanethiosulfonate (Sigma Aldrich, Australia) and digested overnight with 50:1 trypsin (Pierce Thermo Fischer Scientific, Australia) at 37 °C. Trypsin digestion was stopped by incubation with 10% trifluoroacetic acid (TFA) at 37 °C for 15 min followed by centrifugation at 13,000 × *g* for 10 min at 4 °C The supernatants containing digested peptides were dried down and dissolved in 50 µl 0.1% trifluoroacetic acid and desalted using home-made POROS R3 (Life Technologies, Mulgrave, Victoria, Australia) micro-column. The clean peptides were then used for LC-MS/MS.

The peptide samples (200 ng per sample) were separated by nano-liquid chromatography (nLC) using the Dionex RSLC 3500 system (Thermo Fischer, Australia) coupled online to the trapped-ion mobility spectrometry Time-of-Flight (timsTOF) *Pro* mass spectrometer (Bruker Daltonics, Germany) using the Data Independent Acquisition-Parallel Accumulation Serial Fragmentation (DIA-PASEF) mode. Reversed-phase chromatography was done using a 25 cm, 75 µm ID Aurora C18 nano column (IonOpticks, Australia) with an integrated captive spray emitter. The peptides were eluted using a 125-minute gradient from 0% to 35% buffer B (acetonitrile in 0.1% formic acid) at a rate of 400 nL/minute. Buffer A consisted of 0.1% (v/v) formic acid.

The raw data files from each sample generated on the timsTOF Pro mass spectrometer were processed using the software package Spectronaut™ v16.3 (Biognosys)^102^. directDIA™ analysis was performed and the data were searched against the Uniprot *Mus musculus* FASTA database (17,056 entries; Year 2021). The following additional parameters were applied: variable modifications–deamidation (N/Q), oxidation (M); fixed modification—methylthio (C); enzyme—Trypsin/P; missed cleavages—2. All other parameters were set to default values. Proteins with a false discovery rate (FDR) of ≤1% were reported. Gene Ontology (GO) enrichment analysis was performed using Enrichr web-platform^103,104^. For the Enricher plots, *p* value values for function clustering and multiple detection corrections were calculated, and the plots were sorted based on the Benjamini-Hochberg corrected *p* value represented as the length of the GO term bars. Volcano plots were generated using R-studio^105^. Venn diagrams were generated using jvenn online platform^106^. The percent GC content of the genes corresponding to dysregulated proteins were compared to the mouse genome using ShinyGO v0.76^101^.

### Behavioural testing

#### Morris water maze

This test was used for assessing spatial and related forms of learning and memory. The 1.2 m diameter water maze pool was filled to a depth of 40 cm with 22 °C water, leaving 15 cm diameter submerged platform 1 cm below the water level. Approximately 500 ml of non-toxic white paint was added to the water to make it opaque and hide the platform from the animal. It also served as a contrast agent for tracking the dark-coloured mice. The mice were placed in the water (one at a time) at one of the cardinal points: North (N), South (S), East (E) and West (W) that created imaginary four equal quadrants and allowed 2 min to find the platform. If the mouse found the platform within this time it was allowed 10 sec on the platform before being removed, gently towelled down, and placed under a warming lamp. If the mouse failed to find the platform within the 2 min time window, it was guided to the platform and left for 10 sec on the platform before being removed, towelled down, and placed under a warming lamp. The routine was repeated four times per day, with an interval time of 20–30 min between swims, for 5 days. A probe trial was run at the end of reference memory trials to assess working memory. Video capture and quantification was performed using the CleverSys TopScan tracking software.

#### Y-maze

The Y-Maze (SD instruments), used to assess willingness to explore new environment, had three identical arms of 30 cm in length, which were symmetrical to each other. The walls of the apparatus were 14 cm high. For the first trial, the mouse was placed at the end of the home arm, facing away from the centre, and allowed to explore 2 of the 3 Y-Maze arms for a 10-minute period. A partition blocking off the novel arm of the maze was in place during this initial trial (Trial 1). Each of the three arms were marked by a unique cue attached to the end to differentiate it from the others. The cues used in the present study were 2-dimensional pictures of black and white symbols including a circle, stripes, and triangles. Two hours later, the test was repeated with the partition removed so that all arms, including the novel arm, were available to explore (Trial 2). The time spent in each of the three accessible arms was video recorded during 5-minute trial, and the data, including arm entries and time spent in each arm, were electronically recorded. Analysis was performed using TopScan rodent tracking software. Mice typically prefer to investigate the novel arm in the maze rather than returning to one that has been previously visited. Therefore, mice with intact working memory should remember not having visited the novel arm and should spend a greater proportion of time exploring that arm relative to the other arms, a parameter termed as spontaneous alteration and utilized for assessing the working memory of mice.

#### Barnes maze

The Barnes maze test, used for testing spatial learning, spatial reference memory and executive function, was performed using a modified method^107^. The maze is an elevated, open circular platform with holes evenly distributed around the periphery. One of the holes is pre-determined as the escape hole, with a black escape box placed below the hole. The test was performed over the course of five days: three days of acquisition trials, a rest day, and a probe day. During the trials, animals were subjected to two trials spaced 15–20 min apart. Mice were placed in the centre of the Barnes maze in a brightly lit room and the time taken by the animals to find and enter the escape box recorded. On day 5, two trials were conducted 30 min apart. In both trials, the time taken to locate and enter both the location of the old escape box, as well as a novel escape box location, were recorded. Data was recorded using the ANY-maze Video Tracking System version 4.99 m (Stoelting Co.).

#### Rotarod test

This test was used for testing balance, grip-strength, and motor coordination. Mice were pre-trained on the rotarod (Ugo Basile, Italy) for three 5-minute trials. The first two trials were run at a constant speed of 4 rpm, and the 3rd one at an accelerating speed ranging from 4–40 rpm over the 5-minute period. The testing phase was carried out on the next day and involved three trials. Each trial involved the accelerating setting (4–40 rpm) across the 5-minute trial. The time a mouse stayed on the rotating rod before falling was taken as a measure of motor co-ordination. The interval between trials was 25–30 min.

#### DigiGait test

This test was used for in-depth assessment of gait. The mouse was placed inside the testing chamber positioned above a clear Perspex treadmill belt. The treadmill was started at a low speed (usually 10 cm/sec) until the animal was comfortable with walking on the treadmill. The speed was then slowly increased up to 25 cm/sec (depending on the motor functionality of the mice) and recordings of ventral view of mice were made using a high-speed camera positioned below. Approximately 15 steps were captured. The mouse was then returned to its home cage, with the instrument automatically computing the parameters of interest, such as Swing duration of the paws, Braking time, Propulsion time, and Stride length.

#### Open field test

The open field test was used to assess locomotor activity and anxiety, based on the innate but conflicting tendencies of mice to avoid bright light, and open spaces and engage in the exploration of a novel space. Mice were placed into a brightly lit open field (1 m × 1 m, grey arena) for 10 min. Open field activity was recorded and analysed using CleverSys tracking software. Anxiety-like behaviour was assessed by examining the time that mice spent in the perimeter relative to the centre of the maze.

#### Beam walking

This test was used for assessing fine motor coordination and balance in mice. A black acrylic beam 1 m in length and tapering in width from 3.5 cm to 0.5 cm was elevated ~50 cm above a padded cushion. Animals were placed on the wider end of the beam and required to walk up the incline to the narrow end, where an enclosed box was positioned. Animals underwent a training comprised of 3 trials at least 48 hr before testing. Mice were subjected to three consecutive test trials with a 30-minute interval between trials. The time to traverse the beam was recorded and test trials were filmed on both sides from the escape box end for retrospective analysis of foot slips. Recordings were analysed by a single observer blinded to the treatment condition. The results were averaged between the three test trials.

#### Pasta manipulation (Capellini Handling Test)

The test quantitatively measures forepaw dexterity and was performed as reported^37^. In brief, capellini pasta pieces (1.0 mm diameter) were cut to 2.6 cm lengths and marked at 0.86 cm increments to allow for visualisation of pasta strand movement during testing. Animals were given capellini pasta in their home cage to eat for 7 days prior to the test and were simultaneously habituated in the plexiglass testing chamber for up 10 min each day. On the day prior to test day, food was removed from the home cage overnight (~10–12 hrs). On the test day, mice were placed in the Plexiglass cage, on top of and surrounded by mirrors, for 5 min. Video cameras, with a high frame rate and ×16 zoom lens, were set up on both sides to capture the reflection of the paws of mice in the mirror while they eat/manipulate the pasta. After 5 min of habituation, a piece of pasta was dropped into the cage and recording continued until a maximum of 3 pasta were consumed. The trial length was 10 min. Parameters such as average eating time per pasta, no of times pasta dropped, paw adjustments while eating and atypical behaviors were analysed from the captured video.

#### Adhesive removal test

This test was performed as described earlier^38^ to assess sensorimotor function in the mice. During the experiments, a piece of adhesive tape (3 mm × 3 mm) was gently placed on the forepaw by using blunt-end forceps. Sensorimotor performance was investigated by measuring the latency to contact the adhesive (time-to-contact) and the latency to remove the adhesive from each paw (time-to-remove). The maximum trial length was 120 sec. Trials were conducted one paw per trial, two trials for each paw, for a total of four trials, and latency was recorded and averaged across the trials.

#### Elevated plus maze

The elevated plus maze test was used to measure anxiety. The maze was comprised of two open arms and two closed arms that extended from a common central platform elevated to a height of 40 cm above the floor. The closed arms provided protection via a 15 cm high wall with a passageway 4.5 cm wide. The open arms had no walls but were of the same width as the closed arms. Mice were placed on the centre square, facing an open arm, and allowed to freely explore the apparatus for a 10-minute period. Video capture and analysis for parameters including number of arm entries and time spent in the closed versus open arms was performed using the CleverSys TopScan tracking software.

#### Light–dark test

The light-dark test measures anxiety-like behaviour and was conducted in the TruScan locomotor system (Coulbourn Instruments, USA). The locomotor cells were 40.6 cm wide 40.6 cm deep × 40.6 cm high, encased by twin photo-optic arrays (sensor rings), set up to quantify and qualify movements in the horizontal plane. A black Perspex insert was used to create an area in which half the cell is dark, and half is light (750 lux). The mice were placed in the dark side and left to wander freely for 10 min. The photocells in the sensor rings measure movement from the dark side to the light side and back, and the amount of time spent in each zone was calculated by the TruScan software. The light/dark exploration test measures the conflict between the natural tendencies of a mouse to explore a novel environment versus their tendency to avoid a brightly lit open field. More anxious animals spend less time in the lit area.

#### Grip strength test

A grip strength meter (Ugo Basile, Italy) was used to test the forelimb grip strength of the mice. The technique relies on the inherent resistance of mice to a backward movement due to which they tend to grasp/grip any available object to counter against the pull-back applied by the researcher. The mouse (one at a time) was moved close to the T-shaped bar with its torso horizontal and only forepaws touching the bar. The mouse was then gently pulled backwards by its tail making sure that it gripped the frontal portion of the T-bar. The digital meter recorded the peak force applied by the mouse while grasping the T-bar. Three trials were performed per animal to generate the average grip strength measurement data.

### Statistics and reproducibility

All results are presented as the mean values ± SEM with details of experimental and biological replicates provided in the figure legends. Comparisons between two groups were analysed by Student’s *t* test and multiple-groups by one/two-way ANOVA using GraphPad Prism 9. In all box plots, the boundary of the box closest to zero indicates the 25th percentile and the boundary farthest from zero indicates the 75th percentile. A line within the box shows the median, and the whiskers above and below the box indicate the maximum and minimum points of the dataset, respectively.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

The whole genome sequencing and RNA-Seq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE245539. The proteomics data generated in this study have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier PXD040358. All remaining data supporting the findings in this study are provided in the manuscript files and/or the Supplementary Information files. Source data are provided with this paper.

# Supplementary material for: Compromised transcription-mRNA export factor THOC2 causes R-loop accumulation, DNA damage and adverse neurodevelopment
**Source:** Nat Commun. 2024 Feb 8;15:1210. doi: 10.1038/s41467-024-45121-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information:**

### **Compromised transcription-mRNA export factor THOC2 causes R-loop accumulation, DNA damage and adverse neurodevelopment**

Rudrarup Bhattacharjee<sup>1,3</sup>, Lachlan A Jolly<sup>2,3</sup>, Mark A Corbett<sup>1,3</sup>, Ing Chee Wee<sup>4</sup>, Sushma R Rao<sup>1,5</sup>, Alison E Gardner<sup>1,3</sup>, Tarin Ritchie<sup>1,3</sup>, Eline J H van Hugte<sup>6</sup>, Umami Ciptasari<sup>6</sup>, Sandra Piltz<sup>2,3,7</sup>, Jacqueline E Noll<sup>8</sup>, Nazzmer Nazri<sup>1,9</sup>, Clare L van Eyk<sup>1,3</sup>, Melissa White<sup>2,3,7</sup>, Dani Fornarino<sup>1,3</sup>, Cathryn Poulton<sup>10</sup>, Gareth Baynam<sup>10,11,12</sup>, Lyndsey E Collins-Praino<sup>4</sup>, Marten F Snel<sup>1,5</sup>, Nael Nadif Kasri<sup>6</sup>, Kim M Hemsley<sup>1,9</sup>, Paul Q Thomas<sup>2,3,7</sup>, Raman Kumar<sup>1,3</sup><sup>†</sup>, and Jozef Gecz<sup>1,3</sup><sup>†\*</sup>

This **Supplementary Information** file contains:

1. Supplementary Figures 1 to 8
2. Gating Strategy for Flow Cytometry (Supplementary Fig. 9)

### Supplementary Fig. 1

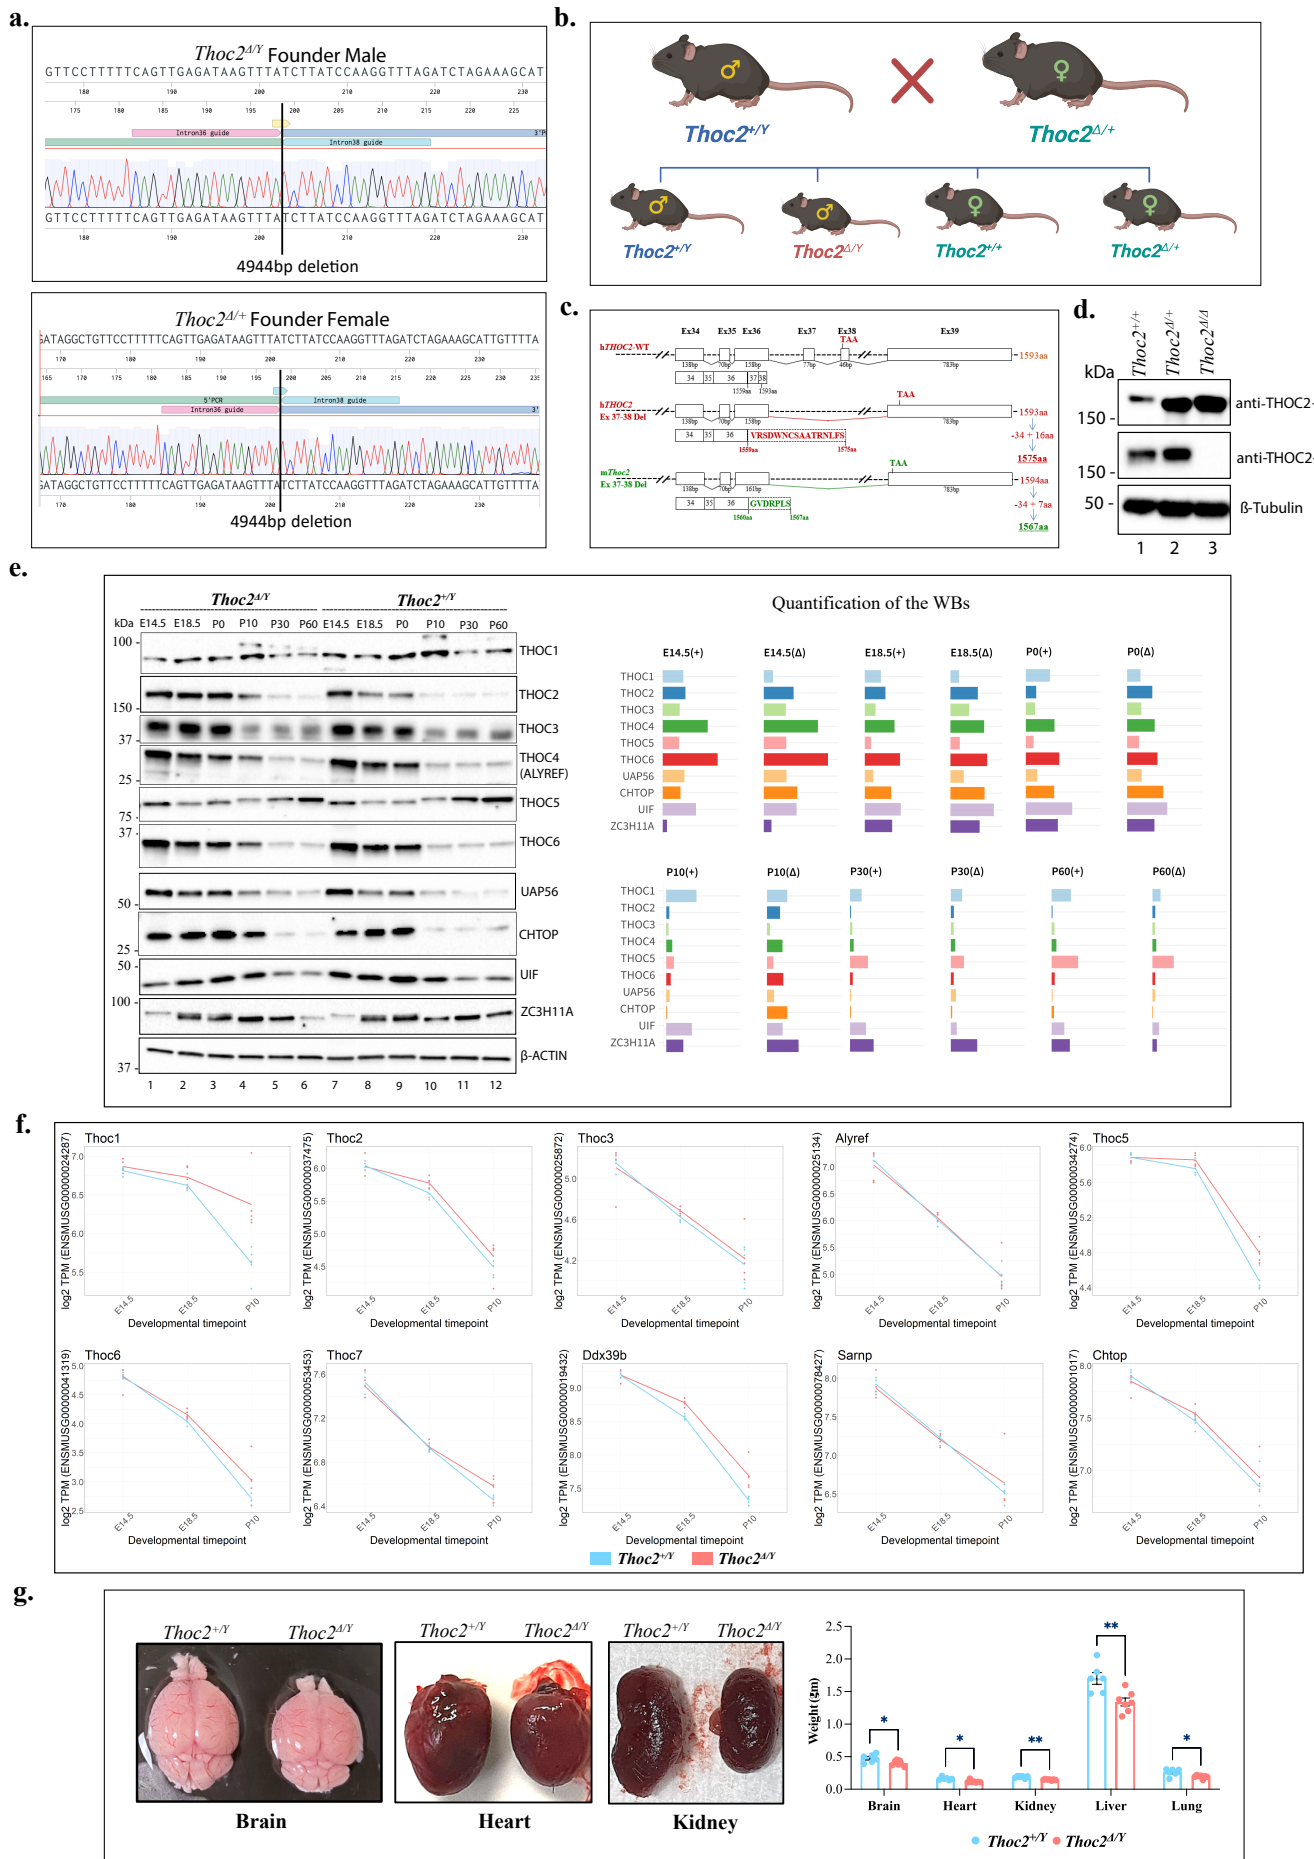

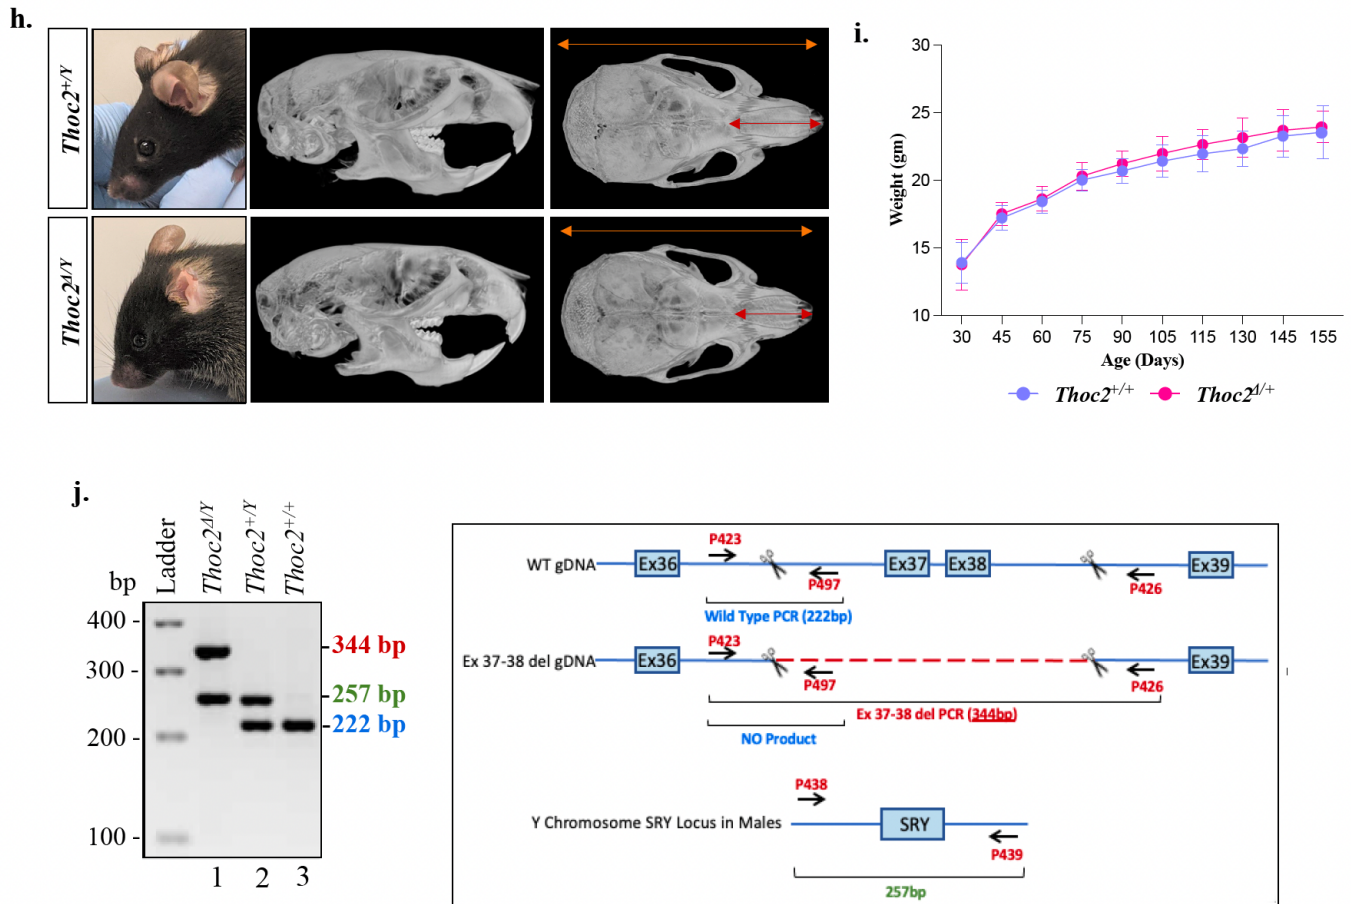

**Supplementary Fig. 1: Characterization of *Thoc2*<sup>Δ/Y</sup> mice.** **a**, Representative Sanger sequencing chromatograms of *Thoc2* DNA amplified from *Thoc2*<sup>Δ/Y</sup> and *Thoc2*<sup>Δ/+</sup> founder mice confirming deletion of exon 37 and 38 (4944 deletion). **b**, Schematic presentation of breeding strategy to generate *Thoc2*<sup>+/Y</sup>, *Thoc2*<sup>Δ/Y</sup> and *Thoc2*<sup>Δ/+</sup> mice. **c**, Schematic showing amino acid sequence of C-terminally truncated THOC2 protein in human and mouse. **d**, Western blot showing THOC2 protein in *Thoc2*<sup>+/+</sup>, *Thoc2*<sup>Δ/+</sup>, and *Thoc2*<sup>Δ/Δ</sup> female mouse brains. Total brain protein lysates were western blotted using anti-THOC2-I antibody (epitope located between amino acids 1097–1200) and anti-THOC2-II antibody (epitope located between amino acids 1543–1593). **e**, Western blot showing different TREX subunit proteins in *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>Δ/Y</sup> mouse brains at embryonic day E14.5, E18.5 and postnatal day P0, P10, P30 and P60. Right panel: Bar graphs showing levels of TREX subunit proteins quantified from the blot in the left panel. **f**, Graphs showing mRNA expression of TREX subunits in *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>Δ/Y</sup> mouse brains at embryonic day E14.5, E18.5 and postnatal day P10 (this paper). **g**, Representative images of brain, heart, and kidney from *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>Δ/Y</sup> mice. Graph showing comparison of weight of the organs ( $n \geq 7$  mice per genotype). Data are presented as mean values  $\pm$  SEM; \* $p < 0.05$ ; \*\* $p < 0.01$ ; two-way ANOVA, Bonferroni's multiple comparison test. **h**, Representative images and microCT scans of *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>Δ/Y</sup> mice head showing their facial features (left) and skeletal structure (right). **i**, Graph showing comparison of weight of *Thoc2*<sup>+/+</sup> and *Thoc2*<sup>Δ/+</sup> mice ( $n = 19$  mice per genotype). Data are presented as mean values  $\pm$  SEM. **j**, Left Panel: Representative genotyping agarose gel image. Lane 1: *Thoc2*<sup>Δ/Y</sup> genotype; Lane 2: *Thoc2*<sup>+/Y</sup> genotype; Lane 3: *Thoc2*<sup>+/+</sup> female genotype. 344 bp band is exon 37–38 deletion specific; 257 bp band is male SRY specific; 222 bp band is normal *Thoc2* allele specific. Right panel: Schematic presentation of genotyping strategy for the *Thoc2* exon 37–38 deletion mouse model. Locations of primers and sizes of the expected PCR amplified products are shown. Source data are provided as a Source Data file. Fig. 1b was created with BioRender.com.

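The RNA levels of TREX subunits that follow are normalized counts of the brain libraries in CPM (mean ± SD, n = 5 mice, n = 4 for the E14.5 libraries labelled *Thoc2* +/Y), by the genotypes of the sample labels. *Thoc2* RNA was 157 ± 21.8 CPM at E14.5, 121 ± 7.83 at E18.5 and 66.8 ± 9.51 at P10 in *Thoc2* +/Y mice, and 149 ± 9.67, 142 ± 10.8 and 76.8 ± 18.9 CPM in *Thoc2* Δ/Y mice. *Thoc1* (ENSMUSG00000024287) went from 91.7 ± 7.16 over 80.1 ± 4.22 to 48.8 ± 8.51 CPM in *Thoc2* +/Y mice, but from 89.2 ± 4.32 over 86.5 ± 6.82 to 72.3 ± 4.73 CPM in *Thoc2* Δ/Y mice. *Alyref* (ENSMUSG00000025134) went from 78.4 ± 11.1 over 45.5 ± 4.04 to 25.8 ± 2.02 CPM in *Thoc2* +/Y and from 79.1 ± 8.00 over 45.5 ± 1.93 to 25.0 ± 1.93 CPM in *Thoc2* Δ/Y mice. *Thoc6* (ENSMUSG00000041319) had the lowest level, at 18.0 ± 2.20, 12.2 ± 0.638 and 5.67 ± 0.457 CPM in *Thoc2* +/Y and 19.2 ± 1.24, 12.7 ± 0.729 and 6.87 ± 1.66 CPM in *Thoc2* Δ/Y mice. *Ddx39b* (ENSMUSG00000019432) had the highest, except at P10 in *Thoc2* +/Y mice, where *Chtop* had 175 ± 9.97 CPM. The level of *Ddx39b* was 496 ± 35.4, 350 ± 14.8 and 173 ± 13.2 CPM in *Thoc2* +/Y mice. In *Thoc2* Δ/Y mice it was 493 ± 23.1, 396 ± 20.4 and 216 ± 29.1 CPM. At P10 1 of the *Thoc2* Δ/Y mice lay far from the other 4 in *Thoc2*, *Thoc3*, *Ddx39b* and *Sarnp*. No change of *Thoc5* was detected from E14.5 to E18.5, at 61.1 ± 3.33 and 59.8 ± 1.91 CPM in *Thoc2* +/Y mice (log2 fold change -0.03, standard error 0.058, adjusted p = 0.67 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).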

## Supplementary Fig. 2

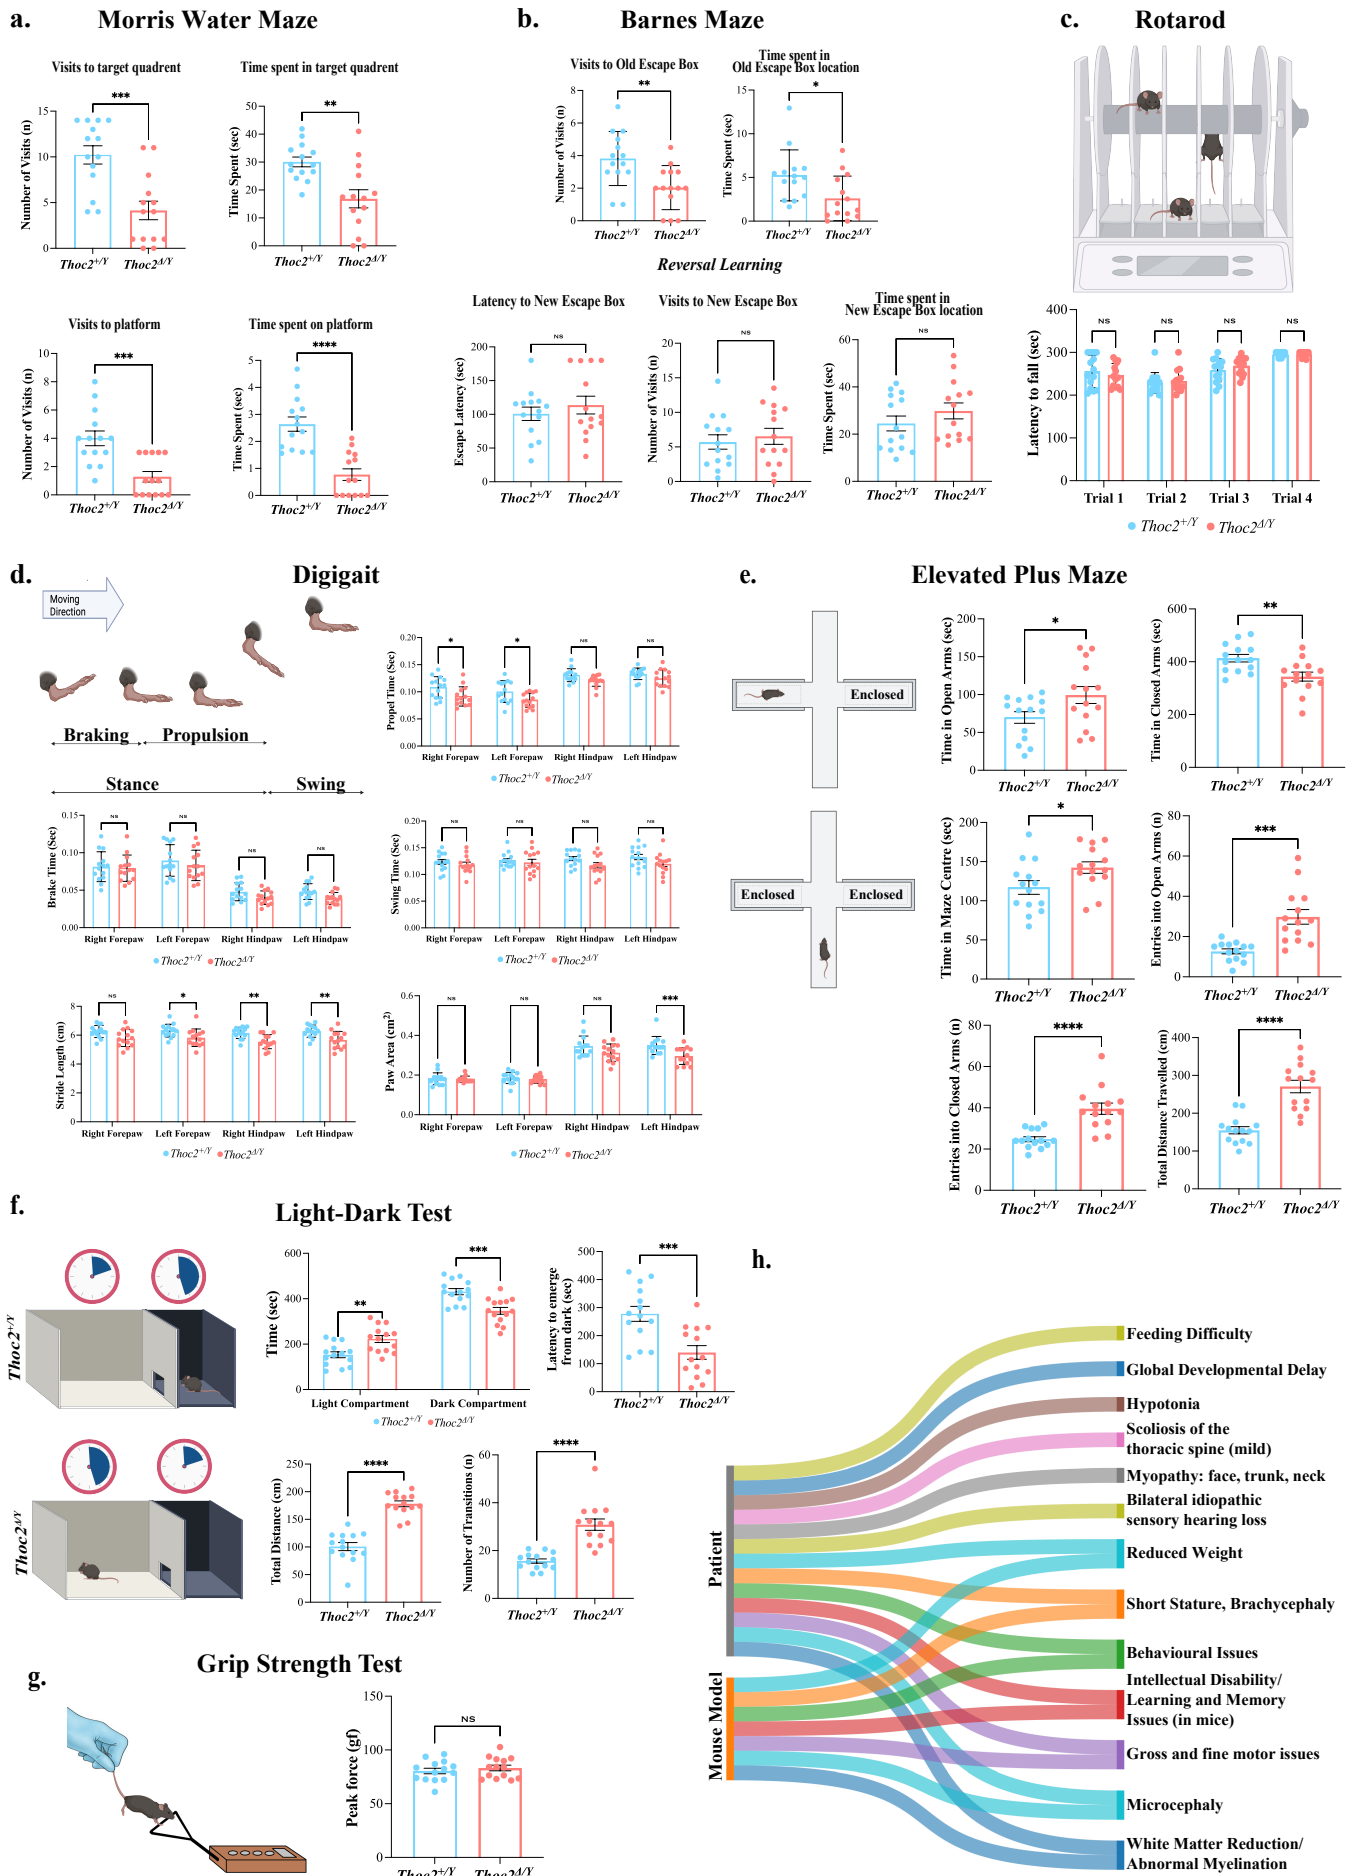

**Supplementary Fig. 2: *Thoc2*<sup>ΔY</sup> mice have multiple neurobehavioral deficits.** **a**, Morris Water Maze test graphs showing number of visits to the target quadrant (upper-left) and time spent in the target quadrant (upper-right) and visits to the platform (lower-left) and time spent in the platform (lower-right). \*\**p* < 0.01; \*\*\**p* < 0.001; and \*\*\*\**p* < 0.0001; two-tailed unpaired student's t-test. **b**, Barnes Maze test graphs showing number of visits to the old escape box (upper-left) and time spent in the old escape box location (upper-right). Lower reversal learning graphs showing latency to escape into the new escape box on the probe day (lower-left), visits to the new escape box (lower-middle) and time spent in the new escape box location (lower-right). \**p* < 0.05; \*\**p* < 0.01; ns = non-significant; two-tailed unpaired student's t-test. **c**, Rotarod test for assessing the motor coordination. ns = non-significant; unpaired student's t-test. **d**, Gait analysis using the Digigait platform. Graphs showing gait parameters, for each paw/limb of the animal, such as propel, brake, swing, length of stride and paw area. ns = non-significant, \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001; two-way ANOVA, Bonferroni's multiple comparison test. **e**, Elevated Plus Maze test for assessing anxiety like behavior. Graphs showing entries into different arms of the maze, amount of time spent in the arms and the total distance travelled by the animals. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001; \*\*\*\**p* < 0.0001; ; two-tailed unpaired student's t-test. **f**, Light-Dark test for assessing anxiety like behavior. Graphs showing time spent in the light and dark compartments, latency to emerge from the dark, number of transitions between light-dark zones and the total distance travelled by the animals. \*\**p* < 0.01; \*\*\**p* < 0.001; \*\*\*\**p* < 0.0001; ; two-tailed unpaired student's t-test (latency to emerge from dark, number of transitions and total distance travelled); two-way ANOVA, Bonferroni's multiple comparison test (time spent in light and dark compartments). **g**, Grip strength analysis using digital grip strength meter. ns = non-significant; ; two-tailed unpaired student's t-test. All tests were performed with *n* = 14 mice per genotype and the data presented are as mean values ± SEM. **g**, Sankey Plot showing overlapping phenotypes between *Thoc2*<sup>ΔY</sup> mice and the *THOC2* exon 37-38 deletion patient. Source data are provided as a Source Data file. Schematics in figures c-g were created with BioRender.com.

Supplementary Fig. 3

a.

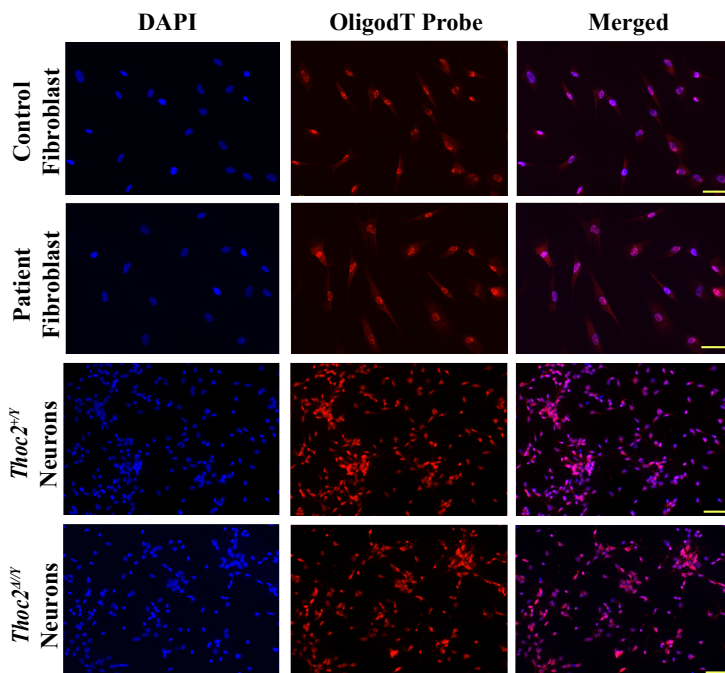

b.

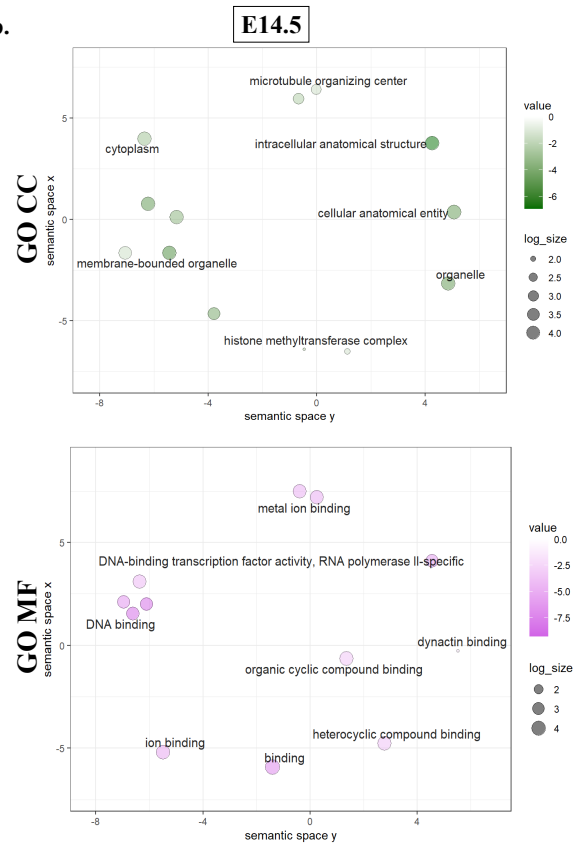

c.

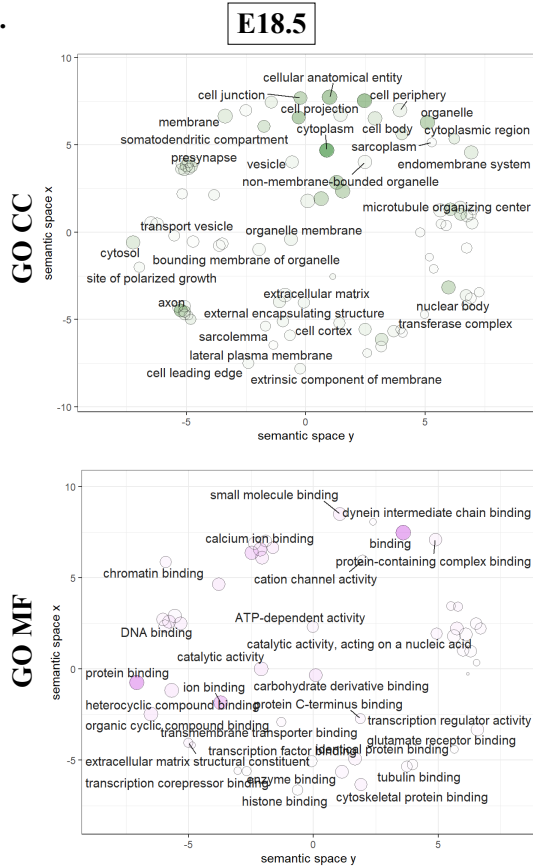

d.

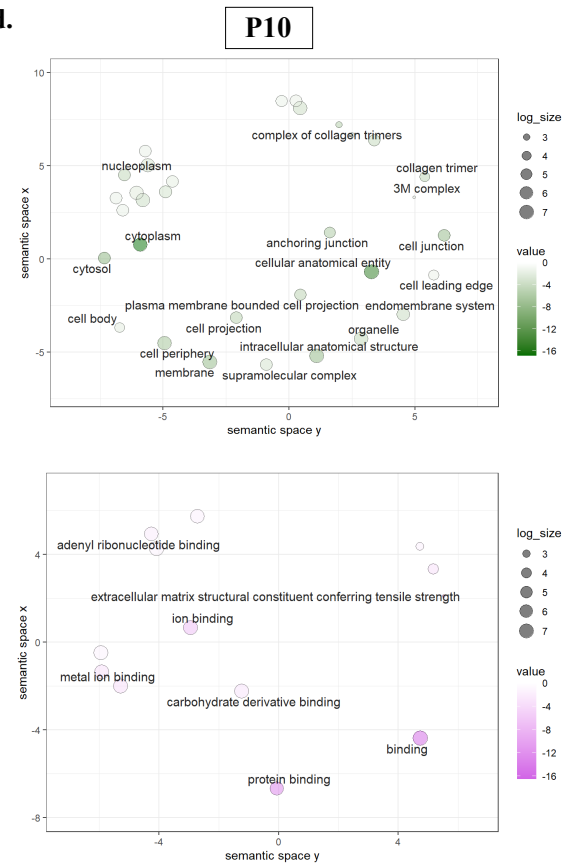

e.

Differentially Expressed Gene and Known NDD Genes Overlap

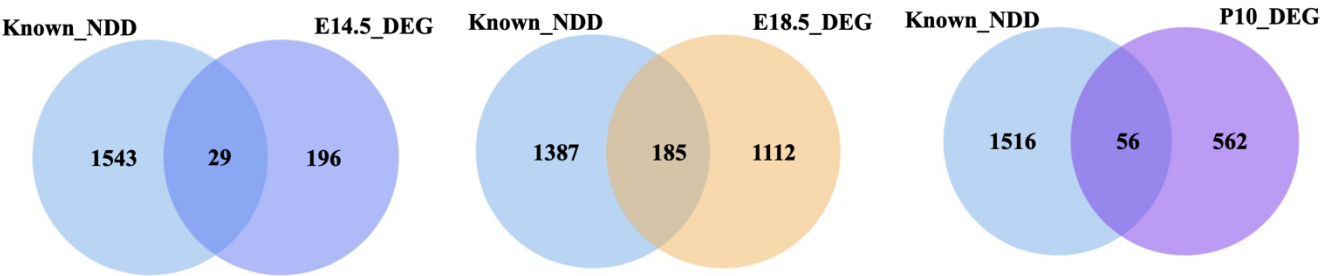

f.

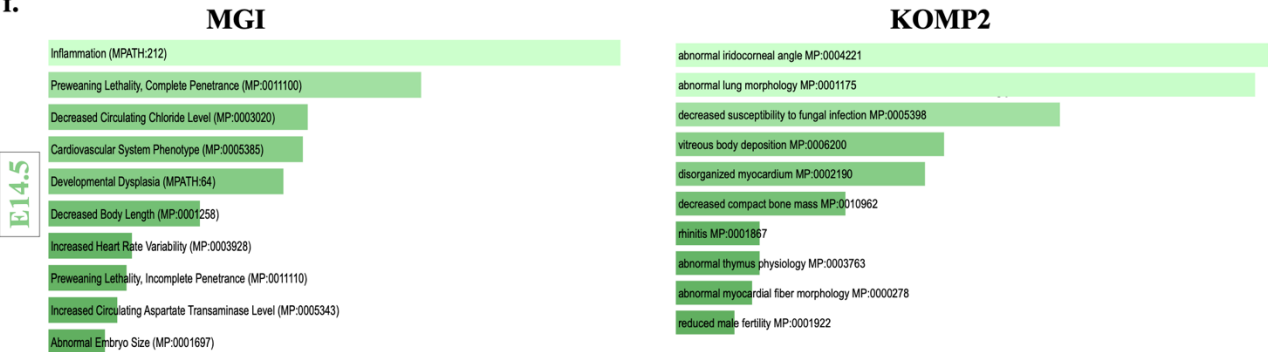

g.

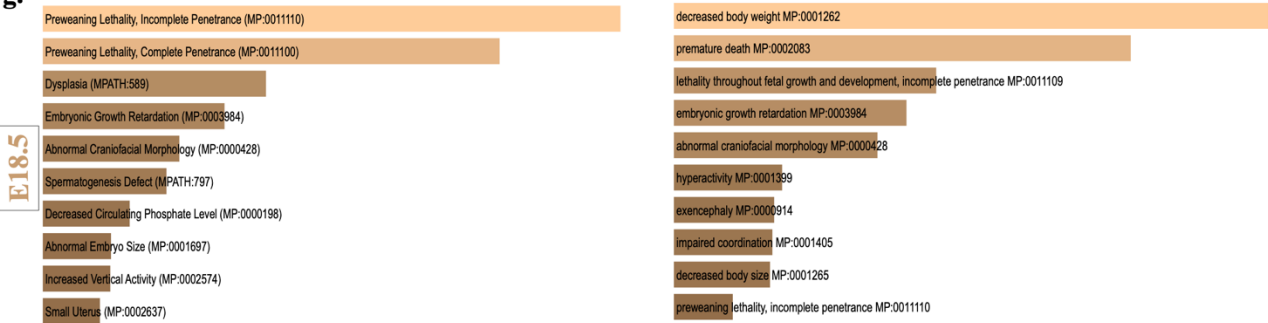

h.

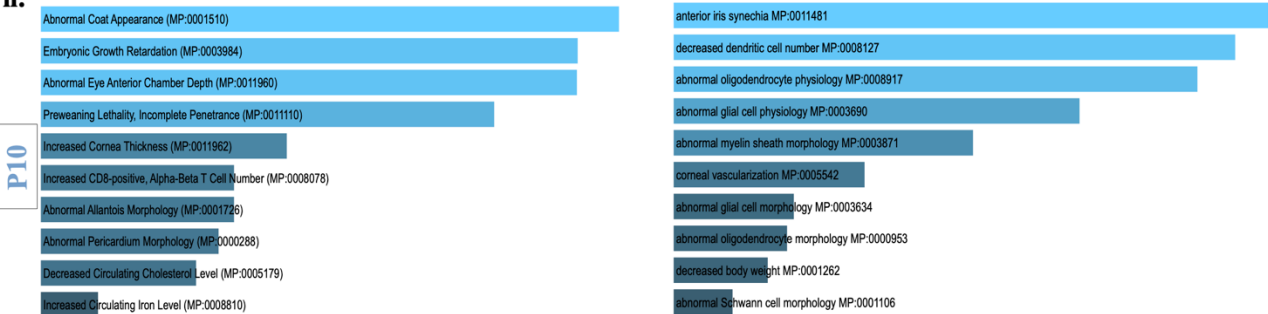

**Supplementary Fig. 3: *Thoc2*<sup>ΔY</sup> embryonic and adult mice brains show significantly dysregulated transcriptome.** **a**, Representative images of polyA+ FISH performed in control fibroblast, *THOC2* exon 37-38 deletion patient fibroblast, *Thoc2*<sup>+/-Y</sup> and *Thoc2*<sup>ΔY</sup> primary neurons at DIV14 of culture. GO terms for CC and MFs enrichment shown as ReviGO plots for significantly dysregulated genes in E14.5 (**b**), E18.5 (**c**), and P10 (**d**) *Thoc2*<sup>ΔY</sup> mice brains. **e**, Venn diagrams showing overlap of significantly dysregulated genes among the E14.5, E18.5 and P10 *Thoc2*<sup>ΔY</sup> brains and known NDD genes. Mouse phenotype ontological enrichment analysis of significantly dysregulated genes in E14.5 (**f**), E18.5 (**g**), and P10 (**h**) *Thoc2*<sup>ΔY</sup> brain. GO, Gene Ontology; CC, Cellular Component; MF, Molecular Function; MGI, Mouse Genome Informatics; KOMP2, Knockout Mouse Phenotyping Program 2. Source data are provided as a Source Data file.

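The lists of genes with an unadjusted p-value below 0.01 were compared between stages over the genes tested at both. Of 15619 such genes, 1288 were on the E18.5 list and 594 on the P10 list, and 262 were on both. Chance gives 49.0 (Fisher's exact test, p = 1.3e-130, across genes, which are not independent). All 262 changed in the same direction. By the genotypes of the sample labels, 0 of 35 genes on the E14.5 list were on that of E18.5 and 0 of 36 on that of P10, where chance gives 2.89 and 1.37 (Fisher's exact test, p = 1 for both). By the genotypes of Supplementary Data 3, 143 of 223 were shared with E18.5, against 18.4 by chance, and 73 of 215 with P10, against 8.16 by chance (Fisher's exact test, p = 1.1e-99 and 7.1e-50). All changed in the same direction, and 65 genes were on all 3 lists.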

Supplementary Fig. 4

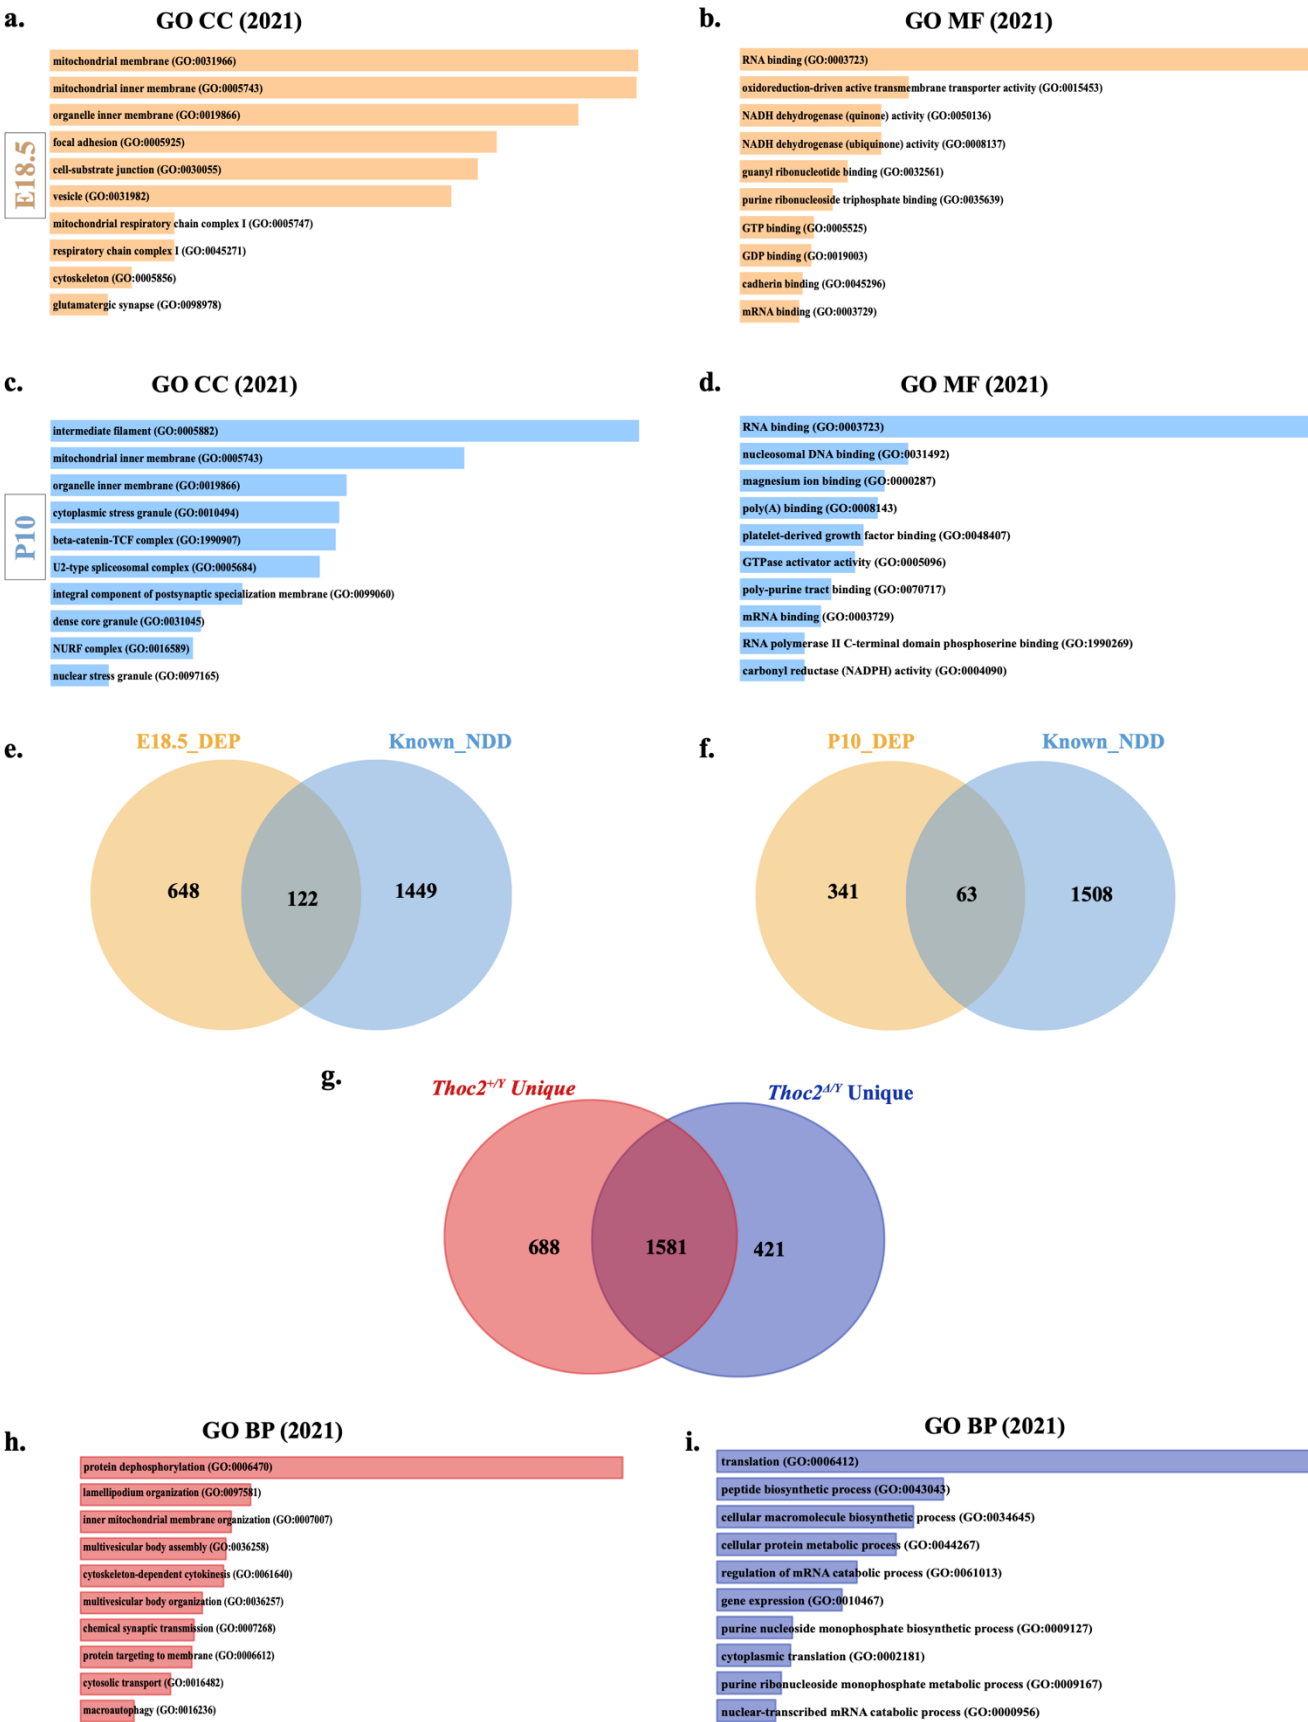

**Supplementary Fig. 4: *Thoc2*<sup>ΔY</sup> embryonic and adult mice brains show significantly dysregulated proteome.** GO enrichment analyses plots of significantly dysregulated proteins in E18.5 (a-b) and P10 (c-d) *Thoc2*<sup>ΔY</sup> mice brains performed using Enrichr web-tool. Venn diagrams showing overlap of significantly dysregulated proteins between E18.5 (e) and P10 (f) *Thoc2*<sup>ΔY</sup> mice brains and known NDD genes. g, Venn diagrams showing common and unique proteins that change over E18.5 to P10 stage in *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>ΔY</sup> mouse brain. GO enrichment analyses plots of uniquely changed proteins in *Thoc2*<sup>+/Y</sup> (h) and *Thoc2*<sup>ΔY</sup> (i) mice brains from E18.5 to P10 stage. For a-d and h-i: The top 10 enriched GO terms are shown. The length of the horizontal axis represents the enrichment p-value for the functional clustering. DEP, Differentially Expressed Proteins; GO, Gene Ontology; BP, Biological Process; CC, Cellular Component; MF, Molecular Function. Source data are provided as a Source Data file.

## Supplementary Fig. 5

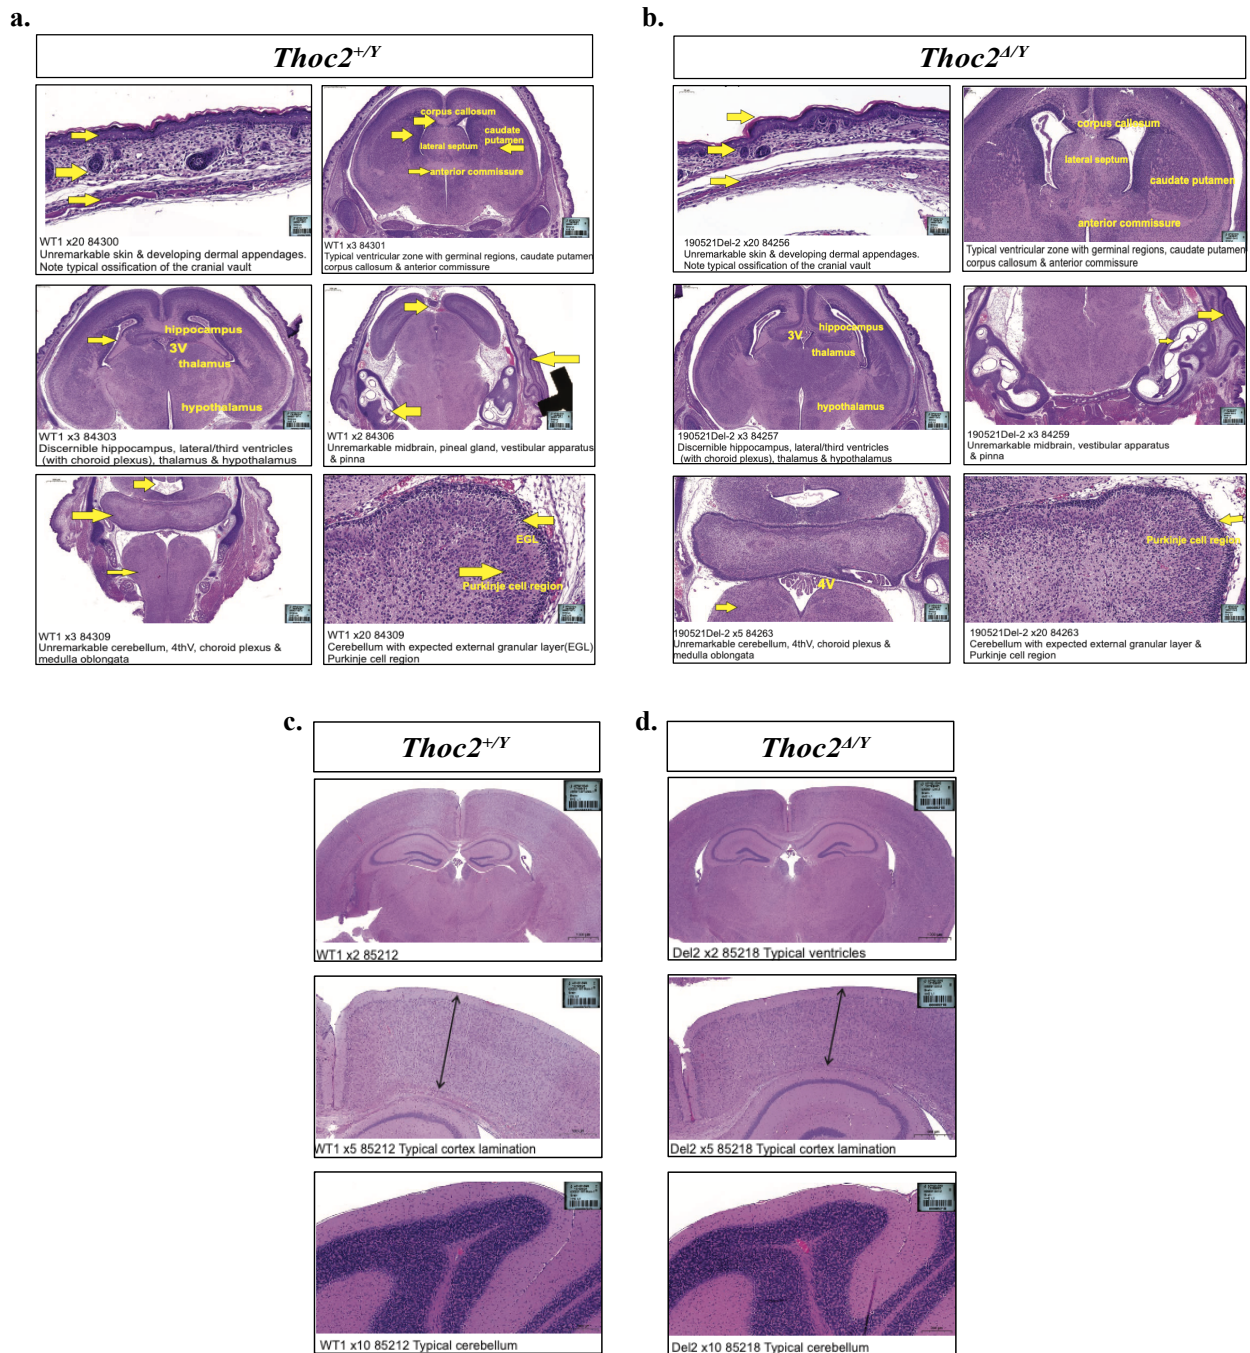

**Supplementary Fig. 5: *Thoc2<sup>Δ/-</sup>* embryonic and adult mice do not show any gross morphological alteration in their brain.** a-b, Representative images of H&E staining of E18.5 embryonic brain coronal sections. Different histological landmarks were annotated within the pictures and compared between *Thoc2<sup>+/-</sup>* and *Thoc2<sup>Δ/-</sup>* mice. (n = 4 embryos per genotype). c-d, Representative images of H&E staining of 30 days old mice brain coronal sections. Different histological landmarks were compared between *Thoc2<sup>+/-</sup>* and *Thoc2<sup>Δ/-</sup>*. (n = 4 mice per genotype).

**Supplementary Fig. 6**

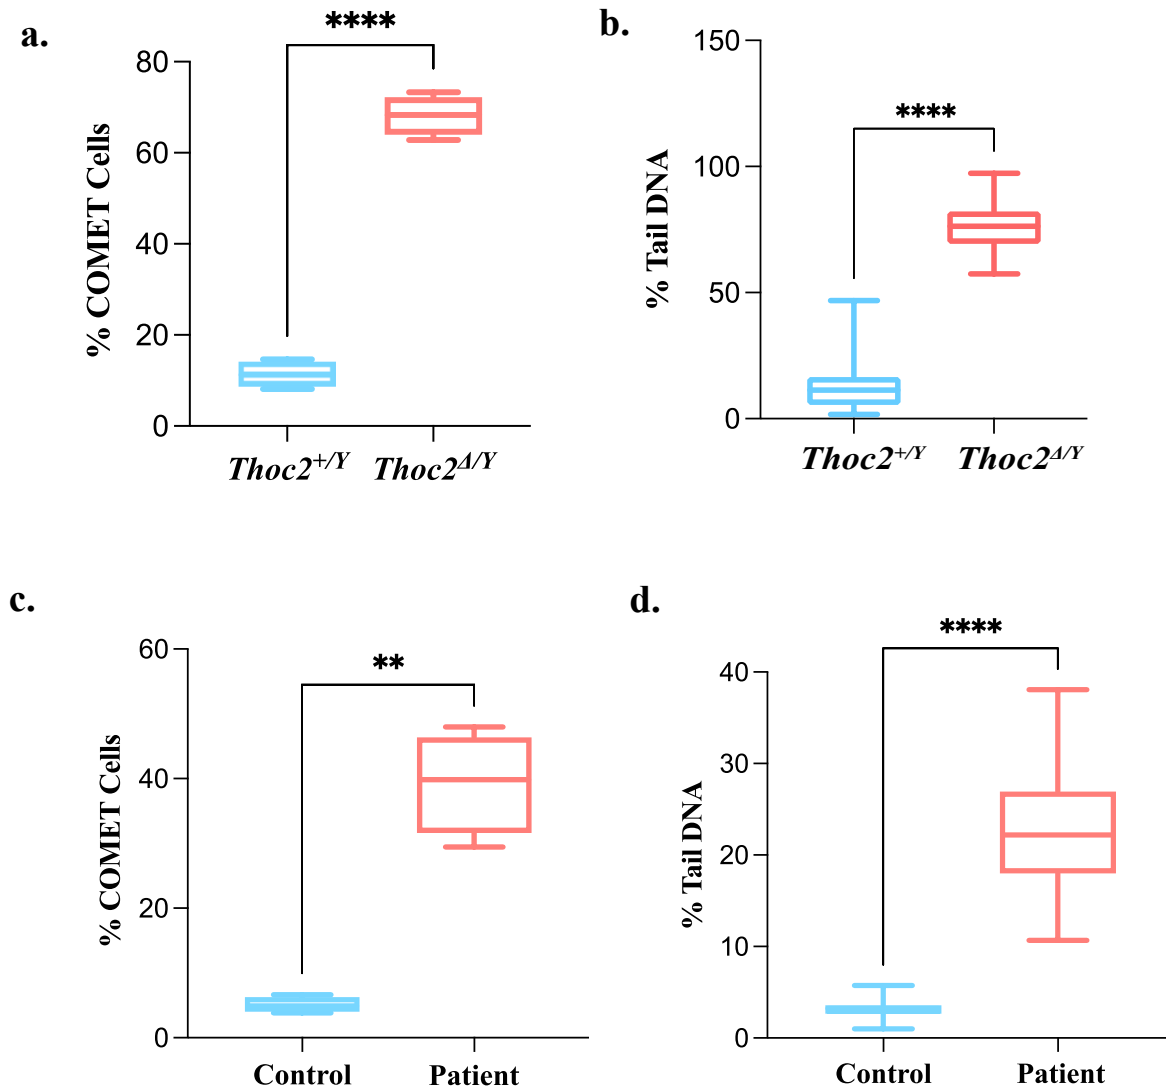

**Supplementary Fig. 6: *Thoc2*<sup>Δ/Y</sup> mouse NSCs and *THOC2* patient fibroblasts show DNA damage.** Box plots showing **a**, percentage of cells with distinct comet *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>Δ/Y</sup> NSCs and **b**, percentage of DNA in comet tails of NSCs. n = 4 embryos per genotype and experiments performed in technical triplicates; \*\*\*\*p < 0.0001; two-tailed unpaired student's t-test. Box plots showing **c**, percentage of cells with distinct comet tail in control and *THOC2* exon 37-38 deletion patient fibroblasts. and **d**, percentage of DNA in comet tails of the cells. Data presented as mean values ± SEM (n = 3 independent experiments; individual experiment performed in technical quadruplicates); \*\*p < 0.01; \*\*\*\*p < 0.0001; two-tailed unpaired student's t-test. In all box plots, the boundary of the box closest to zero indicates the 25<sup>th</sup> percentile and the boundary farthest from zero indicates the 75<sup>th</sup> percentile. A line within the box shows the median, and the whiskers above and below the box indicate the maximum and minimum points of the dataset, respectively. Source data are provided as a Source Data file.

## Supplementary Fig. 7

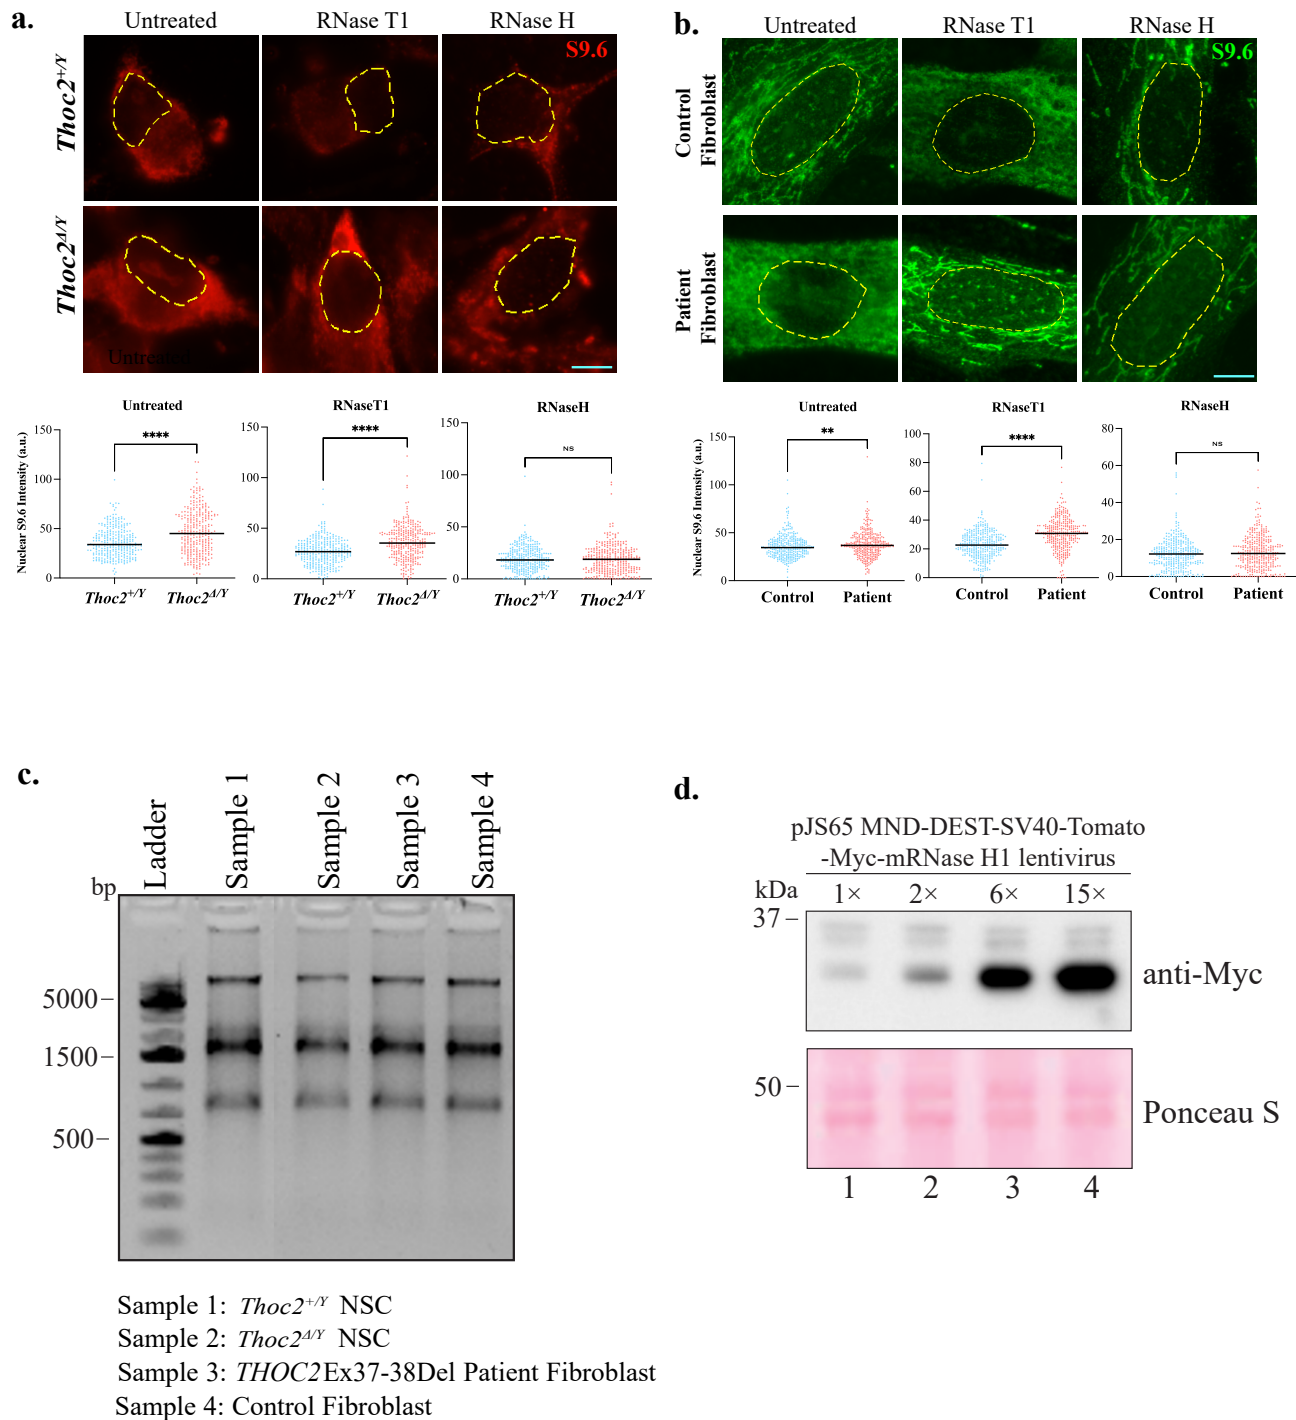

## Supplementary Fig. 7: Increased R-loops in *Thoc2*<sup>Δ/Y</sup> NSCs and *THOC2* ex37- 38 deletion patient fibroblasts

Representative immunofluorescent images of untreated, RNase T1 or RNase H treated *Thoc2*<sup>+/Y</sup> and *Thoc2*<sup>Δ/Y</sup> NSCs (**a**) and control and *THOC2* exon 37-38 deletion patient fibroblasts (**b**) stained with anti-RNA:DNA Hybrid S9.6 antibody (Kerafast, AB01137-23.0). Scatter plots showing quantitative measurement of mean nuclear S9.6 fluorescence intensity using ImageJ software (n = 3 independent experiments); \*\*p < 0.01; \*\*\*\*p < 0.0001; Mann–Whitney U test with the black line indicating median value. a.u., arbitrary units. **c**, Representative agarose gel image showing equal amounts of gDNA used in the DOT Blot assay. 2μg gDNA of each sample was resolved on a 1% Agarose Gel (in 1× TBE buffer). The gel shows amount of DNA loaded in each well with ribosomal RNA bands also visible. **d**, Western blot showing expression of RNase H1 in HEK293T cells transduced with different MOIs of RNase H1 lentivirus. The Ponceau-S-stained image of the blot at bottom panel shows equal protein loading. Source data are provided as a Source Data file.

## Supplementary Fig. 8

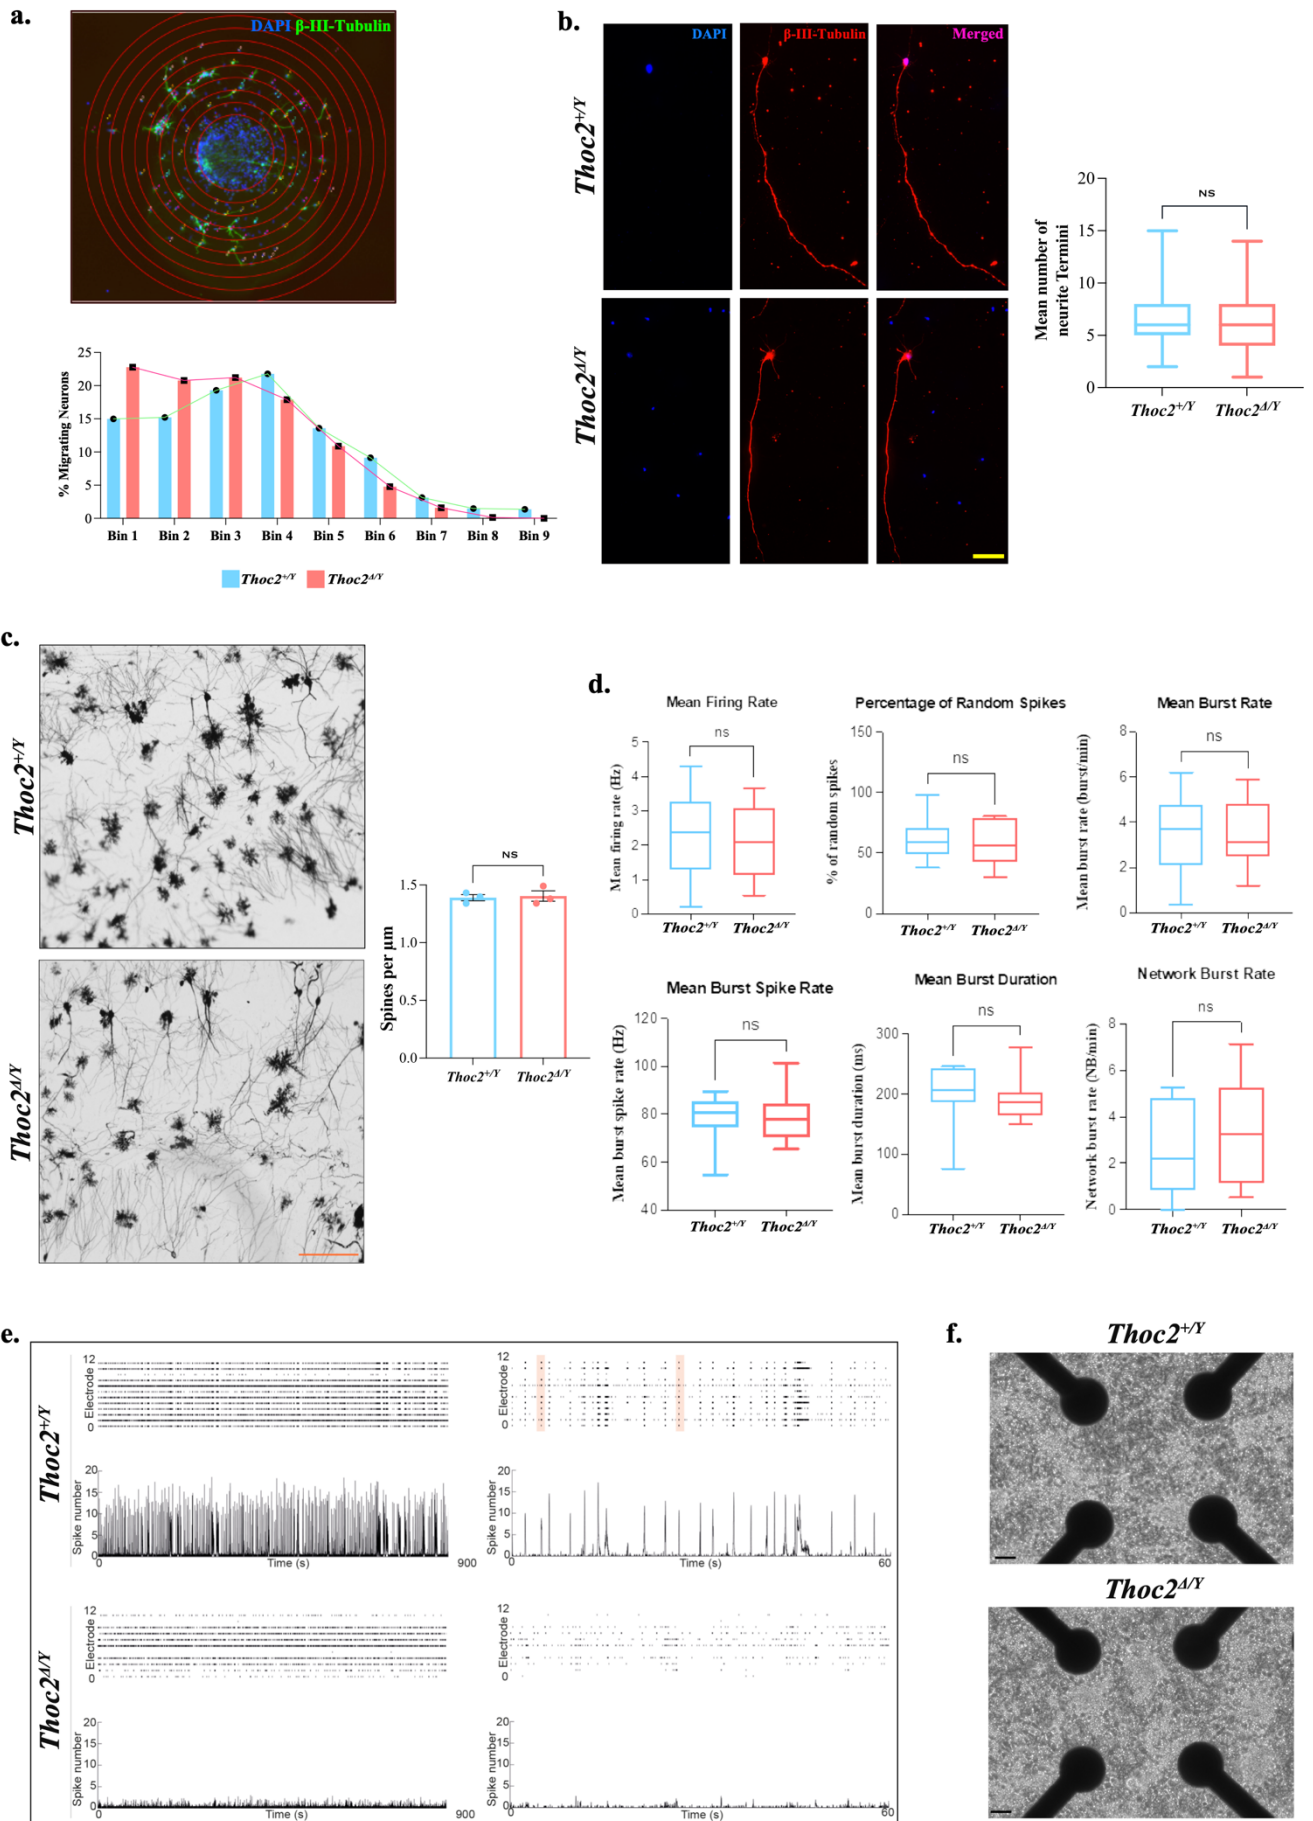

**Supplementary Fig. 8: Structural and functional assessment of *Thoc2*<sup>ΔY</sup> mice neurons.** **a**, Representative immunofluorescent image of neuronal migration assay showing the concentric circle approach used for measurement of neural migration away from seeded *Thoc2*<sup>+Y</sup> neurosphere (see Fig. 8c). Graph showing Percentage of neurons within each bin and the trend of migration with increasing bin size. Data presented as mean values (each bin is 45μm). Also see Fig. 8b for data output. **b**, Representative immunofluorescent images of *Thoc2*<sup>+Y</sup> and *Thoc2*<sup>ΔY</sup> primary neurons at day *in vitro* 5 in cultures. Scale Bar: 20μm. Neurons were stained with β-III Tubulin marker (red). Box plots showing quantification of the neurite termini. n = 4 embryos per genotype; independent experiments performed in technical triplicate; ns = non-significant; unpaired student's t-test. The boundary of the box closest to zero indicates the 25<sup>th</sup> percentile and the boundary farthest from zero indicates the 75<sup>th</sup> percentile. A line within the box shows the median, and the whiskers above and below the box indicate the maximum and minimum points of the dataset, respectively. **c**, Left Panel: Representative low magnification images of Golgi-Cox stained *Thoc2*<sup>+Y</sup> and *Thoc2*<sup>ΔY</sup> mouse brains showing pyramidal neurons. Scale Bar: 200μm. Right Panel: Graph showing quantification of spine density per μm length of a dendrite. Data presented as mean values ± SEM (n = 3 mice per genotype; Total 1852 spines for *Thoc2*<sup>+Y</sup> and 2055 spines for *Thoc2*<sup>ΔY</sup> mice were analysed); ns: not significant; students t-test. **d**, Quantitative measurement of different neural network parameters at immature stage of neuron culture (DIV7). Data presented as mean values ± SEM (n = 4 embryos per genotype); ns = non-significant; Kolmogorov-Smirnov test. **e**, Representative raster plots and spike time histogram of *Thoc2*<sup>+Y</sup> (upper panel) and *Thoc2*<sup>ΔY</sup> (lower panel) neuronal networks at DIV14. The histogram and raster plot depict the whole 900 seconds recording (left panel) and a 60 second zoom-in (right panel), displaying synchronous network bursts (in orange highlight) in the *Thoc2*<sup>+Y</sup> neuronal networks. **f**, Representative images showing plating density of *Thoc2*<sup>+Y</sup> and *Thoc2*<sup>ΔY</sup> neurons in the MEA plate. Source data are provided as a Source Data file.

## Supplementary Fig. 9

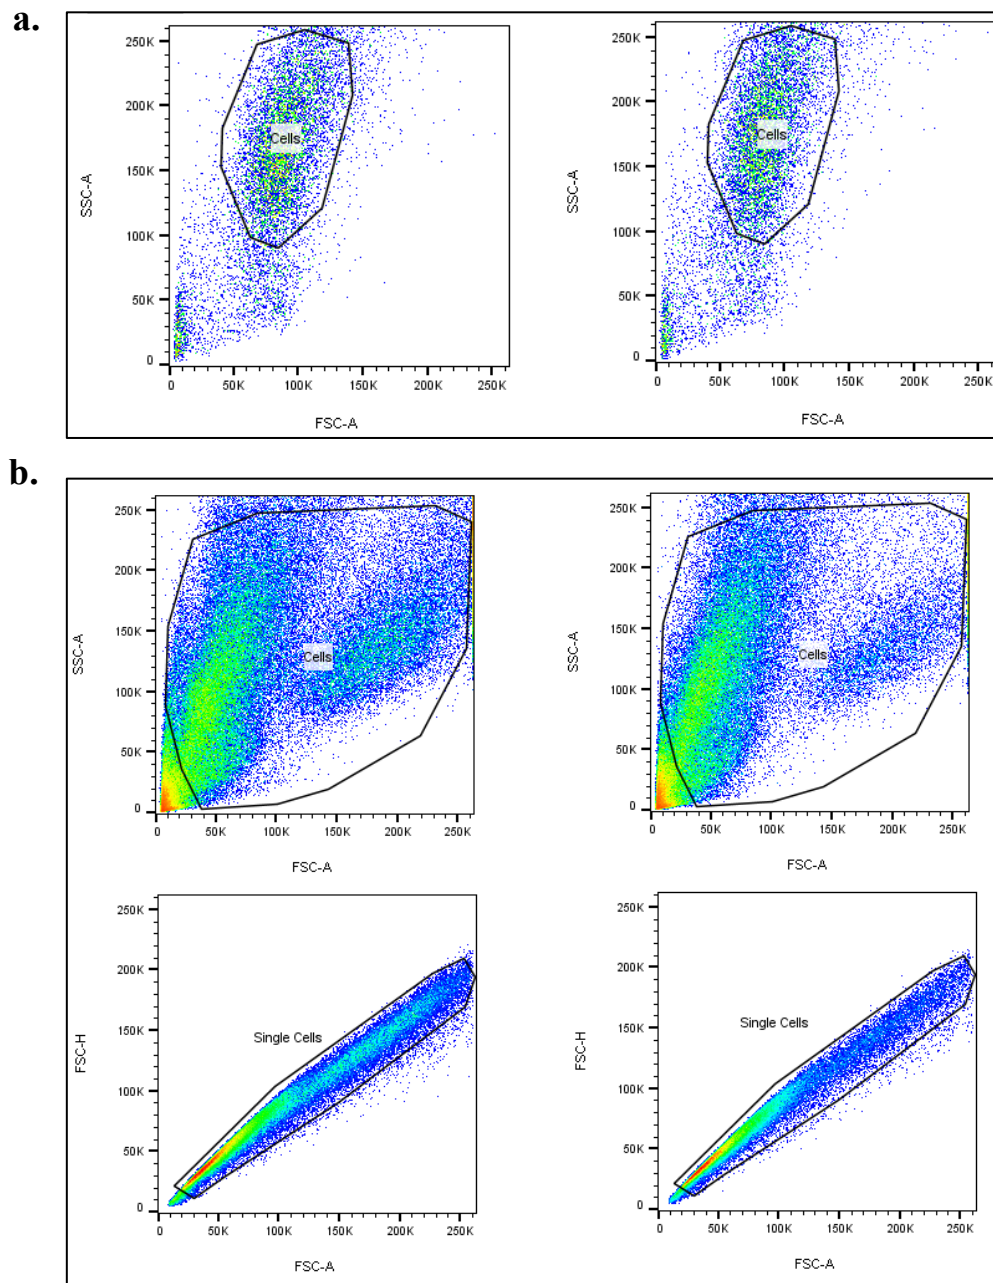

**Supplementary Fig. 9:** Gating Strategy used for analysing Flow Cytometry data. **a**, Forward Scatter Area (FSC-A) on the x-axis and Side Scatter Area (SSC-A) on the y-axis were used to gate the Neural Stem Cells (NSC) for analysing the cell cycle stage using Hoechst staining (**Fig. 6a**). **b**, FSC-A and SSC-A were first used to identify NSC population and then single cells were gated using FSC-A on the x-axis and Forward Scatter Height (FSC-H) on the y-axis to analyse Annexin-V-stained apoptotic cells (**Fig. 6c**).

# Supplementary material for: Compromised transcription-mRNA export factor THOC2 causes R-loop accumulation, DNA damage and adverse neurodevelopment
**Source:** Nat Commun. 2024 Feb 8;15:1210. doi: 10.1038/s41467-024-45121-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1  
Description: Mouse CRISPR trial details

File Name: Supplementary Data 2  
Description: Patient clinical features

File Name: Supplementary Data 3  
Description: RNA Seq analysis data

File Name: Supplementary Data 4  
Description: Proteomics analysis data

File Name: Supplementary Data 5  
Description: PCR primers, CRISPR oligos and PCR conditions

File Name: Supplementary Data 6  
Description: Antibody details

# Supplementary material for: Compromised transcription-mRNA export factor THOC2 causes R-loop accumulation, DNA damage and adverse neurodevelopment
**Source:** Nat Commun. 2024 Feb 8;15:1210. doi: 10.1038/s41467-024-45121-5
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | H&E Stained images were acquired using 3D Histech Panoramic Scan II machine. Golgi-Cox stained brain sections were imaged using Olympus IX83 microscope (Olympus, Japan). Immunofluorescence stained images were captured using a Zeiss Axioplan2 microscope (Carl Zeiss, Jena, Germany) equipped with an HBO 100 lamp (Carl Zeiss), Axiocam Mrm camera and V.4.9.1.0 software. Electrophysiology data were collected using a 24-well multielectrode arrays (MEAs) machine (Multichannel systems, MCS GmbH, Reutlingen, Germany). Whole genome and RNA sequencing was performed using a Illumina NovaSeq 6000 system. Proteomics data was collected using a nano-liquid chromatography (nLC) on the Dionex RSLC 3500 system. Mouse Behavioural testing data was collected using the CleverSys TopScan Software Suite (v3.0), ANY-maze video tracking system v4.99m, TruScan locomotor system (v1.0). |
| Data analysis   | GraphPad Prism v9 was used for general statistics. Flow cytometry data was analyzed using FlowJo V. 10.0.8. RNA sequencing data using Salmon v1.6.097, edgeR v 3.40.2 package in the R v 4.2.2 environment. Proteomics data using Spectronaut™ v16.3 and Whole genome sequencing using GATKv4.1.6. Comet assay data was analysed using CaspLab software v1.2. Electrophysiology data analyzed using Multiwell analyzer software (Multichannel systems) and MATLAB (The Mathworks, Natick, MA, USA). Gene ontology analysis was performed using Online ShinyGO v0.76 software.                                                                                                                                                                                                                                                                                                                        |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The whole genome sequencing and RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database with project code GSE245539 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245539>). The proteomics data have been deposited in Pride Proteome Exchange repository with accession number PXD040358. All data used for evaluating the conclusions are presented in the main manuscript and/or the Supplementary Materials. Source Data are also provided with this paper.

### RNA-seq:

Sequence read pairs from each sample were quantified against mouse transcripts using Salmon v1.6.097 with prebuilt indexes for the mouse mm10 genome build available from RefGenie ([http://refgenomes.databio.org/v3/assets/splash/0f10d83b1050c08dd53189986f60970b92a315aa7a16a6f1/salmon\\_sa\\_index?tag=default](http://refgenomes.databio.org/v3/assets/splash/0f10d83b1050c08dd53189986f60970b92a315aa7a16a6f1/salmon_sa_index?tag=default))989. Differential gene and transcript expression between groups was assessed at each developmental time point separately (E14.5, E18.5 and P10) using the default options for the glmQLFit function on transcripts that were included after using the filterByExpr function from the edgeR v 3.40.2 package in the R v 4.2.2 environment99. Lists of expressed genes or transcripts not excluded by the filterByExpr function at each time point were used as the background in subsequent gene-ontology analyses. Gene ontology term enrichments were analysed using the g:GOST functional profiling tool available from the g:Profiler web service <https://biit.cs.ut.ee/gprofiler/gost39>. ENSEMBL mouse gene ID were submitted as an ordered query ranked by ascending p-values to a cut off value < 0.01 for each time point. Significantly enriched terms (FDR < 0.05) identified from g:GOST analysis were then clustered using the REVIGO web service <http://revigo.irb.hr/100>. The percent GC content of the differentially expressed genes were compared to the mouse genome using ShinyGO v0.76.

### Proteomics:

The raw data files from each sample generated on the timsTOF Pro mass spectrometer were processed using the software package Spectronaut™ v16.3 (Biognosys)102. directDIA™ analysis was performed and the data were searched against the Uniprot Mus musculus FASTA database (17,056 entries; Year 2021). The following additional parameters were applied: variable modifications - deamidation (N/Q), oxidation (M); fixed modification - methylthio (C); enzyme - Trypsin/P; missed cleavages - 2. All other parameters were set to default values. Proteins with a false discovery rate (FDR) of ≤ 1% were reported. Gene Ontology (GO) enrichment analysis was performed using Enrichr web-platform103,104. For the Enricher plots, p-value values for function clustering and multiple detection corrections were calculated, and the plots were sorted based on the Benjamini-Hochberg corrected p-value represented as the length of the GO term bars. Volcano plots were generated using R-studio 105. Venn diagrams were generated using jvenn online platform 10607. The percent GC content of the genes corresponding to dysregulated proteins were compared to the mouse genome using ShinyGO v0.76101.

### Whole Genome Sequencing:

Sequence reads were mapped to GRCm38 with BWA-MEM (0.7.15) and variants were called using GATKv4.1.6. All variants were annotated for allele frequency, locus identity and likely pathogenicity using SnpEff 94 and filtered for significance using SnpSift95. The copy number variations were detected and characterized using CNVnator96. The alignments for the sequence reads were viewed with the Integrative Genomics Viewer (IGV) v.2.14.0.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

sex: Male, dermal fibroblasts generated from skin biopsy.

Reporting on race, ethnicity, or other socially relevant groupings

No race, ethnicity or socially relevant groupings were applied in this study.

Population characteristics

This is not a population study and no human participant was directly involved.

Recruitment

Skin sample was taken from the patient with the THOC2 exon 37-38 deletion variant (and associated intellectual disability) during follow-up check-up with informed consent with the patient details de-identified.

Ethics oversight

The study was approved by the Women's and Children's Hospital Network (WCHN) and the University of Adelaide Human Research Ethics Committees, approval number REC786-07-2023.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>G Power web-based free software was used for calculating the group sizes for each outcome. All experiments were informed by our (Jolly et al 2013) and others (Sukoff Rizzo et al 2017) published work for the statistical reproducibility and adequateness of sample size. Sample sizes, statistics and interpretations are given in the relevant figures and text.</p> <p>References:</p> <ol style="list-style-type: none"> <li>1. Sukoff Rizzo SJ, Crawley JN. 2017 Behavioral Phenotyping Assays for Genetic Mouse Models of Neurodevelopmental, Neurodegenerative, and Psychiatric Disorders. <i>Annu Rev Anim Biosci.</i> 5:371-389. doi:10.1146/annurev-animal-022516-022754</li> <li>2. Jolly LA, Homan CC, Jacob R, Barry S, Gecz J. 2013 The UPF3B gene, implicated in intellectual disability, autism, ADHD and childhood onset schizophrenia regulates neural progenitor cell behaviour and neuronal outgrowth. <i>Hum Mol Genet.</i> 22(23):4673-87. doi:10.1093/hmg/ddt315</li> </ol> |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | All the reproducibility details including the number of independent biological and/or technical replicates and number of independent experiments are included in the relevant figures and text.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | Covariates were controlled as the mice are inbred, collected as litters prenatally and group housed prior to weaning. The only covariate is genotype.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | For all the data collection and experimental set-ups, blinding was not possible because of distinct phenotype of the experimental (Thoc2 ex37-38del) male mice compared to the wild type litter-mate male mice and the requirement of setting-up experiments by clearly marking the source of the experimental materials (e.g. tissue, cells). However, post data collection, investigators were blinded wherever possible (e.g. in electro-physiology analysis, immunofluorescence analysis, single-cell electrophoresis).                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Details of all the antibodies with catalogue numbers and other relevant details are provided in Supplementary Data 6.</p> <p>Primary Antibodies</p> <p>anti-THOC1 Rabbit Bethyl Laboratories A302-839A (1:1000)<br/> anti-THOC2-I Rabbit Sigma-Aldrich HPA047921 (1:1000)<br/> anti-THOC2-II Rabbit Bethyl Laboratories A303-630A (1:1000)<br/> anti-THOC3 Rabbit Bethyl Laboratories A304-870A (1:1000)<br/> anti-THOC5 Rabbit Bethyl Laboratories A302-120A (1:1000)<br/> anti-THOC6 Mouse Santa Cruz Biotechnology SC390722 (1:1000)<br/> anti-THOC7 Rabbit Bethyl Laboratories A305-247A (1:1000)<br/> anti-ALYREF Rabbit Bethyl Laboratories A302-892A (1:1000)<br/> anti-UAP56 Rabbit abcam ab181061 (1:1000)<br/> anti-CBP80 Rabbit Bethyl Laboratories A301-794A (1:1000)<br/> anti-CHTOP Rabbit Bethyl Laboratories A303-412A (1:1000)<br/> anti-UIF Rabbit Bethyl Laboratories A303-525A (1:1000)<br/> anti-ZC3H11A Rabbit Bethyl Laboratories A301-523A (1:1000)<br/> anti-β-Tubulin III Rabbit Sigma-Aldrich T2200 (1:1000)<br/> anti-MAP2 Chicken Sigma-Aldrich AB15452 (1:1000)<br/> anti-Pax6 Rabbit Biolegend 901301 (1:1000)<br/> anti-CNPase Mouse Sigma-Aldrich C5922 (1:1000)<br/> anti-GFAP Chicken Invitrogen PA1-10004 (1:1000)</p> |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

anti-CIP29 Rabbit Invitrogen PA5-21783 (1:1000)  
 anti-H2AX Rabbit Cell Signaling Technology 2595S (1:1000 for western blot analysis of neural stem cell lysates) and (1:500 for western blot analysis of E14.5 and E18.5 mouse brain lysates)  
 anti-gamma-H2AX Mouse Sigma-Aldrich 05636 (1:1000 for western blot analysis of neural stem cell lysates) and (1:500 for western blot analysis of E14.5 and E18.5 mouse brain lysates and immunofluorescence staining of mouse primary neuron)  
 anti-RNA:DNA Hybrid (S9.6) Rabbit Kerafast AB01137-23.0 (1:1000)  
 anti-TAU1 Mouse Sigma-Aldrich MAB3420 (1:1000)  
 anti-Synapsin1 Rabbit abcam ab254349 (1:500)  
 anti-PSD95 Mouse abcam ab2723 (1:500)  
 anti-β-Tubulin Rabbit abcam A6046 (1:1000)  
 anti-β-Actin Mouse abcam 8226 (1:1000)  
 anti-RNA:DNA Hybrid (S9.6) Mouse Sigma-Aldrich MABE1095 (1:1000)  
 anti-c-Myc (9E10)-HRP Mouse Invitrogen MA1-980-HRP (1:2000)

#### Secondary Antibodies

anti-Rabbit IgG (H+L)/Alexa Fluor 488 Donkey Invitrogen A21206 (1:1500 for immunofluorescence staining of fixed cells) and (1:1000 for immunofluorescence staining of mouse brain sections)  
 anti-Rabbit IgG (H+L)/Alexa Fluor 555 Donkey Invitrogen A31572 (1:1500 for immunofluorescence staining of fixed cells) and (1:1000 for immunofluorescence staining of mouse brain sections)  
 anti-Rabbit IgG (H+L)/Alexa Fluor 647 Donkey Invitrogen A31573 (1:1500)  
 anti-Mouse IgG (H+L)/Alexa Fluor 488 Donkey Invitrogen A21202 (1:1500 for immunofluorescence staining of fixed cells) and (1:1000 for immunofluorescence staining of mouse brain sections)  
 anti-Mouse IgG (H+L)/Alexa Fluor 555 Donkey Invitrogen A31570 (1:1500 for immunofluorescence staining of fixed cells) and (1:1000 for immunofluorescence staining of mouse brain sections)  
 anti-Mouse IgG (H+L)/Alexa Fluor 647 Donkey Invitrogen A31571 (1:1500)  
 anti-Chicken IgY (H+L)/Alexa Fluor 488 Donkey Invitrogen A78948 (1:1500)  
 anti-Chicken IgY (H+L)/Alexa Fluor 647 Donkey Invitrogen A78952 (1:1500)  
 anti-Rabbit IgG/HRP Goat Agilent P044801-02 (1:1000)  
 anti-Mouse IgG/HRP Goat Agilent P044701-02 (1:1000)

#### Validation

The URL links of the manufacturer for all the antibodies is included in the Supplementary Data 6. The information provided in the specific data sheets indicated that the antibodies were validated by the respective manufacturer.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

C57BL/6JArc mice were housed in individually-ventilated cages (IVCs) with 22-24°C temperature and in 40-70% relative humidity environment. The mice were given access to food and water ad libitum with a 12hr light/dark cycle. For experiments, mice at embryonic stages (E) 14.5, E18.5 and post-natal day (P) 0, P10, P30 and P60 were used. Details relating the mice at the embryonic or post-natal stages used for each experiment are provided in the methods, results, and the respective figure legends.

#### Wild animals

No wild animals were used in this study

#### Reporting on sex

As X-chromosome THOC2 gene-associated intellectual disability is observed only in males, male mice (control and variant) were used for the experiments and interpretation.

#### Field-collected samples

No field collected samples were used in the study.

#### Ethics oversight

All the animal studies were approved by the University of Adelaide Animal Research Ethics Committee, Adelaide, Australia (approval # M-2020-071).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mouse neural stem cells (NSC) were isolated from E18.5 mouse brains, cultured in vitro, and harvested as per standard procedures described in the manuscript. The NSCs were then harvested and washed in 1× PBS, and resuspended in 20μl

annexin V binding buffer (Hank's balanced salt solution with 1% HEPES and 5 mmol/L CaCl<sub>2</sub>) with 0.075 µg/ml annexin V-PE (Stem Cell Technologies, 100-0331) at 100 000 cells/ml. The cells were stained for 20 minutes at 4°C, diluted with 200 µl of ice-cold annexin V binding buffer, and analysed immediately.

Instrument

LSRFortessa X20 Flow cytometer (BD Biosciences)

Software

Flow Cytometry data were analysed using FlowJo V. 10.0.8 software (FlowJo, LLC) and standard protocols for cell cycle and annexin v apoptosis assay.

Cell population abundance

The experiment did not use sorted cells.

Gating strategy

The gating strategy is described in the methods and figures, and is mainly based on cell-specific stain and the scatter parameters. A relevant figure (Supplementary Fig. 9) exemplifying the gating strategy has been provided in the supplementary information file.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

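Brain RNA of male *Thoc2* Δ/Y and *Thoc2* +/Y mice was sequenced at E14.5, E18.5 and P10. The sample labels list 30 RNA samples, 5 for each genotype and stage, and 29 of them, 5 for each group but 4 for the *Thoc2* +/Y group at E14.5, had counts that were analysed. Whole-genome sequencing samples of the same study were not analysed here. Genotype, stage and replicate number of each library were taken from the sample labels, and each column of the tables was assigned by its name, with 0 columns left over.

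The authors made strand-specific libraries of polyadenylated RNA, sequenced them as read pairs and quantified them with Salmon against mouse transcripts of mm10. The values the authors deposited are estimated counts of read pairs for each gene and for each transcript, not normalized for library size or length and not filtered, with Ensembl identifiers. How transcripts were summed to genes is not given in the paper's text, but the totals of both tables were the same in every library. The estimated counts, of which 34.1% were not whole at the gene level, were rounded. Because the authors assigned reads to transcripts by their likelihood, reads of near-identical genes could be shared between them, and such genes are named as uncertain. The paper states that sequencing was strand-specific, but not whether the counting used the strand. Whether overlapping genes on opposite strands were counted separately was therefore not established.

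The counts summed to between 60.8 and 91.2 M per library, with a median of 76.8 M, against the 80 M reads per sample that the paper states. A count of 3 corresponded to 0.0329 to 0.0494 CPM, counts scaled to a common library size. This covers counting error only. With 5 mice against 5, the smallest p-value that the two-sided exact permutation test can give is 0.00794, and with 5 against 4 it is the same. Pairs of libraries of one group differed by more than sampling noise, with a chi-square per degree of freedom of at least 5.73, so no pair was taken for 1 library. That they come from separate mice rests on the sample labels.

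Identifiers were matched to symbols and positions with the GENCODE M21 annotation of GRCm38, in which 35422 of the 35727 genes and 115898 of the 116546 transcripts were found. All 22 chromosomes of that annotation end within those of the genome file that was used. Genes were filtered with filterByExpr of edgeR 4.0.16, normalized by TMM and tested with glmQLFit and glmQLFTest in R 4.3.3, with the option that gives the method of the edgeR 3 versions that the paper used. Each stage was fitted alone, without covariates, after the paper's methods. Adjusted p-values are those of Benjamini and Hochberg. The standard error of a log2 fold change was derived from its F statistic. Comparisons between stages and tests of whether the genotype effect differed between stages used 1 model of all 29 libraries and 6 groups. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and the 7 set tests chosen before the data were examined were adjusted together. Other set tests were adjusted over all sets of the same fit, a choice made after their values were seen. Levels of gene sets per mouse are means of log2(CPM + 1), compared by exact permutation tests. GC content was that of the gene's span on the genome, and groups of genes were compared with 100000 permutations. Permutation and exact tests were two-sided and used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The scripts were tested on simulated counts with 200 genes changed by known factors, of which between 77.2% and 91.3% of those that passed the filter were recovered at an adjusted p-value below 0.05. These factors were all larger than the median change of the genes called at E18.5, so the shares do not hold for such smaller changes.

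At E14.5 the sample labels and Supplementary Data 3 give opposite genotypes for 4 of the 9 libraries. The main values follow the labels. An alternative over the 5 libraries on which both sources give the same genotype was set before the data were examined, and the genotypes of Supplementary Data 3 were added as an alternative after they had been. Replicate numbers are those of the sample labels. Equal numbers in both genotypes belong to different mice. Same-numbered libraries deviated together from their group means with a mean correlation of 0.10 at E14.5, 0.08 at E18.5 and 0.22 at P10, and fits with the replicate number as a block are given beside the others at E14.5 and P10. Single pairs ranged from -0.144 to 0.454 at E14.5, from -0.061 to 0.405 at E18.5 and from -0.065 to 0.556 at P10. That same-numbered mice belong together is not established.

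The alternatives were DESeq2's size factors within edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts or at least 10 counts in every library, the quasi-likelihood method of edgeR 4, counts that were not rounded, gene counts summed from the transcript table, the replicate number as a block, a correction for GC content by a loess curve per library with and without the block, 1 surrogate variable from sva 3.50.0, all stages in 1 model, and each replicate left out in turn. For the GC comparison they were the GC content of transcripts, another background and genes of one direction, and for gene sets an inter-gene correlation estimated from the data. Other groupings of the same mice, at most 100 for each comparison, were used to see how often they give results as large.

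The genes named in the text were chosen by a rule set before the data were examined. They are the 10 TREX genes of Supplementary Fig. 1f and the genes of neurodevelopmental disorders that the Discussion names, of which 1 is not reported here, at each stage the 3 higher and 3 lower genes with the lowest p-values among those with an adjusted p-value below 0.05 and no overlap between genotypes, at each stage the gene with the largest log2 fold change among those with p below 0.01, of each gene set up to 5 members with the lowest p-values, *Pax6*, and genes of the Y chromosome that check the sex. Genes outside this rule are marked as chosen after their values were seen. The gene ontology, mouse phenotype and SysNDD enrichments of the paper were not recomputed, since their gene lists were not used here. The protein values of Supplementary Data 4, which lists proteins that the paper calls changed, were used only as the paper's values.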

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

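In this part, the tests of the E14.5 and P10 mice that lay far from the others, of the 4 E14.5 libraries with conflicting genotypes, of exon numbers, of myelin against striatal levels in single mice and of the genotype effects shared between stages were chosen only after the result was seen. The other tests were set before the data were examined.

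In 180 groups of 4 or 5 mice, the gap between the highest or lowest mouse and its nearest neighbour was set against the range of the group. It exceeded Dixon's 95% limit in 14 groups, where about 1 in 20 groups, or 9.0 here, do so by chance. The gap made up 0.834 of the range for *Col4a2* in *Thoc2* +/Y mice at P10, 0.784 for *Gm49388*, 0.734 for *Setd1b* and 0.742 for the neural stem cell genes in *Thoc2* +/Y mice at E18.5, and 0.777 for *Pax6* and 0.715 for the blood genes in *Thoc2* Δ/Y mice at E18.5. For these 6 groups, each in another gene or gene set, no explanation besides chance was tested.

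At P10, *Thoc2* Δ/Y replicate 3 lay apart from the other 4 *Thoc2* Δ/Y mice in 5 measures. The 10 genes with most counts took 5.61% of its counts, against 12.0% to 12.6% in the others (gap 0.904 of the range). It had the lowest *Thoc2* level, 42.8 CPM against 75.5 to 83.7 CPM (0.799), and the highest levels of *Thoc3* (0.827), *Ddx39b* (0.819) and *Sarnp* (0.803). Its total count ranked 4 of the 10 P10 libraries from the lowest, which speaks against its library size. In 2 of 5 sets of marker genes it lay at an extreme of the 10 libraries, so a difference in dissection or cell make-up cannot be told apart from one in the mouse itself. Its *Thoc2* count was low in the transcript of 39 exons, at 588 against 2831 to 3931 in the other 4. In a transcript of 9 exons it was 2386.6 against 2412.5 to 2730.5. Whether RNA quality differed between the libraries was not tested. In the striatal genes another *Thoc2* Δ/Y mouse, replicate 1, was the lowest, at a mean log2(CPM + 1) of 4.00 against 5.60 to 6.10 in the other *Thoc2* Δ/Y mice (0.763). No explanation for that level was tested. The mean log2 fold change of the striatal genes was -0.63 with this mouse and -0.41 without it.

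At E14.5, the *Thoc2* Δ/Y library of replicate 3 had the lowest level of choroid plexus genes among the libraries labelled *Thoc2* Δ/Y, 1.61 against 3.12 to 3.53 (gap 0.789 of the range). Less meningeal and choroid plexus tissue in that sample may be the reason, as 2 of 2 such marker sets were lowest in it, but the library was chosen because of these levels, and the test could not have come out otherwise for the choroid plexus. The same library had the highest *Thoc2* level of its group, 175 against 150 to 156 CPM (0.736).

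The genotype effect differed between stages at an adjusted p-value below 0.05 (edgeR's interaction test) for 2 genes between E18.5 and E14.5, for 7 between E18.5 and P10 and for 118 between P10 and E14.5. Groupings of the same mice within each stage gave as many genes in 3, 4 and 2 of 100 draws, the real one included. The genes named here were chosen after their values were seen. Between E18.5 and E14.5 they were *Col15a1* (difference 1.64 on the log2 scale, adjusted p = 0.0029) and *Col11a1* (1.71, adjusted p = 0.014). Both differences lean on the E14.5 labels, by which the log2 fold changes were -0.18 and -0.07, against 0.21 and 0.75 by Supplementary Data 3, and by the latter genotypes 0 genes passed (483 at an unadjusted p-value below 0.05) and 22 between P10 and E14.5. The counts of transcripts made up of the deleted exons went against the label in 4 of the 4 libraries in conflict, so mislabelled samples may account for the differences from E14.5.

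Between E18.5 and P10 the 7 genes were *Gm4631* (difference -0.56), *Ugt8a* (1.39), *Hook2* (-1.31) and *Rnf122* (0.86), each with adjusted p = 0.0064 from edgeR, *Ermn* (1.6, adjusted p = 0.011), and *Adamts4* (1.02) and *Carmil3* (-0.93), both with adjusted p = 0.034. *Gm4631*, *Hook2* and *Carmil3* were higher in *Thoc2* Δ/Y mice at both stages and more so at P10. For the other 4 the log2 fold change lay between -1.45 and -0.83 at P10 and between 0.02 and 0.16 at E18.5. With a correction for GC content 8 genes passed and with the replicate number as a block 7, so the number did not fall under either. *Ugt8a* and *Ermn* are genes of myelin, and the striatal genes were lower at P10 as well. Within genotypes, the myelin and striatal levels of the 10 mice were correlated at r = 0.209 (exact permutation test, p = 0.758), which does not speak for a difference in dissection, but so few mice do not rule it out. For the other 5 genes no biological explanation was tested.

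Collagen genes, which the paper does not discuss, were higher in *Thoc2* Δ/Y mice at E18.5 and P10. The mean log2 fold change of 22 genes was 0.33 at E18.5 (17 higher, adjusted p = 6.5e-49 from limma's camera) and 0.54 at P10 (17 higher, adjusted p = 3.8e-28 over 20 sets). Averaged per mouse, all 5 *Thoc2* Δ/Y mice lay above all 5 *Thoc2* +/Y mice at both stages (exact permutation test, p = 0.00794), and 1 of the 16 groupings that part the same-numbered mice, the real one, gave a mean as large at E18.5. As 16 groupings cannot give a share below 0.05, they do not count for or against chance. Among all 100 groupings drawn, most of which leave some same-numbered mice together, the real one gave the largest mean, and the next reached 0.325. More meningeal or vascular tissue in the *Thoc2* Δ/Y samples was tested at E18.5 with other genes of these tissues, and both sets were lower, at -0.49 for the meningeal genes without collagens and at -0.13 for the endothelial genes. A correction for GC content hardly moved the mean at E18.5, from 0.334 to 0.345 (adjusted p = 2.3e-44 from limma's camera over 19 sets with the correction). For these 22 genes this argues against GC bias as the cause, as far as the correction captures it. Of 10000 lists of genes with similar exon numbers, 0% had a mean as high. At E14.5 the mean was -0.29 by the sample labels and 0.15 by Supplementary Data 3. Over the libraries with the same genotype in both sources it was -0.10, with 6 genes higher and 16 lower. A direct or indirect effect of the *Thoc2* deletion on collagen RNA may remain as a hypothesis, which was not tested in other mice.

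Genes with many exons were higher in *Thoc2* Δ/Y mice at E18.5, and at P10 in a part of the comparisons. Within groups of genes of similar transcript length, the rank correlation between exon number and log2 fold change was on average 0.146 at E18.5 and 0.190 at P10. Over all genes it was 0.180 and 0.0081, and within groups of similar expression 0.189 and 0.016, so at P10 it depends on the grouping by length. Among 211 genes with at least 40 exons, 58 had an adjusted p-value below 0.05 and were higher at E18.5, and 1 was lower, while among 5138 genes with fewer than 5 exons 46 were higher and 106 lower (edgeR's test). At P10, of 216 genes with at least 40 exons, 10 passed the adjustment and were higher and 0 lower, and 70.8% had a log2 fold change above 0. Transcript length does not account for the correlation at E18.5, as it was computed within groups of equal length, at 0.146, and neither does expression. With a correction for GC content it was 0.138 at E18.5 and 0.209 at P10. Of the 16 groupings that part the same-numbered mice, 2 at E18.5 and 1 at P10, the real one included, gave a correlation as large in absolute value, which these 16 cannot separate from chance. Of all 100 groupings drawn, 3 and 1 did. A candidate explanation is an effect of THOC2 on RNAs with many exons, which was not tested further. By the E14.5 labels the correlation was -0.055, and by Supplementary Data 3 0.015. By the latter, 150 of the 210 genes with at least 40 exons (71.4%) were higher, with a median log2 fold change of 0.0995 (0.106 at P10), and 3 passed the adjustment and were higher and 0 lower. By the labels 85 of the 210 were higher.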

How the results depend on the processing

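In this part, the genotypes of Supplementary Data 3, the correction on transcript GC content, and all alternatives to the comparison of E18.5 with P10 and to the exon numbers were chosen after seeing the data, as were the interactions with the replicate block or without a filter. The other alternatives were set before the data were examined. Of 34 main results, 11 kept their direction, their side of the threshold or a count within 1.5 times under all alternatives other than leaving out a replicate, and 23 did not under at least 1. Of the 303 values these alternatives gave, 249 were unchanged in this sense, 38 counts or correlations moved, 10 were reversed, 4 became weaker and 2 stronger. For the changes below other than those with DESeq2, the cause was not tested.

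DESeq2 in place of edgeR gave 6 genes with an adjusted p-value below 0.05 and 111 with p below 0.01 at E14.5 by the labels (0 and 42 with edgeR), 122 and 369 by Supplementary Data 3 (15 and 226), 1163 at E18.5 (658), and 486 and 955 at P10 (79 and 617). It called 4 of 5 genes of neurodevelopmental disorders at E18.5 (2), and 23 and 30 genes whose genotype effect differed between E18.5 and E14.5 and between E18.5 and P10 (2 and 7). Of genes whose genotype effect differs, P10 against E14.5, it called 337 (118). The E18.5 genes of DESeq2 included 656 of the 658, and 58.6% of them were higher in *Thoc2* Δ/Y mice, against 67.9%. In the simulated counts DESeq2 made 56, 29 and 52 false calls at E14.5, E18.5 and P10, where edgeR made 5, 5 and 17, and it recovered 170, 181 and 171 changed genes against 152, 179 and 160. A part of its larger counts may therefore be false, although the simulated genes varied independently, unlike real ones. With all stages in 1 fit there were 35 and 381 genes at E18.5, 786 and 1481 at P10 and 214 with p below 0.01 at E14.5, and 0 of the 5 genes of neurodevelopmental disorders. The log2 fold change of *Thoc2* at E18.5 was 0.23 in that fit and no longer passed.

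Without a filter on low counts, 88 genes at E14.5 had p below 0.01, 45 at P10 had an adjusted p-value below 0.05, and 78 differed in their genotype effect between P10 and E14.5. A surrogate variable gave 391 and 1121 genes at P10 and 430 shared between the E18.5 and P10 lists (262). The GC correction gave 131 genes at P10, 143 with transcript GC content, and 4 with a different effect at E18.5 and E14.5. With the GC correction and the replicate block together 1029 genes passed at E18.5. No normalization or correction moved the median log2 fold change of all genes by more than 0.1.

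Libraries of the same replicate number deviated together from their group means at E18.5, with a mean correlation of 0.080 (others -0.020). With the replicate block there, 966 genes had an adjusted p-value below 0.05, 628 of them among the 658, and 1594 had p below 0.01. At P10 the block gave 50 genes, and 4 genes differed in their effect between E18.5 and E14.5. The mean of the histone lysine methyltransferase genes at E14.5 was then -0.045 (-0.036 with the GC correction as well) and passed. The log2 fold change of *Kmt2d* at E14.5 by the labels reversed to -0.057 with the block and to -0.081 with the GC correction as well.

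The grouping of the E14.5 libraries reversed results. Over the 5 libraries with the same genotype in the labels and in Supplementary Data 3, 106 genes had p below 0.01, *Thoc2* changed by 0.051 (-0.08 by the labels) and the histone lysine methyltransferase genes by 0.025 (-0.027). By Supplementary Data 3 there were 15 and 226 genes, *Thoc2* changed by 0.12 and the set by 0.056, and 0 and 22 genes differed in their effect from E18.5 and P10 (483 and 1335 at an unadjusted p-value below 0.05).

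The difference in GC content at E14.5, -0.22 points, reversed to 0.72 against all protein-coding genes, to 3.36 for higher genes alone, to 0.32 with DESeq2 and to 1.14 with the block. At E18.5 it reversed to -0.29 for higher genes alone, and at P10 it fell to 1.02 for lower genes alone. Between RNA and protein changes at E18.5, the rank correlation reversed to 0.071 over proteins whose RNA had an adjusted p-value below 0.05, and weakened to -0.068 with the GC correction. With an inter-gene correlation estimated from the data, the histone lysine methyltransferase genes at E18.5, at a mean of 0.139, no longer passed. The rank correlation of exon number with the log2 fold change within groups of similar length was 0.068 at E18.5 and 0.119 at P10 without a filter, 0.170 at E18.5 with at least 10 counts in every library, and 0.209 at P10 with the GC correction.

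Leaving out 1 replicate at a time changed 17 of the 34 results. At E18.5 from 334 to 785 genes had an adjusted p-value below 0.05 across the 10 fits. At P10 there were from 7 to 469, and from 385 to 1225 had p below 0.01. At E14.5 from 27 to 151 genes had p below 0.01 by the labels, and by Supplementary Data 3 from 141 to 295 and from 2 to 16 with an adjusted p-value below 0.05. From 1 to 3 of the genes of neurodevelopmental disorders passed at E18.5. From 2 to 7, from 5 to 13 and from 47 to 249 genes differed in their effect between E18.5 and E14.5, E18.5 and P10, and P10 and E14.5, across 29 fits. The E18.5 and P10 lists shared from 187 to 468 genes. The log2 fold change of *Thoc2* ran from -0.14 to 0.0060 at E14.5 and from 0.20 to 0.28 at E18.5, where 7 of 10 fits no longer passed. The GC difference at E14.5 ran from -1.11 to 1.54 points, the mean of the histone lysine methyltransferase genes at E14.5 from -0.048 to -0.0016, *Kmt2d* at E14.5 from -0.083 to 0.26, and the correlation of RNA with protein changes from -0.104 to -0.056 at E18.5 and from -0.130 to -0.074 at P10.

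For 61 single genes, 644 of 681 values under the other alternatives were unchanged, 16 became weaker, 19 stronger and 2 reversed. Leaving out replicates left 889 of 982 values unchanged, with 82 weaker, 7 stronger and 4 reversed. The fits with all 10 E14.5 samples or all 30 samples were not run, since 1 library has no counts. The GC comparison over genes with an adjusted p-value below 0.05 at E14.5 and the protein comparison over such genes at P10 gave no value. With libraries of at least 60.8 M counts, depth limits genes near 0.05 CPM, of which *Gm49388*, at 0.0617 CPM in *Thoc2* +/Y mice, is named here.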

Differences from the paper's values

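At E14.5, 0 genes had an adjusted p-value below 0.05 between the libraries labelled *Thoc2* Δ/Y and *Thoc2* +/Y (445 at an unadjusted p-value below 0.05), where the paper gives 15. None of the alternatives set before the data were examined closed this gap. DESeq2 gave 6 and the others 0. With the genotypes of Supplementary Data 3, chosen after seeing the values, there were 15.

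For p below 0.01, the labels gave 42 genes at E14.5 against the paper's 225. Of the alternatives set before the data were examined, all stages in 1 fit gave 214 genes and leaving out *Thoc2* Δ/Y replicate 5 gave 151, both within 1.5 times the paper's number, and none of the others did. Whether these were the paper's genes was not compared, so the similar numbers do not close the gap. In the main fit by the labels, 0 of the 225 had p below 0.01. The genotypes of Supplementary Data 3, chosen after seeing the values, gave 226. Of the 225 genes that the paper lists, 67 changed in the opposite direction by the labels and 0 by Supplementary Data 3.

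The log2 fold change of *Kmt2d* at E14.5 was 0.067 by the labels, against the paper's 0.94 in Supplementary Data 3. Of the alternatives set before the data were examined, only the 5 libraries with the same genotype in both sources gave a value that no longer differed, 0.91, and the others did not close the gap. The genotypes of Supplementary Data 3, chosen after seeing the values, gave 0.94.

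For *Ctnnd1* at E14.5 the labels gave -0.054, against the paper's -0.167. Of the alternatives set before the data were examined, the 5 libraries with the same genotype in both sources gave -0.20, leaving out *Thoc2* +/Y replicate 1 gave -0.10 and all stages in 1 fit gave -0.054 with a larger error, which no longer differed, while the others did. The genotypes of Supplementary Data 3, chosen after seeing the values, gave -0.17.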

Other observations

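In this part, the tests of the E14.5 genotypes, of the grouping by Supplementary Data 3, of the effects shared between E18.5 and P10, of myelin against striatal levels in single mice, of standard errors and single libraries behind the numbers of genes, and of the genes near the edited locus were chosen only after the result was seen.

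Other groupings of the same mice were used to see how often they give results as large. Libraries of the same replicate number deviated together on average, though weakly at E18.5 (mean correlation 0.080, single pairs from -0.061 to 0.405), which was not tested against chance. The real grouping was therefore set against the 16 that part the same-numbered mice as it does, which cannot give a share below 0.05. At E14.5 by the labels 16 of 16 gave as many genes with an adjusted p-value below 0.05, since the real count was 0 (445 at an unadjusted p-value below 0.05), 6 of 16 as many with p below 0.01 and 16 of 16 a GC difference as large. At E18.5 and at P10, 1 of 16, the real one, gave as many genes by either threshold, while 11 and 4 of 16 gave a GC difference as large, from at most 554 and 111 genes. Among all 100 groupings drawn, most of which leave some same-numbered mice together, the others gave at most 85 genes with an adjusted p-value below 0.05 at E18.5 and 0 at P10, but 1 gave 1305 genes with p below 0.01 at E18.5 and 1 gave 709 at P10. For the genes of neurodevelopmental disorders at E18.5 it was 1 of 16.

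For the gene sets, 12 of 16 groupings gave as large a mean change of the histone lysine methyltransferase genes at E14.5, and 1 of 16, the real one, did at E18.5. It was 1 of 16 as well for the myelin genes at P10 and for the collagen, neural stem cell and synaptic genes at E18.5, and 2 of 16 for the p53 targets. Among all 100 groupings drawn, as large a mean came from 52 for the histone lysine methyltransferase genes at E14.5 and from 2 at E18.5, where another grouping reached 0.142 against the real 0.139. It came from 1, the real one, for the myelin and the collagen genes, from 4 for the neural stem cell genes, from 8 for the p53 targets and from 14 for the synaptic genes. A change of all 10 TREX genes in 1 direction, lower or higher, came from 2 of 16 groupings of the *Thoc2* +/Y libraries. For the *Thoc2* Δ/Y libraries it came from 1 of 16, the real one. The direction was not kept, so the second *Thoc2* +/Y grouping does not show lower RNA at P10. The remaining *Thoc2* +/Y groupings gave 0 such genes. The correlation of P10 with E18.5 changes was as large in 2 of 16 and in 2 of 100.

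Of the 4 E14.5 libraries whose labelled genotype differs from Supplementary Data 3, 4 had counts of the deleted exons that go against the label. Those labelled *Thoc2* Δ/Y replicates 1 and 5 had 21.2 and 27.5, where no other library labelled *Thoc2* Δ/Y exceeded 2.13 at any stage. Those labelled *Thoc2* +/Y replicates 1 and 2 had 1.22 and 0, where the other 2 at E14.5 had at least 13.8. Mislabelled samples are thus the likely explanation, and where the labels were exchanged was not tested. As a test without those exons, the E14.5 log2 fold changes of genes called at E18.5 were correlated with those at E18.5. The grouping by the labels gave r = 0.084, and 82 of 100 groupings gave one as large in absolute value. The grouping by Supplementary Data 3 gave r = 0.661, the largest of the 100, but the next reached 0.649. By Supplementary Data 3, 2 of 100 groupings gave as many genes with an adjusted p-value below 0.05 and 18 of 100 as many with p below 0.01, and another grouping gave 1006 genes with an adjusted p-value below 0.05, so a source of variation other than the genotype may be larger in these libraries.

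More genes were called at E18.5 than at P10. Over the genes called at E18.5, the P10 log2 fold change had a slope of 0.72 on that at E18.5, and over the genes called at P10 the E18.5 change had a slope of 0.54 on that at P10. Such a choice of genes lowers either slope by itself, so they do not show whether a smaller spread at E18.5 explains the numbers. In a simpler calculation, from the ratio of each change to its standard error, the E18.5 changes gave 1506 genes past the adjustment with their own errors but 142 with the P10 errors, and the P10 changes, which carry the larger noise of that stage, gave 568 with these. The larger number at E18.5 may thus rest on its smaller errors, and this calculation does not show smaller effects at P10. Leaving out 1 library raised the P10 count from 79 to as much as 469, so 1 deviating library may lower it as well. Library sizes at E18.5 did not differ between genotypes (exact permutation test, p = 0.437), but the 10 genes with most counts took 7.01% ± 0.46 of the counts in *Thoc2* Δ/Y and 7.82% ± 0.50 in *Thoc2* +/Y mice (SD, exact permutation test, p = 0.0238). Before normalization beyond library size, such a difference in share moves all other genes by 0.013 on the log2 scale, against a median absolute change of 0.27 in the called genes. A few genes taking many counts thus remain a possible explanation only for shifts of about that size.

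Of the E18.5 genes with an adjusted p-value below 0.05, 95.6% stayed called in the same direction with a GC correction, and 83.5% at P10, and the higher GC content of the genes with p below 0.01 was also found within groups of similar transcript length (permutation p = 1e-05 at both stages, the smallest that the permutations can give). With the GC correction the difference fell from 1.10 to 0.79 points at E18.5 and from 2.76 to 1.78 at P10 (1.95 with transcript GC content). GC bias between libraries may thus account for a part of it, and bias that the correction does not capture is not excluded. Gene length does not account for all of it. Other groupings of the mice gave differences as large, in 11 of 16 at E18.5, but from fewer genes, whose medians vary more, so they do not settle whether it comes from variation between mice.

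The lower myelin genes at P10 were set against other cell types. The striatal genes were lower, with a camera p-value of 1.05e-07 before adjustment, and the oligodendrocyte precursor genes slightly, at 0.0148 (adjusted p = 7.0e-07 and 0.027 from limma over 20 sets), so a difference in dissection and fewer cells of the whole lineage both remain possible beside an effect on myelination. Without *Thoc2* Δ/Y replicate 1, the lowest in the striatal genes, their mean change was -0.41 (-0.63 with it). Within genotypes, the myelin and striatal levels of the mice were correlated at r = 0.209 (exact permutation test, p = 0.758), 0.454 in *Thoc2* Δ/Y and -0.676 in *Thoc2* +/Y mice, so the mice with less myelin RNA were not in general those with less striatal RNA. The mean change of the precursor genes, -0.13, was smaller than that of the myelin genes, -0.91. No single mouse accounts for it, since the highest camera p-value with 1 left out was 5.5e-24.

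At E18.5, immediate early genes (mean log2 fold change -0.15, 0 of 11 higher) and blood genes (-0.23, 1 of 6 higher) differed between genotypes, with camera p-values of 0.0031 and 0.0028 before adjustment (adjusted p = 0.0077 for both from limma over 20 sets). The mean was also lower for oligodendrocyte precursor (-0.13), meningeal (-0.48), endothelial (-0.13), pericyte (-0.13) and striatal genes (-0.16). Their adjusted p-values from camera were 0.0011, 4.2e-04, 0.0029, 0.016 and 0.016. No difference was detected in the choroid plexus, thalamic, ventral interneuron and myelin genes (adjusted p of at least 0.388 from camera). Neuronal activity or handling time, blood left in the samples and a difference in dissection or cell make-up may therefore contribute to the E18.5 differences. Genes within 5 megabases of *Thoc2* did not stand out, with 1 of 22 called against 656 of 15940 others (Fisher's exact test, p = 0.604).

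The change of RNA was compared with the paper's change of protein in Supplementary Data 4, which lists only proteins that the paper calls changed, 756 at E18.5, more than its text states, and 396 at P10. The correlations therefore hold for proteins chosen for their change. Spearman's rank correlation was -0.079 over 709 genes at E18.5 (permutation p = 0.036; Pearson's r = -0.101, permutation p = 0.0072) and -0.105 over 368 genes at P10 (permutation p = 0.044; r = -0.074, permutation p = 0.158). In 4 of 16 groupings of the E18.5 mice and 6 of 16 of the P10 mice it was as large.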
